# Histamine H1 receptor inverse agonists improve structure and pain in an osteoarthritis mouse model

**DOI:** 10.1172/JCI183588

**Published:** 2025-08-28

**Authors:** Ichiro Kurakazu, Merissa Olmer, Hannah Swahn, Kevin Myers, Chelsea Kenvisay, Yukio Akasaki, Yasuharu Nakashima, Martin K. Lotz

**Keywords:** Aging, Bone biology, Cell biology, Calcium signaling, Cartilage, Osteoarthritis

## Abstract

Osteoarthritis (OA) is the most common joint disease. Controlling the complex pathogenesis is challenging, thus, disease-modifying OA drugs are not available. Forkhead box O (FOXO) transcription factors contribute to cartilage homeostasis through autophagy and oxidative stress resistance. Here, we sought to discover FOXO activators and found that cyproheptadine, a histamine H1 receptor (HRH1) inverse agonist, promoted FOXO3 nuclear translocation and increased FOXO target genes while suppressing inflammation. In a murine OA model, cyproheptadine reduced structural joint tissue damage and pain behaviors. Mechanistically, the inhibition of HRH1 constitutive activity mediated the effects of cyproheptadine on calcium balance between endoplasmic reticulum (ER) and cytoplasm, and FOXO activation was part of this mechanism. The antiinflammatory effect of cyproheptadine involved the inhibition of protein kinase C/NF-κB pathway. HRH1 inhibition also suppressed osteogenesis in mesenchymal stem cells and nerve growth factor expression, which are mechanisms of osteophyte formation and pain behaviors. Moreover, cyproheptadine suppressed ER stress–induced lipogenesis by upregulating insulin-induced gene 1. Our findings suggest that HRH1 constitutive activity controls important OA-promoting mechanisms and indicate that HRH1 inverse agonists are promising drug repurposing candidates for structure and pain improvement in OA.

## Abstract 2

Constitutive activity of histamine H1 receptor is a novel therapeutic target for osteoarthritis and inverse agonists are promising candidates for drug repurposing.

## Introduction

Osteoarthritis (OA) is the most prevalent joint disease, with joint pain and mobility limitations as the principal patient-reported outcomes (1). Despite large numbers of clinical trials, there are still no approved disease-modifying OA drugs (DMOADs) (2). A variety of factors are involved in the pathogenesis of OA, including disruption of cellular homeostasis, inflammation, abnormal ossification, and aberrant metabolism (3). Accordingly, OA patients exhibit diverse characteristic structural changes, including cartilage and meniscus degradation, synovitis, calcification of joint tissues, subchondral bone sclerosis, and osteophyte formation. The complexity of OA pathogenesis mechanisms poses a challenge to the selection of DMOAD candidates.

Aging is a major risk factor for OA (4, 5). Forkhead box O (FOXO) transcription factors play a central role in the regulation of autophagy and oxidative stress resistance and thereby reduce age-related diseases and promote longevity (6–9). We have previously found that FOXO1 and FOXO3 expression and activity are downregulated in OA cartilage and meniscus, and that *Foxo1-* and *Foxo3*-deficient mice spontaneously develop cartilage and meniscus degeneration (10–14). On the other hand, FOXO1 or FOXO3 overexpression enhances autophagy and antioxidant genes in chondrocytes (12, 13). Therefore, FOXO activation is a promising therapeutic strategy for OA.

The activity of FOXO is regulated by nuclear-cytoplasmic shuttling, in part via the phosphatidylinositol-3-OH kinase (PI3K)/AKT pathway (15). When phosphorylated by AKT, FOXO binds to exportin 1 (XPO1) and is translocated from the nucleus to the cytoplasm, where it is ubiquitinated and degraded (16). Drugs that increase nuclear FOXO in chondrocytes would thus be potential DMOADs.

In this study, we selected FOXO activators as candidates for testing in vitro in an OA animal model and for mechanistic analyses.

## Results

### Selection and prioritization of FOXO activators.

Based on the results of previous image-based drug screening of FOXO activators, we observed that most hit compounds fall into 2 major categories: XPO1 inhibitors and PI3K/AKT inhibitors (9). In addition, we considered the results of a recent in silico drug screen that matched FOXO3 overexpression and drug-response transcriptome data where hits were expected to have similar effects to FOXO3 overexpression (17). Among the top 130 hits, PI3K/AKT inhibitors were the major class, consistent with the results of image-based screening (Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/JCI183588DS1). Nine mammalian target of rapamycin (mTOR) inhibitors, which were also identified as FOXO activators in the image-based drug screening, were hits. Interestingly, 6 serotonin antagonists and 4 histamine antagonists that were not hits in the image-based screening were hits in the in-silico screening. From these previous studies, we selected 5 drugs for further evaluation (Supplemental Figure 1). This included selinexor, an XPO1 inhibitor; BEZ235, a dual PI3K/mTOR inhibitor; and cyproheptadine, an antagonist of serotonin and histamine receptors. In addition, we included LOM612 (18) and psammaplysene A (PSA) (19) from 2 image-based screens for agents that promote FOXO nuclear accumulation without affecting XPO1 or PI3K. These are the only agents positioned as FOXO-specific activators.

To further characterize and prioritize these 5 drugs, human primary chondrocytes were treated for analysis of FOXO1 and FOXO3 nuclear localization at doses that did not significantly affect cell viability (Supplemental Figure 2). Selinexor increased nuclear levels of both FOXO1 and FOXO3 (Figure 1, A and B, and Supplemental Figure 3). BEZ235 increased nuclear levels of FOXO3 at 1 and 3 hours. Cyproheptadine increased nuclear FOXO3 after 3 hours. LOM612 and PSA had no effect on FOXO1 or FOXO3 localization and were excluded from further analyses.

Next, the expression of FOXO and FOXO target genes was analyzed by qRT-PCR after treatment of chondrocytes with the 3 drugs that increased nuclear FOXO. All 3 drugs increased *FOXO1* and *FOXO3* gene expression (Figure 1C and Supplemental Figure 4, A and B) and the expression of autophagy-related genes *MAP1LC3B*, *GABARAPL1*, and *ATG14* (Figure 1D and Supplemental Figure 4, C and D). The antioxidant *SESN3* was upregulated only by cyproheptadine, while BEZ235 downregulated it. *GPX3,* which also protects cells from oxidative damage, was increased by selinexor and cyproheptadine, but BEZ235 had little effect. These results indicated that selinexor and cyproheptadine induced FOXO and FOXO target genes more effectively than BEZ235. Furthermore, we tested the antiinflammatory effects of drugs against IL-1β, which is a potent inducer of OA-promoting factors, and found that cyproheptadine, but not selinexor or BEZ235, suppressed *IL6* and *MMP13* induction by IL-1β (Figure 1E and Supplemental Figure 4, E and F). Cyproheptadine also suppressed *IL6* and *MMP13* induction by IL-1β in human synoviocytes (Supplemental Figure 5).

To confirm whether the enhanced autophagy by cyproheptadine treatment was mediated by FOXO3, chondrocytes were transfected with FOXO3 siRNA, which suppressed the effect of cyproheptadine on the expression of autophagy-related genes and antioxidant genes (Supplemental Figure 6A). On the other hand, FOXO3 knockdown did not suppress the antiinflammatory effect of cyproheptadine (Supplemental Figure 6B).

Thus, cyproheptadine enhanced FOXO3 nuclear accumulation, promoted FOXO target gene expression, and had antiinflammatory effects independent of FOXO3, making it the most promising of the 5 drugs and was chosen for further characterization.

### Improvement of structural outcomes by cyproheptadine in an OA animal model.

We tested cyproheptadine in the OA animal model induced by surgical destabilization of the medial meniscus (DMM) in 15-week-old mice. Low (5 mg/kg) or high (10 mg/kg) doses of cyproheptadine were administered intraperitoneally 3 times per week starting 1 day after DMM surgery, and knee joints were harvested after 12 weeks (Figure 2A). Osteoarthritis Research Society International (OARSI) score showed that cartilage degradation was significantly attenuated in the cyproheptadine high-dose group compared with the control group (Figure 2, B, C, and F). Cyproheptadine high-dose treatment also suppressed synovitis and osteophyte formation (Figure 2, D, E, G, and H). IHC showed that FOXO3-positive cells were reduced in the cartilage of mice with DMM, but cyproheptadine enhanced the expression of FOXO3 (Figure 2I). Cyproheptadine also reduced the expression of IL-6 in cartilage of mice with DMM (Figure 2J).

### Transcriptomic changes in response to cyproheptadine.

To determine candidate pathways that mediate cyproheptadine effects, RNA-seq was performed on chondrocytes treated with cyproheptadine with or without IL-1β stimulation. 

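Primary chondrocytes are cartilage cells isolated by collagenase digestion and expanded in culture, and cyproheptadine is an antihistamine that acts as an inverse agonist of the H1 receptor. RNA-seq libraries were made from 20 cultures in 4 groups of 5. Cells received DMSO or 30 µM cyproheptadine for 24 hours, and in the other two groups the same pretreatment was followed by 1 ng/mL IL-1β for 6 hours. A number in the library names was read as the donor, which gave 7 donors. The paper's text does not pair libraries with donors, so all donor pairs here rest on this reading. The DMSO and cyproheptadine groups came from the same 5 donors, and the IL-1β groups without and with cyproheptadine also shared their 5 donors. Only 3 donors were in all 4 groups, so the comparison of IL-1β with DMSO was partly between different donors. The authors removed ribosomal RNA fragments from random-primed libraries after PCR, sequenced them on an Illumina NextSeq instrument, trimmed adapters with Trim Galore!, aligned reads to GRCh38 with STAR and counted reads per gene with featureCounts. They deposited these counts without normalization for 60623 Ensembl genes. No molecular identifiers were mentioned, so PCR copies of a fragment cannot be separated from independent fragments. The total count per library was between 4123801 and 5077668 with DMSO (median 4860168) and between 4686622 and 5462106 with cyproheptadine (median 5049850). It was between 2487791 and 6144633 with IL-1β (median 5156323) and between 4500425 and 6469691 with IL-1β and cyproheptadine (median 5276885). The Supplemental Methods give an estimated depth of 5 M reads per sample, and all values here use the counted reads. Counts were normalized with the TMM method, and 13635 genes passed edgeR's filter on low counts. All 20 libraries were fitted together with edgeR's quasi-likelihood test, and p-values were adjusted across genes with the Benjamini-Hochberg method. Genes with an adjusted p-value under 0.05 are called increased or decreased, with no limit on the fold change. Expression is given in CPM, the count of a gene scaled to the normalized library size, as mean ± SD over the 5 libraries of a group. Donor pairs are libraries of the same donor with and without a treatment. Gene positions refer to GRCh38 in the GENCODE v44 annotation.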

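The 500 most variable genes on the log2 CPM scale were used for principal components of the 20 RNA-seq libraries. PC1 held 82.1% of the variance and PC2 held 6.87%. On PC1, libraries without IL-1β lay between -53.5 and -42.1, and libraries with IL-1β lay between 38.4 and 53.2. PC1 alone did not part the cyproheptadine libraries (-47.9 to -42.1) from the DMSO libraries (-53.5 to -44.6). PC2 did so, with DMSO libraries between -9.33 and -0.513 and cyproheptadine libraries between 0.809 and 11.4. Under IL-1β, PC2 was between -23.6 and -9.58 without cyproheptadine and between 7.56 and 22.2 with it. Differences between groups made up 99.6% of the variance of PC1 and 90.3% of that of PC2. The share of PC1 moved most when all tested genes were used, which lowered it to 57.6%.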

Principal component analysis could clearly distinguish 4 groups (Figure 3A). Cyproheptadine treatment increased the expression of 688 genes and decreased the expression of 821 genes (Figure 3B). 

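Among the 13635 genes tested, cyproheptadine increased 559 genes and decreased 601 genes in comparison with DMSO. A change over 2-fold was found in 124 of the increased and 182 of the decreased genes. The counts moved most when the donor was added as a block, which gave 1142 increased and 1120 decreased genes, including all 559 and 601 genes. With each library left out in turn, the number of increased genes was between 338 (without cyproheptadine replicate 2) and 637. In 1183 genes (8.68% of those tested), all 5 cyproheptadine libraries lay on one side of all 5 DMSO libraries, against 0.794% by chance. Among increased genes, GCLC (ENSG00000001084, chromosome 6, 53497341 to 53616970), which encodes a subunit of the enzyme for glutathione synthesis, had 103 ± 7.37 CPM with cyproheptadine and 33.7 ± 3.45 CPM with DMSO (n = 5 each). Its log2 fold change was 1.62 (standard error 0.16, adjusted p = 2.3e-06). By adjusted p-value, INSIG1 came next (log2 fold change 1.65, adjusted p = 1.3e-05), and KLHL24, SLC38A1 and SLC31A1 followed with log2 fold changes of 1.11, 0.96 and 0.92 (adjusted p = 5.1e-05, 8.6e-05 and 9.6e-05). The smallest adjusted p-values among decreased genes were those of ACTB (ENSG00000075624, chromosome 7, 5526409 to 5563902) and TUBB (ENSG00000196230, chromosome 6, 30717435 to 30725538), which encode β-actin and a β-tubulin. ACTB had 2244 ± 258.9 CPM with cyproheptadine and 6010 ± 384.7 CPM with DMSO, a log2 fold change of -1.42 (standard error 0.11, adjusted p = 8.7e-08). TUBB had 467 ± 63.6 CPM and 1323 ± 208 CPM, a log2 fold change of -1.503 (standard error 0.12, adjusted p = 8.7e-08). TUBA1C, TUBB4B and TUBA1B had log2 fold changes of -1.58, -1.61 and -1.78 (adjusted p = 4.5e-07, 8.7e-07 and 8.7e-07). These 10 genes were ranked only among called genes whose 5 cyproheptadine libraries all lay on one side of the 5 DMSO libraries. Their separation and the shared direction of the 5 donor pairs follow from that choice. Actin and tubulin genes have close paralogs and pseudogenes, between which the counting could have split reads.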

Metascape enrichment analysis with the differentially expressed genes (DEGs) showed that “autophagy” was enriched in the upregulated DEGs (Figure 3C). Furthermore, the transcriptional regulatory relationships unraveled by sentence-based text-mining (TRRUST) analysis (20) showed that FOXO3 target genes were significantly increased after cyproheptadine treatment (Figure 3D). 

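A list of 40 genes of the core autophagy machinery was written before the counts were seen, because the gene sets of the enrichment tool were not used here. Cyproheptadine increased 7 of these 40 genes and decreased 0 of them, and 10 were increased when adjusted over the list alone. At an unadjusted p under 0.05, 12 were increased and 0 decreased. The median log2 fold change of the list was 0.17, and its mean was higher with cyproheptadine in 5 of 5 donor pairs (0.14 to 0.26). In limma's camera test of the list against all other genes, the adjusted p-value was 0.00046. It moved most with an inter-gene correlation estimated from the libraries in place of the preset 0.01, which gave 0.047. A second list of 43 lysosomal genes had 9 increased and 0 decreased genes (12 and 0 adjusted over the list alone) and a median log2 fold change of 0.20 (camera, adjusted p = 3.5e-05), with 34 positive and 9 negative values and 1 gene decreased at an unadjusted p under 0.05. For the lysosomal genes the estimated correlation gave an adjusted p of 0.27, and limma's fry test gave 0.032.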

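For 24 FOXO3 target genes listed before the counts were seen, 6 were increased by cyproheptadine and 0 were decreased, also 0 at an unadjusted p under 0.05. Adjusted over the list alone, 9 were increased. With the donor as a block, 10 were increased over all genes tested. The median log2 fold change was 0.33, and 20 of the 24 values were positive. The mean of the list rose in 5 of 5 donor pairs, by 0.27 to 0.56 on the log2 scale (camera, adjusted p = 3.8e-06). The mRNA of FOXO3 itself (ENSG00000118689, chromosome 6, 108559835 to 108684774) was at 93.1 ± 24.2 CPM with cyproheptadine and 86.6 ± 18.8 CPM with DMSO. That difference was smaller than the spread between replicates (log2 fold change 0.11, standard error 0.17, adjusted p = 0.79), and 4 of 5 donor pairs were higher. Its direction rested on single libraries, since the log2 fold change was -0.026 without cyproheptadine replicate 4.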

In the downregulated DEGs, “cell cycle” was enriched (Supplemental Figure 7, A and B). 

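The cell cycle list was the 97 S and G2/M phase genes supplied with the Seurat package, of which 96 could be tested. Cyproheptadine decreased 65 and increased 0 of them (1 at an unadjusted p under 0.05), and 81 were decreased and 1 increased when adjusted over the list alone. Their median log2 fold change was -1.06, and 95 of the 96 values were negative. The list mean fell in 5 of 5 donor pairs, by between -1.21 and -0.87 on the log2 scale (camera, adjusted p = 1.2e-52). Among genes with at least 10 counts in every library, 36 of the cell cycle genes were decreased, because fewer of them could be tested.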

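The heat map in Supplemental Figure 7C names autophagy-related genes that the authors chose on these libraries, so they are not independent evidence. All 42 of its genes were tested and all had positive log2 fold changes with cyproheptadine (median 0.63). Of these, 37 were increased over all genes tested and all 42 when adjusted over the list alone. MAP1LC3B (ENSG00000140941, chromosome 16, 87383953 to 87404779), which encodes the autophagosome protein LC3B, had 164 ± 28.3 CPM with cyproheptadine and 105 ± 21 CPM with DMSO. Its log2 fold change was 0.64 (standard error 0.15, adjusted p = 0.0082), higher in 5 of 5 donor pairs. ATG14 (ENSG00000126775, chromosome 14, 55366391 to 55411830) was at 31.2 ± 4.16 CPM and 23 ± 4.7 CPM, a log2 fold change of 0.44 (standard error 0.14, adjusted p = 0.059), also higher in 5 of 5 donor pairs. For ATG14 the adjusted p was 0.034 with the donor as a block, 0.044 with DESeq2, 0.046 among genes with at least 10 counts in every library and 0.011 without DMSO replicate 5.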

In gene set enrichment analysis (GSEA), we confirmed that autophagy was induced in cyproheptadine-treated chondrocytes (Figure 3E) and this included 42 autophagy-related genes (Supplemental Figure 7C). To further confirm the effect of cyproheptadine on autophagy flux, Western blotting was performed. Cyproheptadine induced the expression of LC3-II, an active form of LC3 protein, and the LC3-II/LC3-I ratio (Figure 3F). Similar changes were also observed in the presence of chloroquine, a lysosome inhibitor. These results indicate that cyproheptadine induces not only the expression of autophagy-related genes but also autophagy flux.

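Gene lists for processes of the endoplasmic reticulum (ER), and a list of tRNA synthetases that act in the cytosol and not in the ER, were fixed before the counts were seen. Of 20 cholesterol synthesis enzymes, cyproheptadine increased 16, also 16 adjusted over the list alone, and decreased 0. The count of decreased genes was also 0 at an unadjusted p under 0.05, for these and for the vesicle coat genes. All 20 log2 fold changes of the cholesterol synthesis genes were positive with a median of 1.15, and the list mean rose in 5 of 5 donor pairs by 0.85 to 1.37 (camera, adjusted p = 5.4e-18). Of 22 genes for the COPI and COPII coats of Golgi transport vesicles, 5 were increased and 0 decreased, with 11 increased when adjusted over the list alone and 13 at an unadjusted p under 0.05. Their median log2 fold change was 0.21, with 17 positive values (camera, adjusted p = 7.2e-05). Of 20 cytosolic tRNA synthetase genes, 9 were increased and 0 decreased over all genes tested, and 13 were increased and 1 decreased adjusted over the list alone (median 0.38, 15 positive values, camera, adjusted p = 2.9e-06). With the estimated inter-gene correlation these lists stayed under an adjusted p of 0.05, at 0.028 for cholesterol synthesis, 0.047 for the coats and 0.046 for the synthetases.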

Notably, metascape enrichment analysis with the upregulated DEGs revealed that cyproheptadine also modulated several events in the ER, including “cholesterol/lipid metabolism”, “golgi vesicle transport”, “response to ER stress”, “unfolded protein response (UPR)”, “intracellular protein transport”, and “steroid biosynthesis” (21–23) (Figure 3C). TRRUST analysis also showed that cyproheptadine upregulated activating transcription factor 4 (ATF4), ATF6, x-box binding protein 1 (XBP1),and DNA damage inducible transcript 3 (DDIT3), which regulate UPR, and sterol regulatory element binding transcription factor 1 (SREBF1) and SREBF2, which are the master regulators of lipid/cholesterol homeostasis (Figure 3D). These transcription factors are closely related to ER function (21, 22). 

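ATF4 (ENSG00000128272, chromosome 22, 39519695 to 39522683) rose from 296 ± 26.7 CPM with DMSO to 472 ± 37.4 CPM with cyproheptadine, a log2 fold change of 0.67 (standard error 0.11, adjusted p = 0.00053). XBP1 (ENSG00000100219, chromosome 22, 28794555 to 28800597) rose from 185 ± 30.8 to 258 ± 21.2 CPM, a log2 fold change of 0.48 (standard error 0.11, adjusted p = 0.0076). DDIT3 (ENSG00000175197, chromosome 12, 57516588 to 57521737) rose from 13.4 ± 5.52 to 45.9 ± 7.68 CPM, a log2 fold change of 1.78 (standard error 0.25, adjusted p = 0.00015). For ATF4, XBP1 and DDIT3, all 5 cyproheptadine libraries lay above all 5 DMSO libraries. ATF6 (ENSG00000118217, chromosome 1, 161766298 to 161977574) had 62.4 ± 13.7 CPM with cyproheptadine and 62.5 ± 6.5 CPM with DMSO, which cannot be distinguished (log2 fold change -0.0014, standard error 0.12, adjusted p = 1.0, higher in 1 of 5 donor pairs). The sign of that ATF6 value depended on the libraries used, and it was between -0.12 and 0.092 with each library left out in turn. The enrichment in Figure 3D concerns the targets of these factors, and the mRNA of a factor is a different measurement. From the enriched processes and these regulators, the paper proposes that the ER has a key role in the signaling that cyproheptadine induces.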

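For the unfolded protein response, target lists of its branches were set before the counts were seen. Of 25 ATF4 targets, cyproheptadine increased 21 (23 adjusted over the list alone) and decreased 0, also 0 at an unadjusted p under 0.05. All 25 log2 fold changes were positive, with a median of 0.97, and the list mean rose by 0.72 to 1.53 in 5 of 5 donor pairs (camera, adjusted p = 2.8e-21). Of 20 targets of ATF6 and XBP1, 5 were increased (6 adjusted over the list alone) and 0 were decreased, again 0 without adjustment. Their median was 0.090, with 14 positive values, and their mean rose by 0.12 to 0.19 in 5 of 5 donor pairs (camera, adjusted p = 0.021). For the ATF6 and XBP1 targets, fry gave an adjusted p of 0.19 and the estimated correlation gave 0.56, so that call did not hold under either. The ATF4 call held under both, at 8.3e-05 and 0.028.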

GSEA showed similar enrichment of pathways related to ER (Supplemental Figure 7, D–I). This suggests a key role of the ER in signaling induced by cyproheptadine.

We also performed RNA-seq of chondrocytes under IL-1β stimulation, which changed the expression of large numbers of genes (3,981 up and 3,823 down) (Figure 4A). 

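In comparison with DMSO, IL-1β increased 3683 genes and decreased 3651 genes, which was 53.8% of the genes tested. The change was over 2-fold in 1874 increased and 1819 decreased genes. Limiting the test to genes with at least 10 counts in every library moved the counts most, to 2737 increased and 2729 decreased genes. Of the genes tested, 5056 (37.1%) had all 5 IL-1β libraries on one side of all 5 DMSO libraries. TNFAIP2 (ENSG00000185215, chromosome 14, 103121476 to 103137439) was at 7820 ± 1109 CPM with IL-1β and 30.7 ± 4.68 CPM with DMSO, a log2 fold change of 7.99 (standard error 0.20, adjusted p = 3.1e-18). ATP2B1 (ENSG00000070961, chromosome 12, 89588049 to 89709366), a plasma membrane calcium pump gene, was at 1834 ± 73.3 and 71 ± 4.87 CPM, a log2 fold change of 4.69 (standard error 0.11, adjusted p = 3.1e-18). NFKB1 (ENSG00000109320, chromosome 4, 102501330 to 102617302) was at 821 ± 52.7 and 43.5 ± 4.08 CPM, a log2 fold change of 4.24 (standard error 0.12, adjusted p = 2.7e-17). SOD2 and PARP14 had log2 fold changes of 5.66 and 4.83 (adjusted p = 7.3e-17 and 7.5e-17). The decreased genes with the smallest adjusted p-values were MTSS2, ZFP36L2, KLF7, NREP and SKI, with log2 fold changes of -2.82, -3.23, -3.06, -3.05 and -1.84 (adjusted p = 1.4e-13, 3.4e-13, 6.0e-13, 6.0e-13 and 8.0e-13). These 10 genes were also ranked only among called genes with the 5 libraries of each group separated, so their separation is no further evidence.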

Metascape enrichment analysis showed that “cytokine signaling” was strongly upregulated by IL-1β stimulation, and TRRUST analysis showed that NF-κB target genes were strongly upregulated (Supplemental Figure 8, A and B). 

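All 40 genes of a list of NF-κB targets, written before the counts were seen, were increased by IL-1β, over all genes tested and adjusted over the list alone. Their median log2 fold change was 6.32, or 5.53 with genes that had at most 3 counts per DMSO library set to their lower bound (camera, adjusted p = 1.3e-31). Among genes with at least 10 counts in every library, the number of increased NF-κB targets was 25, because the other genes were hardly detected without IL-1β and left the test. IL6 (ENSG00000136244, chromosome 7, 22725884 to 22732002) rose from 21.3 ± 5.28 to 4903 ± 1112 CPM, a log2 fold change of 7.85 (standard error 0.35, adjusted p = 3.8e-14). MMP13 (chromosome 11, 102942995 to 102955732), which encodes a collagenase, rose from 83.9 ± 59.3 to 932 ± 380.3 CPM, a log2 fold change of 3.47 (standard error 0.55, adjusted p = 1.6e-05). Of the 15 lists tested against all other genes, 9 passed an adjusted p of 0.05 under camera, and the NF-κB list was the only 1 that also passed with the estimated correlation (0.0017). Under fry, 12 lists passed.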

In the downregulated DEGs, “cell cycle” was enriched (Supplemental Figure 8, C and D). 

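Of the 96 cell cycle genes tested, IL-1β decreased 92 (93 adjusted over the list alone) and increased 0, at adjusted or unadjusted p-values, and 95 log2 fold changes were negative. The median log2 fold change was -2 (camera, adjusted p = 3.7e-24). Replication-dependent histone genes, which are transcribed during S phase, were decreased in 7 of 7 tested genes with a median of -2.19 (camera, adjusted p = 0.00072). With at least 10 counts required in every library, 46 of the cell cycle genes were decreased. The estimated inter-gene correlation gave the cell cycle list an adjusted p of 0.14, and fry gave 3.0e-07.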

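In cells that received IL-1β, pretreatment with cyproheptadine increased 1594 genes and decreased 2206 genes in comparison with IL-1β alone. The change was over 2-fold in 506 increased and 689 decreased genes. The number of increased genes moved most with the donor as a block, to 2053, and that of decreased genes to 2850. Without a filter on low counts, 1667 genes were decreased. All libraries of the 2 groups were separated in 2303 genes (16.9%). NID2 (ENSG00000087303, chromosome 14, 52004809 to 52069059), which encodes the basement membrane protein nidogen 2, fell from 156 ± 23.6 to 22.4 ± 5.53 CPM, a log2 fold change of -2.81 (standard error 0.16, adjusted p = 5.1e-10). ACTB and TUBB had the next smallest adjusted p-values among decreased genes, with log2 fold changes of -1.70 and -1.77 (adjusted p = 2.2e-09 and 3.1e-09). HELZ2 and TUBB2A had log2 fold changes of -2.28 and -2.43 (adjusted p = 7.8e-09 and 8.4e-09). Among increased genes, PYCR1 (ENSG00000183010, chromosome 17, 81932384 to 81942412), which encodes an enzyme of proline synthesis, rose from 16.7 ± 5.25 to 74.7 ± 6.64 CPM, a log2 fold change of 2.12 (standard error 0.17, adjusted p = 2.5e-08). VLDLR, SKI, APBB2 and SIX4 followed with log2 fold changes of 1.58, 1.05, 1.18 and 1.85 (adjusted p = 2.0e-07, 2.1e-07, 2.2e-07 and 2.4e-07). These genes, too, were ranked only among called genes with all libraries of the 2 groups separated. The same direction in 5 of 5 donor pairs follows from that choice.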

Under IL-1β stimulation and cyproheptadine treatment, 1,706 genes were upregulated, and 2,303 genes were downregulated (Figure 4B). 

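Of 40 NF-κB targets listed before the counts were seen, 16 were decreased and 1 was increased by cyproheptadine under IL-1β stimulation. Adjusted over the list alone, 17 were decreased and 1 increased. The donor block gave 26 decreased genes. Their median log2 fold change was -0.52, with 34 negative and 6 positive values, and the list mean fell in 5 of 5 donor pairs, by between -0.82 and -0.33 (camera, adjusted p = 1.1e-07). NFKB1 fell to 452 ± 64.2 CPM, a log2 fold change of -0.86 (standard error 0.10, adjusted p = 3.4e-06). IL6 fell to 2017 ± 664 CPM, a log2 fold change of -1.28 (standard error 0.26, adjusted p = 0.0009), and was lower in 5 of 5 donor pairs. MMP13 was at 298 ± 211 CPM, a log2 fold change of -1.65 (standard error 0.51, adjusted p = 0.020), with 4 of the 5 treated libraries below all IL-1β libraries. The MMP13 call was lost without IL-1β replicate 1 (adjusted p = 0.057) and without replicates 3 or 5 of IL-1β with cyproheptadine (0.054 and 0.051), whereas with all libraries and the donor as a block it was 9.7e-09. Camera called 9 of the 15 lists for this comparison and fry called 10, but 0 passed with the estimated correlation, under which the NF-κB list had an adjusted p of 0.16.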

Enrichment analysis using the downregulated DEGs revealed that cyproheptadine treatment suppressed cytokine signaling, and TRRUST analysis showed that NF-κB target genes were suppressed by cyproheptadine treatment (Supplemental Figure 9, A and B). 

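Of the 3683 genes increased by IL-1β, 1151 (31.3%) were decreased when cyproheptadine was given before IL-1β. They made up 52.2% of the 2206 genes decreased by cyproheptadine under IL-1β. Independent calls would share 596 genes. Both comparisons use the same IL-1β libraries, and in 20 simulations with those libraries shared and cyproheptadine effects of the observed sizes reassigned among genes, the overlap was between 793 and 867. The overlap moved most without a filter on low counts, to 845 genes, and with the donor as a block, to 1541 genes. The median log2 fold change of the 1151 genes was 1.19 with IL-1β and -0.68 with cyproheptadine. The median share of the log2 induction that cyproheptadine removed was 56.4%, with quartiles of 37.6% and 91.8%. It was taken over genes selected for both calls, with the same IL-1β libraries in both values, which can raise it. In 660 of these genes (57.3%) over 50% of the log2 induction was removed, and in 243 over 100%. Cyproheptadine increased 154 of the IL-1β-increased genes further.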

We further determined which IL-1β–induced genes were suppressed by cyproheptadine and found that approximately one-third of the genes induced by IL-1β were suppressed by cyproheptadine (Figure 4C). These shared genes were still strongly enriched in cytokine signaling and NF-κB pathway (Figure 4, D and E). 

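Among the 40 listed NF-κB targets, 16 (40%) were both increased by IL-1β and decreased by cyproheptadine. Over all 40 targets, the median share of the log2 induction that cyproheptadine removed was 7.44%, or 8.11% with genes near 0 counts in DMSO set to their bound. In interferon-stimulated genes, a second list of cytokine-induced genes fixed beforehand, 37 of 38 tested genes (97.4%) met both criteria, and the median share removed over all 38 was 44.6%. IFI6 was the gene that did not, and it was singled out after its values were seen.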

In GSEA, “cytokine-mediated signaling pathway” was also upregulated after IL-1β treatment (Figure 4F). Cyproheptadine treatment suppressed this pathway under IL-1β treatment (Figure 4G) and inhibited 75 genes in this annotation induced by IL-1β treatment (Supplemental Figure 9C). 

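The genes named in the heat map of Supplemental Figure 9C were chosen by the authors on these libraries and are not independent evidence. Of its 75 genes, 74 were tested, and all 74 were increased by IL-1β with a median log2 fold change of 2.84. With cyproheptadine under IL-1β, all 74 log2 fold changes were negative (median -0.90) and 72 (97.3%) were called decreased, or 74 adjusted over the list alone. The list mean fell in 5 of 5 donor pairs, by between -1.73 and -0.78. The median share of the log2 induction removed was 41.6%. DESeq2 on all 20 libraries called 75. Chemokine genes of the CXCL family are close in sequence, so that the counting could have split some of their reads. Without IL-1β, cyproheptadine increased 2 and decreased 1 of the 74 genes. From the suppressed genes, together with the phosphorylation and nuclear localization of p65, the paper concludes that cyproheptadine suppressed cytokine signaling at least in part through the NF-κB pathway.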

To further confirm the effect of cyproheptadine on NF-κB pathway, we performed Western blotting and found that cyproheptadine suppressed p65 phosphorylation induced by IL-1β (Figure 4H). Consistently, immunocytochemistry showed that cyproheptadine suppressed the nuclear translocation of p65 induced by IL-1β (Figure 4I). These results indicate that cyproheptadine suppressed cytokine signaling at least in part by inhibiting NF-κB pathway.

Cyproheptadine also induced “cellular response to external stimulus” and the target genes of PPAR-γ, a known NF-κB suppressor, under IL-1β stimulation (Supplemental Figure 10, A and B). 

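PPARG (chromosome 3, 12287368 to 12434356), which encodes PPAR-γ, was at 25.9 ± 8.21 CPM with IL-1β and cyproheptadine and 22.2 ± 7.21 CPM with IL-1β. The difference was within the spread between replicates (log2 fold change 0.20, standard error 0.25, adjusted p = 0.58), although 5 of 5 donor pairs were higher. Of 12 tested genes of a PPAR-γ target list fixed before the counts were seen, cyproheptadine increased 2 (1 adjusted over the list alone) and decreased 0 under IL-1β, while 6 were increased and 0 decreased at an unadjusted p under 0.05. Their median log2 fold change was 0.31, with 8 positive and 4 negative values, and the list mean rose in 4 of 5 donor pairs (-0.11 to 0.71). The adjusted p-value of the list was 0.13 with camera and 0.012 with fry, and with the donor block camera gave 0.061.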

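Of the 3651 genes decreased by IL-1β, 896 (24.5%) were increased by cyproheptadine under IL-1β. Independent calls would share 427 genes, and simulations in which cyproheptadine effects of the observed sizes were reassigned among genes gave between 691 and 755. The median share of the log2 suppression that was restored was 81.6%. This share was also taken over genes selected for both calls, with shared IL-1β libraries, which can raise it. With the donor as a block the number was 1085, and with edgeR fitted to the 10 libraries of each comparison it was 682. A further 419 of the genes decreased by IL-1β were decreased more by cyproheptadine.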

We found that the suppression of 944 genes by IL-1β was restored by cyproheptadine, and these genes were also enriched in PPAR-γ target genes (Supplemental Figure 10, C–E).

### Receptors mediating cyproheptadine effects.

Cyproheptadine is known to bind several types of receptors, including histamine, serotonin, and muscarinic acetylcholine receptors, which are G protein–coupled receptors (GPCRs) that trigger calcium release from the ER to the cytoplasm via phospholipase C (PLC)/inositol trisphosphate (IP3) axis (24). Because cyproheptadine affected many events in the ER, as seen in RNA-seq, we wanted to determine which specific receptors are involved. We first checked their gene expression by analyzing our RNA-seq data of human primary chondrocytes. 

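HRH1 (ENSG00000196639, chromosome 3, 11137093 to 11263557) was the histamine receptor gene with the highest level in DMSO-treated chondrocytes. Counts were divided by the length of merged exons and scaled to the same total in each library (TPM), so that the level depends on the exon lengths used. The levels that the paper names TPM, read by eye for the genes compared, match counts per kb of exon scaled to library size. All TPM values here and below are therefore on another scale, on which they run higher. HRH1 was at 28.8 ± 3.13 TPM (SD, n = 5). HRH2 was at 0.19 TPM from 6 counts over the 5 libraries. HRH3 and HRH4 had 0 counts, where 3 counts would have been 0.21 and 0.15 TPM. Among serotonin receptor genes, HTR2A was at 1.49 ± 1.58 TPM from 43 counts, with an SD as large as the mean, and its mean was between 0.89 and 1.86 with each library left out in turn. On the scale that the paper's levels match, HTR2A was under the limit that the paper gives. HTR7 was at 0.23 TPM, and each of the other serotonin receptor genes was at 0.091 TPM or lower. Among muscarinic receptor genes, CHRM3 and CHRM4 were at 0.13 and 0.12 TPM, and CHRM1, CHRM2 and CHRM5 had 0 counts. At the depth of these libraries, a gene with 3 counts or fewer over 5 libraries was called not detected, which does not show that it was absent.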

Histamine H1 receptor (HRH1) was the most highly expressed receptor (Figure 5A). mRNA levels for all other receptors had very low read counts (< 0.5 TPM) (Figure 5A and Supplemental Figure 11, A and B). This profile suggests that HRH1 inhibition mediates the effects of cyproheptadine. 

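Enzymes for the synthesis of histamine, serotonin and acetylcholine were near the detection limit in DMSO-treated chondrocytes. HDC, which makes histamine, was at 0.21 TPM from 4 counts summed over 5 libraries. TPH1, which makes serotonin, was at 0.19 TPM from 6 counts. TPH2 and CHAT had 0 counts. None of the 4 genes passed the filter on low counts, so no comparison between groups was tested for them.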

We also found that chondrocytes expressed only a few enzymes required for the synthesis of the ligands of these receptors, suggesting that chondrocytes are not a relevant source of these ligands (Supplemental Figure 11C).

In chondrocytes, histamine induced a small but significant increase in the expression of *IL6* and *MMP13* and this was canceled by cyproheptadine pretreatment (Figure 5B). In synoviocytes, histamine slightly induced *IL6* and *MMP13*, and this was abolished by cyproheptadine (Supplemental Figure 11D). To determine the relationship between HRH1 and its antagonists in chondrocytes, we tested desloratadine, a second-generation histamine H1 antagonist. Cell viability testing showed toxicity of desloratadine at lower doses compared with cyproheptadine (Supplemental Figure 12A) and it was thus used at lower doses than cyproheptadine in the subsequent experiments. Desloratadine treatment of chondrocytes promoted FOXO3 but not FOXO1 nuclear translocation (Supplemental Figure 12, B and C) and increased the expression of FOXO target genes (Supplemental Figure 12D). Desloratadine also suppressed the induction of *IL6* and *MMP13* under IL-1β stimulation (Supplemental Figure 12E). These results support the notion that signaling via HRH1 mediates the effects of these HRH1 antagonists.

Some GPCRs, including histamine receptors, are known to have constitutive activity, which is observed in the absence of agonists and may be enhanced by increased expression of these receptors (25). We next analyzed the expression of HRH1 by IHC and found that it was increased in OA cartilage compared with normal cartilage (Figure 5C).

Most of the histamine antagonists in clinical use, including cyproheptadine and desloratadine, are known to exhibit inverse agonism and suppress the constitutive activity of their receptors (25). Because our previous results showed cyproheptadine effects in the absence of histamine, we hypothesized that cyproheptadine functions in chondrocytes as an inverse agonist. To directly test the role of the constitutive activity of HRH1 in chondrocytes, we knocked down HRH1 with siRNA. This resulted in similar effects as treatment with cyproheptadine, including nuclear accumulation of FOXO3 (Figure 5D) and increased expression of autophagy-related and antioxidant genes (Figure 5E). In chondrocytes, HRH1 knockdown suppressed the induction of *IL6* and *MMP13* in the presence of histamine (Figure 5F). Importantly, HRH1 knockdown also suppressed IL-1β–induced *IL6* and *MMP13* (Figure 5G)*,* suggesting interactions between signaling through the HRH1 and the IL-1 pathway. Similarly, in synoviocytes, HRH1 knockdown suppressed the induction of *IL6* and *MMP13* by histamine and IL-1β treatment, respectively (Supplemental Figure 13).

Collectively, these findings suggest that, in chondrocytes and synoviocytes, there is constitutive, ligand-independent HRH1 activation, which regulates FOXO3 nuclear localization and the expression of OA-relevant genes.

### Cyproheptadine effects calcium signaling by modulating calcium balance in ER and cytoplasm, calcium binding proteins, and mechanosensitive ion channels.

HRH1 signaling triggers calcium release from the ER into the cytoplasm where it binds to calmodulin and exhibits various functions as a second messenger (26). We recognized that, although many of the hit compounds were classified as XPO1 inhibitors or PI3K inhibitors in previous image-based drug screening for FOXO activators (9), calmodulin inhibitors or calcium chelators have also been identified as FOXO nuclear translocators in 2 separate drug screenings (27, 28). Indeed, GSEA showed that calcium-mediated signaling was suppressed by cyproheptadine treatment (Figure 6A). Therefore, we hypothesized that calcium signaling is a key mediator of the effects of cyproheptadine in chondrocytes.

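A list of 35 mediators of calcium signaling was fixed before the counts were seen, since the gene set of Figure 6A was not used here, and 33 of its genes were tested. Cyproheptadine increased 1 and decreased 2 of them, both over all genes and adjusted over the list alone. The median log2 fold change was -0.033, with 15 positive and 18 negative values, and the list could not be distinguished from other genes (camera, adjusted p = 0.90, fry 0.89). The list mean was slightly higher with cyproheptadine in 5 of 5 donor pairs (0.0079 to 0.12), opposite in sign to the median.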

We first determined the expression of molecules that mediate calcium transport between ER and cytoplasm by analyzing RNA-seq data of human primary chondrocytes. IP3 receptors release calcium from the ER. All types of ITPR genes that encode IP3 receptors were expressed in chondrocytes, and *ITPR3* was the most highly expressed (Figure 6B). 

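In DMSO-treated chondrocytes, ITPR3 (chromosome 6, 33620365 to 33696574) was at 189 ± 31.2 TPM, ITPR2 at 35 ± 5.15 TPM and ITPR1 at 10.3 ± 3.24 TPM (SD, n = 5). The difference between the genes was larger than the spread between libraries. Cyproheptadine increased 0 and decreased 0 of the 3 genes in comparison with DMSO (0 at an unadjusted p under 0.05), and their log2 fold changes had a median of -0.078.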

Ryanodine receptors also release calcium from the ER and are generally expressed in excitable cells, such as muscle cells and neurons (29). In chondrocytes, RYR genes were not expressed (Figure 6C). 

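RYR1 was at 0.63 ± 0.42 TPM in DMSO-treated chondrocytes, from 56 counts over 5 libraries. RYR2 and RYR3 had 0 counts, and 3 counts would have been 0.032 and 0.028 TPM.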

The sarco/endoplasmic reticulum Ca^2+^-ATPase (SERCA), encoded by ATP2As, is responsible for transporting calcium ions from the cytoplasm into the ER lumen (30). 

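Of the SERCA genes, ATP2A2 (chromosome 12, 110280756 to 110351093) was at 66.8 ± 6.75 TPM in DMSO-treated chondrocytes. ATP2A3 was at 5.22 ± 1.31 TPM from 195 counts over 5 libraries, and ATP2A1 was at 0.6 ± 0.48 TPM from 14 counts.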

Only *ATP2A2* was expressed in chondrocytes (Figure 6D). This indicates that ER calcium homeostasis in chondrocytes is regulated by the balance between IP3 receptors and SERCA (Figure 6E).

When histamine binds to HRH1, PLC is activated and IP3 is synthesized, which binds to the IP3 receptor, which releases calcium from the ER to the cytoplasm (25) (Figure 6E). After histamine promotes calcium release from the ER, stromal interaction molecule (STIM) is activated in response to decreased calcium levels in the ER, which subsequently activates ORAI, a calcium channel on the plasma membrane, to allow extracellular calcium influx and restore calcium in the ER through SERCA (30). Indeed, histamine induced a rapid increase in intracellular calcium levels in TC28 chondrocytes (Figure 6F and Supplemental Video 1), and this histamine effect was blocked by cyproheptadine pretreatment (Figure 6F and Supplemental Video 2). This indicates that cyproheptadine blocks the binding of histamine to HRH1 and inhibits calcium release from the ER. We next tested the effect of cyproheptadine alone on intracellular calcium flux. Cyproheptadine treatment significantly increased total calcium levels, indicating cyproheptadine action as an inverse agonist on intracellular calcium balance (Figure 6G and Supplemental Videos 3 and 4). To ensure that the effect of cyproheptadine on calcium balance is mediated by the maintenance of calcium levels in the ER, we treated TC28 chondrocytes with thapsigargin, a SERCA inhibitor that blocks calcium uptake from the cytoplasm to the ER. As thapsigargin treatment decreases calcium concentration in the ER, extracellular calcium influx via the STIM/ORAI axis occurs (Figure 6E). We found that cyproheptadine inhibited calcium influx induced by thapsigargin treatment (Figure 6H and Supplemental Videos 5 and 6). These results indicate that cyproheptadine can maintain calcium concentration in the ER by not only blocking histamine stimulation but also by inhibiting the constitutive activity of HRH1, which promotes calcium release from the ER. The overall result of these effects is that cyproheptadine suppresses calcium signaling in the cytoplasm.

Calcium-binding proteins play a pivotal role in cellular calcium signaling by binding free calcium in the cytoplasm. Our RNA-seq data indicated that the gene ontology of “calcium ion binding” was enriched in OA compared with healthy human cartilage, with increased expression of *CALM1*, *CALM2*, and *CALM3*, encoding calmodulins, the major calcium-binding proteins (31) (Supplemental Figure 14A). Because calmodulin inhibitors had been identified as FOXO activators (27, 28), we explored possible effects of cyproheptadine on the expression of calcium-binding proteins. First, we checked RNA-seq data for the overlapping genes between the gene ontology of “calcium ion binding” and the downregulated genes in chondrocytes treated with cyproheptadine. We found 26 shared genes, including *CALM3* (Supplemental Figure 14B). 

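The genes in the heat map of Supplemental Figure 14B were selected by the authors from these libraries and are not independent evidence. Of its 26 genes, 25 were tested and all had negative log2 fold changes with cyproheptadine (median -0.60). Over all genes tested, 18 were decreased, and 25 adjusted over the list alone. DESeq2 on all 20 libraries called 26. CALM3 (ENSG00000160014, chromosome 19, 46601074 to 46610782), which encodes calmodulin, fell from 605 ± 51.6 CPM with DMSO to 354 ± 50.2 CPM with cyproheptadine, a log2 fold change of -0.77 (standard error 0.12, adjusted p = 0.00035). All 5 cyproheptadine libraries were below all 5 DMSO libraries. Calmodulin is encoded by more than one gene, with processed pseudogenes, so reads could have been split in the counting.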

In RNA-seq data, the expression of *CALM3* was the highest among 3 CALM genes in human OA chondrocytes (Supplemental Figure 14C). qRT-PCR showed that cyproheptadine decreased *CALM1*, *CALM2* and *CALM3* (Supplemental Figure 14D). 

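In DMSO-treated chondrocytes, CALM3 was at 538 ± 44.1 TPM and CALM2 at 102 ± 18.2 TPM. In RNA-seq, CALM2 (ENSG00000143933, chromosome 2, 47160084 to 47176921) had 125 ± 11 CPM with cyproheptadine and 155 ± 25.2 CPM with DMSO (log2 fold change -0.31, standard error 0.11, adjusted p = 0.089) and was lower in 5 of 5 donor pairs. The adjusted p-value of CALM2 was 0.049 with the donor as a block and 0.0096 without DMSO replicate 5.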

HRH1 knockdown also suppressed *CALM1*, *CALM2* and *CALM3* (Supplemental Figure 14E). These results indicate that HRH1 inhibition suppressed not only calcium release from the ER but also the expression of calmodulin which was upregulated in OA cartilage.

Cytoplasmic calcium concentrations are maintained at approximately 10,000-fold lower levels than extracellular and intra-ER calcium concentrations, and calcium influx into the cytoplasm due to various stimuli is an important signaling mechanism (26). Our previous results demonstrated the inhibitory effect of cyproheptadine on the increase in intracellular calcium following calcium release from the ER into the cytoplasm, while extracellular calcium influx is another major source of calcium in the cytoplasm. Recent reports showed that increased mechanical stress causes excessive intracellular calcium influx via mechanosensitive ion channels, and enhanced calcium signaling leads to inflammation and chondrocyte apoptosis (32). Thus, we explored the effect of cyproheptadine on extracellular calcium influx. Analysis of RNA-seq data confirmed that chondrocytes express the mechanosensitive channels *PIEZO1*, *PIEZO2*, *TRPV2*, and *TRPV4* (Supplemental Figure 15A). On the other hand, only very low levels of CACNAs, which encode voltage-dependent calcium channels, were detected in chondrocytes. 

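In DMSO-treated chondrocytes, PIEZO1 was at 248 ± 27.6 TPM and PIEZO2 at 70.4 ± 22.6 TPM. TRPV2 was at 36 ± 12.8 TPM and TRPV4 at 30.9 ± 5.86 TPM (SD, n = 5).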

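The highest level among the 10 CACNA genes examined was that of CACNA1C, at 9.53 ± 1.33 TPM in DMSO-treated chondrocytes. CACNA1A was at 2.11 ± 1.01 TPM, CACNA1G at 1.12 TPM and CACNA1D at 1.05 TPM. CACNA1H was at 0.15 TPM, and the others were at 0.052 TPM or lower. In comparison, CACNA1C was below each of the 4 mechanosensitive channel genes by more than the SD of either.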

Interestingly, our RNA-seq results further showed that cyproheptadine downregulated *PIEZO1* gene expression (Supplemental Figure 15B). In addition, *PIEZO1* and *TRPV4* were increased by IL-1β stimulation, and cyproheptadine suppressed IL-1β-induced *PIEZO1* expression. 

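PIEZO1 (ENSG00000103335, chromosome 16, 88715338 to 88785220) fell from 601 ± 58.7 CPM with DMSO to 457 ± 43.1 CPM with cyproheptadine, a log2 fold change of -0.40 (standard error 0.10, adjusted p = 0.017). All 5 cyproheptadine libraries were below all 5 DMSO libraries. The adjusted p-value rose to 0.051 without DMSO replicate 4, 0.058 without cyproheptadine replicate 1 and 0.051 without cyproheptadine replicate 5. PIEZO2 and TRPV2 were lower in 5 of 5 donor pairs, but their log2 fold changes of -0.33 and -0.24 were not called (adjusted p = 0.54 and 0.76).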

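PIEZO1 was at 788 ± 96.8 CPM with IL-1β, a log2 fold change of 0.39 from DMSO (standard error 0.10, adjusted p = 0.0026), with all 5 IL-1β libraries above all DMSO libraries. TRPV4 (ENSG00000111199, chromosome 12, 109783087 to 109833406) rose from 25.6 ± 4.16 to 64.7 ± 32.7 CPM, a log2 fold change of 1.35 (standard error 0.33, adjusted p = 0.0017), and was also separated in all libraries. With cyproheptadine under IL-1β, PIEZO1 fell to 510 ± 34.7 CPM, a log2 fold change of -0.63 (standard error 0.10, adjusted p = 0.0001), and all 5 libraries were below all IL-1β libraries. TRPV4 was at 54 ± 29.5 CPM with both, and its log2 fold change of -0.28 was not called (adjusted p = 0.55), although it was lower in 5 of 5 donor pairs.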

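PIEZO2 (ENSG00000154864, chromosome 18, 10666483 to 11149569) fell from 265 ± 82.4 CPM with IL-1β to 154 ± 51.6 CPM when cyproheptadine had been given, a log2 fold change of -0.78 (standard error 0.27, adjusted p = 0.036). TRPV2 (ENSG00000187688, chromosome 17, 16415571 to 16437003) fell from 34.6 ± 12.7 to 15 ± 7.34 CPM, a log2 fold change of -1.21 (standard error 0.35, adjusted p = 0.014). Each was lower in 5 of 5 donor pairs, with 4 of 5 libraries below all IL-1β libraries. The PIEZO2 call was lost in 5 of the fits with a library left out, with adjusted p-values between 0.063 (without replicate 5 of IL-1β with cyproheptadine) and 0.11 (without IL-1β replicate 4). It was also lost without IL-1β replicate 3 (0.093) and without replicates 1 or 2 of IL-1β with cyproheptadine (0.078 and 0.093), whereas with all libraries and the donor as a block the adjusted p was 5.8e-06. IL-1β alone did not call either gene (adjusted p = 0.44 and 0.32), but the donor block did, with a log2 fold change of -0.56 for PIEZO2 (adjusted p = 0.00066) and 0.58 for TRPV2 (adjusted p = 0.0052).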

Under IL-1β stimulation, *PIEZO2* and *TRPV2* were suppressed by cyproheptadine. qRT-PCR showed that cyproheptadine suppressed *PIEZO1*, *PIEZO2,* and *TRPV2* expression with or without IL-1β stimulation (Supplemental Figure 15C). We then tested the effect of HRH1 knockdown by siRNA (Supplemental Figure 15D). HRH1 knockdown also decreased *PIEZO1* and *TRPV2* expression with or without IL-1β stimulation, and *PIEZO2* in the absence of IL-1β. Under IL-1β stimulation, HRH1 knockdown suppressed *TRPV4* although cyproheptadine did not suppress it. These results suggest that HRH1 inhibition prevents the inflammation-induced expression of mechanosensitive channels in chondrocytes.

### Mechanisms of cyproheptadine effects via calcium signaling and protein kinase C pathway.

We next explored mechanisms of the cyproheptadine effects on FOXO3 activation. Because cyproheptadine and BEZ235, a dual PI3K/mTOR inhibitor induced the nuclear accumulation of only FOXO3 while the XPO1 inhibitor selinexor induced the nuclear accumulation both of FOXO1 and FOXO3 (Figure 1, A and B, and Supplemental Figure 3), we hypothesized that cyproheptadine inhibited PI3K/AKT pathway but not XPO1. Indeed, previous studies reported that calcium signaling induced AKT signaling (33). Therefore, we examined whether the effects of cyproheptadine in chondrocytes are mediated by calcium signaling in the cytoplasm and by AKT signaling. Ionomycin is a calcium ionophore, which can facilitate the transport of calcium across the plasma membrane and increase calcium levels in the cytoplasm (Figure 7A). In addition to ionomycin, we used thapsigargin and Yoda1, an activator of PIEZO1, to increase calcium levels in the cytoplasm. We first showed that all 3 reagents could induce AKT phosphorylation (Figure 7B), which indicates that calcium signaling in the cytoplasm activates AKT in chondrocytes. We next tested whether ionomycin suppressed the effects of cyproheptadine. We confirmed that ionomycin increased intracellular calcium concentration and that cyproheptadine administered concurrently with ionomycin did not suppress the calcium increase (Figure 7C). Cyproheptadine suppressed the phosphorylation of AKT, but ionomycin cancelled it, although ionomycin could not inhibit the effect of BEZ235, a direct PI3K inhibitor (Figure 7D). These results suggest that cyproheptadine suppresses AKT phosphorylation by inhibiting calcium signaling in the cytoplasm and induces FOXO3 activation. Consistently, ionomycin suppressed FOXO3 nuclear accumulation induced by cyproheptadine (Figure 7E) and the upregulation of FOXO target genes by cyproheptadine (Figure 7F).

On the other hand, ionomycin did not suppress the antiinflammatory effects of cyproheptadine (Figure 8A). Protein kinase C (PKC) is also part of HRH1 signaling and a NF-κB activator in T lymphocytes (Figure 8B) (34). Phorbol 12-myristate 13-acetate (PMA), a PKC activator, cancelled the antiinflammatory effects of cyproheptadine under IL-1β stimulation in chondrocytes (Figure 8C). In addition, we found that cyproheptadine inhibited the phosphorylation and nuclear translocation of p65 induced by PMA treatment (Figure 8, D and E), indicating that the antiinflammatory effects of cyproheptadine are mediated by the inhibition of the PKC/NF-κB pathway.

### Cyproheptadine effects on ossification and osteogenesis.

Based on our observation that cyproheptadine administration significantly suppressed osteophyte formation in the mouse OA model, we explored the mechanism by which cyproheptadine affects osteophyte formation. RNA-seq results showed that GO: 0001503 “ossification” was enriched in upregulated DEGs in IL-1β-stimulated chondrocytes (Supplemental Figure 16A). Furthermore, cyproheptadine suppressed the expression of genes involved in ossification under IL-1β stimulation. 

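The genes of the ossification heat map in Supplemental Figure 16B were selected on these libraries and are not independent evidence. Of its 56 genes, 54 were tested. All 54 were increased by IL-1β (median log2 fold change 1.05) and all 54 were decreased by cyproheptadine under IL-1β (median -0.71), also when adjusted over the list alone. The median share of the log2 induction removed was 63%. DESeq2 on all 20 libraries called 56 genes in both directions. In cells without IL-1β, cyproheptadine decreased 7 and increased 3 of them.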

We determined which ossification-related genes were upregulated by IL-1β and which were downregulated by cyproheptadine and identified 56 genes (Supplemental Figure 16B). These genes included *YAP1*, *IGF1*, *LEF1*, *PTGS2*, *PTGER4*, and *BMP2*, reported to be involved in osteophyte formation. qRT-PCR analysis validated that the genes were suppressed both by cyproheptadine treatment and HRH1 knockdown under IL-1β stimulation, and only *IGF1* was not suppressed by HRH1 knockdown (Supplemental Figure 16, C and D). These results suggest that HRH1 inhibition suppresses ossification-related genes induced by inflammation stimulus in chondrocytes, which may be a mechanism that mediates the inhibition of osteophyte formation as observed in the mouse OA model.

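BMP2 (ENSG00000125845, chromosome 20, 6767686 to 6780246) rose from 55.3 ± 30.8 CPM with DMSO to 1945 ± 386 CPM with IL-1β and was at 684 ± 243 CPM with both, a log2 fold change by cyproheptadine of -1.51 (standard error 0.34, adjusted p = 0.0020). PTGS2 (ENSG00000073756, chromosome 1, 186671791 to 186680922), which encodes cyclooxygenase-2, rose from 23.5 ± 11.3 to 3868 ± 505 CPM and fell to 2005 ± 779 CPM, a log2 fold change by cyproheptadine of -0.95 (standard error 0.31, adjusted p = 0.024). LEF1 (ENSG00000138795, chromosome 4, 108047545 to 108168956) rose from 2.49 ± 1.81 to 36.7 ± 12.1 CPM and fell to 12.7 ± 5.82 CPM, a log2 fold change by cyproheptadine of -1.51 (standard error 0.39, adjusted p = 0.0056). IGF1 (chromosome 12, 102395874 to 102481744) rose from 3.79 ± 1.79 to 20.2 ± 12.6 CPM and fell to 2.3 ± 0.33 CPM, a log2 fold change by cyproheptadine of -3.12 (standard error 0.44, adjusted p = 2.5e-05). YAP1 (ENSG00000137693, chromosome 11, 102110447 to 102233424) rose from 160.4 ± 4.59 to 208 ± 6.9 CPM and fell to 163 ± 12.6 CPM, a log2 fold change by cyproheptadine of -0.35 (standard error 0.07, adjusted p = 0.0011), which was not called without a filter on low counts (adjusted p = 0.095). PTGER4 (ENSG00000171522, chromosome 5, 40679915 to 40693735) rose from 27.7 ± 5.14 to 42.9 ± 20.2 CPM (adjusted p = 0.033) and fell to 26 ± 4.98 CPM, a log2 fold change by cyproheptadine of -0.73 (standard error 0.25, adjusted p = 0.031). All of these genes fell with cyproheptadine in 5 of 5 donor pairs. IL-1β replicate 5 decided the PTGER4 values, since without it the log2 fold change was 0.30 with IL-1β (adjusted p = 0.24) and -0.38 with cyproheptadine (adjusted p = 0.18). The PTGER4 calls were also lost without DMSO replicates 2, 3 or 5 (adjusted p = 0.069, 0.082 and 0.051) and without replicates 2, 3 or 4 of IL-1β with cyproheptadine (0.057, 0.075 and 0.067), and with all libraries and the donor as a block they had adjusted p-values of 0.018 and 0.0016. The decrease of PTGS2 was not called without IL-1β replicate 3 (0.053) or without replicates 2, 3 or 4 of IL-1β with cyproheptadine (0.056, 0.064 and 0.067), and it had an adjusted p of 7.3e-05 with all libraries and the donor as a block.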

Furthermore, we confirmed the effects of cyproheptadine on osteogenesis in mesenchymal stem cells (MSCs). We found that IL-1β treatment accelerated osteogenic differentiation of MSCs as measured by alkaline phosphatase (ALP) staining, under incubation in osteogenic medium (Figure 9A). Interestingly, IL-1β treatment alone also induced osteogenic differentiation of MSCs in normal growth medium. This indicates that inflammation is a trigger of osteogenesis in MSCs. Notably, we found that *HRH1* gene expression was higher in MSCs 7 days after incubation with osteogenic medium than control (Figure 9B), which suggests that HRH1 constitutive activity is induced during osteogenic differentiation. In Alizarin Red S staining, we validated the calcium deposition 28 days after incubation in osteogenic medium and determined that it was accelerated by IL-1β treatment, although IL-1β did not show the calcium deposition in MSCs incubated in normal growth medium (Figure 9C). In this in vitro model, we tested the effects of cyproheptadine and found that cyproheptadine suppressed osteogenesis in the absence or presence of IL-1β in a dose-dependent manner (Figure 9, D–G, and Supplemental Figure 17, A and B). qPCR showed that *RUNX2*, a master regulator of osteogenesis, was decreased by cyproheptadine treatment 1 day after incubation in osteogenic medium with or without IL-1β (Supplemental Figure 17C). On day 7, cyproheptadine decreased *RUNX2* in MSCs incubated in growth medium with or without IL-1β and in osteogenic medium with IL-1β (Supplemental Figure 17D). Consistent with the results of ALP staining and activity assay (Figure 9, D and E), *ALPL* was decreased by cyproheptadine (Supplemental Figure 17D). Collectively, these results suggest that inflammation-induced osteogenesis in MSCs was suppressed by cyproheptadine, which may be another mechanism of inhibitory effect of cyproheptadine on osteophyte formation in the OA mouse model.

### Cyproheptadine effects on pain behavior.

In the OA mouse model, pain behaviors were assessed by the von Frey test and pressure application measurement (PAM) (Figure 2A). In the von Frey test, the pain threshold decreased after DMM surgery (Figure 10A). In addition, the sham side also showed reduced pain threshold, which is known as mirror image pain (Supplemental Figure 18A) (35). These pain behaviors were improved by cyproheptadine treatment even at the low dose. PAM also showed that low and high dose cyproheptadine suppressed pain on the DMM side (Figure 10B and Supplemental Figure 18B). In enrichment analysis of the RNA-seq data, we found that “regulation of neurogenesis” was induced by IL-1β and suppressed by cyproheptadine (Figure 10, C and D). 

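The neurogenesis genes in the heat map of Figure 10E were selected on these libraries and are not independent evidence. Of its 44 genes, 43 were tested, and all 43 were increased by IL-1β (median log2 fold change 1.21) and decreased by cyproheptadine under IL-1β (median -0.75), also adjusted over the list alone. The median share of the log2 induction removed was 54.8%. DESeq2 on all 20 libraries called 44.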

Notably, cyproheptadine suppressed 44 neurogenesis-related genes that were increased by IL-1β treatment, including *NGF* (Figure 10E). In qPCR, we validated that cyproheptadine, desloratadine, and HRH1 knockdown inhibited the induction of *NGF* by IL-1β in chondrocytes (Supplemental Figure 18, C–E). Furthermore, cyproheptadine and HRH1 knockdown also inhibited the induction of *NGF* gene expression by IL-1β in synoviocytes (Supplemental Figure 18, F and G).

### Cyproheptadine and ER/lipid/cholesterol homeostasis.

RNA-seq showed that cyproheptadine modulated UPR and ER stress (Figure 3C and Supplemental Figure 7, H and I). Indeed, the expression of UPR-related genes in all 3 branches, PERK, IRE1, and ATF6, were increased by cyproheptadine treatment in RNA-seq and qRT-PCR (Supplemental Figure 19, A and B). 

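The heat map of Supplemental Figure 19A names 8 genes, and cyproheptadine increased 7 of them over all genes tested and adjusted over the list alone, with a median log2 fold change of 0.67. In the PERK branch, EIF2AK3 (ENSG00000172071, chromosome 2, 88556741 to 88691518), which encodes PERK, rose from 37.7 ± 4.88 to 61.4 ± 11.2 CPM, a log2 fold change of 0.70 (standard error 0.16, adjusted p = 0.0060). PPP1R15A (ENSG00000087074, chromosome 19, 48872212 to 48876059), which encodes GADD34, rose from 136 ± 5.11 to 215 ± 21.4 CPM, a log2 fold change of 0.66 (standard error 0.12, adjusted p = 0.0016). In the IRE1 branch, ERN1 (ENSG00000178607, chromosome 17, 64039080 to 64130819) rose from 24 ± 4.38 to 44 ± 6.1 CPM, a log2 fold change of 0.88 (standard error 0.18, adjusted p = 0.0030). HSPA5 (ENSG00000044574, chromosome 9, 125234853 to 125241382), which encodes the chaperone BiP, rose from 525 ± 82.7 to 753 ± 127 CPM, a log2 fold change of 0.52 (standard error 0.16, adjusted p = 0.039). These 4 genes were higher in 5 of 5 donor pairs. The HSPA5 call was lost in 7 of the fits with a library left out, which were those without DMSO replicates 1, 2, 3 or 5 and without cyproheptadine replicates 1, 2 or 4, with adjusted p-values between 0.060 and 0.13, against 0.0053 with all libraries and the donor as a block. The gene in the heat map that did not change was ATF6.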

Calcium depletion in the ER triggers ER stress and thapsigargin induces ER stress (36). Since cyproheptadine rescued the calcium decrease in the ER by thapsigargin treatment (Figure 6H), we hypothesized that cyproheptadine could affect ER homeostasis. We first tested if cyproheptadine suppressed ER stress response induced after thapsigargin treatment by monitoring the expression of UPR-related genes. Thapsigargin strongly increased UPR-related genes compared with cyproheptadine, but cyproheptadine did not suppress the induction of these genes by thapsigargin (Supplemental Figure 19C).

Cholesterol metabolism was the most enriched process in RNA-seq analysis of cyproheptadine treatment in chondrocytes (Figure 3C). ER is the major site of cholesterol and fatty acid synthesis, and ER stress is a known trigger of lipogenesis (37). Therefore, we analyzed the effects of cyproheptadine on ER stress–induced lipogenesis and cholesterol biosynthesis by thapsigargin treatment. 

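The genes in Figure 11A for fatty acid and cholesterol biosynthesis and their regulators were chosen by the authors, some on these libraries, and are not independent evidence. All 32 were tested and all had positive log2 fold changes with cyproheptadine (median 1.11). Of these, 30 were increased over all genes tested, and 32 adjusted over the list alone. DESeq2 on all 20 libraries called 32. With each library left out in turn, between 27 and 30 were increased.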

First, we checked the expression of genes related to fatty acid biosynthesis and cholesterol biosynthesis in RNA-seq data and found that many genes were upregulated by cyproheptadine (Figure 11A). Cellular cholesterol levels are strictly regulated by a feedback loop and there are 3 major regulators, SREBP2, SREBF chaperone (SCAP), and insulin induced gene 1 (INSIG1) (38) (Figure 11B). When cholesterol depletion occurs, the SREBP2-SCAP complex translocates from the ER to the Golgi. SREBP2 then undergoes cleavage by S1P and S2P, and cleaved SREBP2 is subsequently transported to the nucleus and induces genes that increase cholesterol biosynthesis. When cholesterol levels are high, INSIG1 interacts with SCAP, retaining the SREBP2-SCAP complex in the ER. SREBP1 is a transcription factor involved in upregulating cellular fatty acid levels and its activity is regulated by the same mechanism with SCAP and INSIG1 (39). Our RNA-seq data showed that *INSIG1* and *SREBF1/2* expression was increased after treatment of cyproheptadine for 24 hours, but *SCAP* was not changed (Figure 11A). 

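INSIG1 (ENSG00000186480, chromosome 7, 155297776 to 155310235) rose from 135.4 ± 37.7 CPM with DMSO to 424 ± 70.2 CPM with cyproheptadine, a log2 fold change of 1.65 (standard error 0.19, adjusted p = 1.3e-05). With each library left out in turn the log2 fold change of INSIG1 was between 1.52 and 1.83. SREBF1 (ENSG00000072310, chromosome 17, 17810399 to 17837002) rose from 83.9 ± 16.7 to 129 ± 13.9 CPM, a log2 fold change of 0.62 (standard error 0.14, adjusted p = 0.0082). SREBF2 (ENSG00000198911, chromosome 22, 41833105 to 41907306) rose from 135 ± 33.9 to 215 ± 33.6 CPM, a log2 fold change of 0.67 (standard error 0.14, adjusted p = 0.0028). INSIG1, SREBF1 and SREBF2 were higher in 5 of 5 donor pairs. SCAP (ENSG00000114650, chromosome 3, 47413681 to 47477126) was at 62.6 ± 9.72 CPM with cyproheptadine and 61.9 ± 6.43 CPM with DMSO, which could not be distinguished (log2 fold change 0.017, standard error 0.12, adjusted p = 0.96, higher in 3 of 5 donor pairs). The sign of the SCAP value changed without DMSO replicates 2 or 4 and without cyproheptadine replicates 2 or 5, and it ranged from -0.083 to 0.069 with each library left out.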

We examined whether the effect of cyproheptadine on the expression of these genes was mediated by the inhibition of HRH1 signaling. Desloratadine treatment increased *INSIG1*, *SREBF1,* and *SREBF2* (Supplemental Figure 20A). HRH1 knockdown also increased *INSIG1*, *SREBF1,* and *SREBF2* (Supplemental Figure 20B). *SCAP* was not changed by desloratadine treatment and HRH1 knockdown. We further tested the time course of these gene expressions after cyproheptadine treatment for 24 hours (Figure 11C). *INSIG1* expression was elevated at 6 hours and most strongly increased at 24 hours. *SREBF1* and *SREBF2* were increased at 24 hours. *SCAP* was not changed. We next checked the expression pattern of these genes after thapsigargin treatment (Figure 11D). After 6 hours, *SCAP*, *SREBF1,* and *SREBF2* genes were elevated and gradually increased thereafter. On the other hand, *INSIG1* was reduced at 9 hours. These results indicate that cyproheptadine suppresses, while thapsigargin enhances, lipogenesis and cholesterol biosynthesis. Indeed, cyproheptadine inhibited the formation of lipid droplets induced by thapsigargin (Figure 11E). Filipin staining showed that cyproheptadine also inhibited the increase of cellular cholesterol levels induced by thapsigargin (Supplemental Figure 21A). We then examined the interaction of cyproheptadine and thapsigargin on these genes and found that the reduction of *INSIG1* by thapsigargin was rescued by cyproheptadine, but the increases in *SCAP*, *SREBF1,* and *SREBF2* by thapsigargin were not suppressed by cyproheptadine (Supplemental Figure 21B). Consistently, immunocytochemistry showed that cyproheptadine increased INSIG1 protein levels and prevented the reduction of INSIG1 by thapsigargin treatment. We also found that the co-localization of INSIG1 and SREBP1 was induced by cyproheptadine and the nuclear localization of SREBP1 induced by thapsigargin was inhibited by cyproheptadine (Supplemental Figure 21C). Therefore, we hypothesized that INSIG1 plays a key role in the regulation of lipid and cholesterol metabolism by cyproheptadine. Notably, we found that the expression of INSIG1 in human OA cartilage was lower than in healthy cartilage (Figure 11F). In the mouse DMM model, the levels of INSIG1 were reduced in OA cartilage and cyproheptadine treatment maintained its expression (Figure 11G).

## Discussion

The goal of this study was to discover FOXO activators in chondrocytes and to test their efficacy as DMOADs in cells and an OA animal model. In our initial screening approach, we tested candidate compounds for effects on nuclear retention of FOXO1 and FOXO3. We found that the effects on FOXO1 and FOXO3 were different depending on compound and time, with selinexor increasing both FOXOs while BEZ235 and cyproheptadine only increased FOXO3. Subsequent testing showed that cyproheptadine had an overall more promising activity profile and was selected for further analyses. Systemic cyproheptadine administration to mice with experimental OA ameliorated cartilage damage, synovitis, osteophyte formation, and pain behaviors. Analysis of the mouse knee joints showed that cyproheptadine rescued the decreased expression of FOXO3 in OA cartilage, supporting this mechanistic linkage, as observed in vitro. We also showed that cyproheptadine has other desirable activities to control OA pathways, independent of FOXO3, establishing proof of concept that cyproheptadine modulates both FOXO-dependent and FOXO-independent mechanisms in OA.

Although cyproheptadine is clinically used as an H1 antihistamine, its targets include not only HRH1 but also serotonin and muscarinic acetylcholine receptors (24). Since there have been no reports that cyproheptadine promotes the nuclear translocation of FOXO3, it was unclear through which pathways cyproheptadine regulates the activity of FOXO. We performed RNA-seq to explore mechanisms and observed that cyproheptadine strongly affects the ER. Calcium release from the ER is a shared effect of histamine, serotonin, and muscarinic receptors (26). Of these receptors, only HRH1 was expressed in chondrocytes. This suggested that HRH1 is the likely target of cyproheptadine in chondrocytes, which is further supported by experiments with HRH1 knockdown in chondrocytes. We also found that the second-generation H1 antagonist desloratadine promoted nuclear translocation of FOXO3 and increased FOXO target genes. These findings demonstrate that histamine H1 antagonists promote nuclear translocation of FOXO.

We found that chondrocytes do not express histidine decarboxylase, an enzyme required for histamine production, suggesting that chondrocytes are not capable of secreting histamine. Mast cells are the major histamine-producing cell type in peripheral tissues and mast cell–derived histamine may be increased in OA joints (40). However, in discussing the effects of cyproheptadine in chondrocytes, constitutive activity of HRH1 should be considered as an important mechanism because the effects of cyproheptadine on FOXO activity were observed in the absence of histamine. HRH1 has constitutive activity and can spontaneously send signals in the absence of ligands (25). In allergic states, the expression of HRH1 is increased, thereby facilitating constitutive activity (41). Furthermore, most antihistamines currently in clinical use are known to act as inverse agonists (25). Our observations showed increased expression of HRH1 in OA cartilage, indicating enhanced constitutive activity of HRH1. Conversely, HRH1 knockdown enhanced the nuclear expression of FOXO3 and increased FOXO target genes, also in the absence of histamine. Collectively, these results indicate that increased constitutive activity of HRH1 in OA suppresses FOXO activity and that a main mechanism that mediates the protective effects of cyproheptadine is by its acting as an inverse agonist.

Intracellular calcium plays a central role in HRH1 signaling (42). We found that the increase in total intracellular calcium levels induced by histamine was suppressed by cyproheptadine. Cyproheptadine treatment alone mildly increased intracellular calcium concentration. Intracellular calcium is in constant flux between ER and cytoplasm, even in the resting state (43). Accordingly, thapsigargin treatment can increase intracellular calcium levels of cells in the resting state by inhibiting the constant calcium uptake into the ER via SERCA. The cyproheptadine-induced total intracellular calcium levels might also be due to the feedback loop of intracellular calcium dynamics in response to the decrease in cytoplasmic calcium concentration by dampening the homeostatic calcium release from the ER into the cytoplasm via IP3. The result that cyproheptadine pretreatment suppressed the increase in intracellular calcium levels by thapsigargin also supports the notion that cyproheptadine enhances the retention of calcium in the ER. These results suggest that the constitutive activity of HRH1 promotes calcium efflux from the ER to the cytoplasm and that inverse agonism by cyproheptadine suppresses calcium signaling in the cytoplasm. Furthermore, cyproheptadine and HRH1 knockdown suppressed the expression of calcium binding proteins, especially calmodulin, which is the major mediator in calcium signaling and increased in OA cartilage. Finally, experiments with ionomycin confirmed that cyproheptadine activates FOXO by inhibiting cytoplasmic calcium signaling–mediated AKT activity.

In addition to the activation of FOXO, we found that HRH1 signaling regulates several key OA pathways. HRH1 inhibition suppressed inflammation in chondrocytes not only under histamine stimulation but also under IL-1β stimulation. The attenuation of IL-1β–induced inflammatory responses by inhibiting receptors for other ligands is an interesting observation. As IL-1β is a potent stimulus of OA-promoting factors (44), the finding that cyproheptadine was able to inhibit the effects of IL-1β illustrates its promise as an OA drug candidate. In addition to chondrocytes, cyproheptadine suppressed the effects of histamine and of IL-1β in synovial cells. Thus, cyproheptadine is effective against inflammation induced by stimuli other than histamine, and these mechanisms are also explained by inhibition of the constitutive activity of HRH1. Activation of NF-κB is a consequence of HRH1 constitutive activity (25), and our RNA-seq results showed that cyproheptadine suppressed NF-κB target genes. We initially investigated calcium signaling as a mechanism of antiinflammatory action by cyproheptadine. However, ionomycin treatment failed to suppress the antiinflammatory effect of cyproheptadine. Therefore, we explored other pathways and focused on PKC, which is a recognized target along with IP3 in HRH1 signaling (25). PLC activated by the HRH1 signal hydrolyzes phosphatidylinositol 4,5-bisphosphate (PIP2) to generate IP3 and diacylglycerol (DAG) (Figure 8B). DAG activates PKC, which, in turn, activates NF-κB. Our results, that PMA, a PKC activator, cancelled the antiinflammatory effect of cyproheptadine, and that cyproheptadine inhibited PMA-induced NF-κB activation, indicated that the main pathway of inflammation modulated by the HRH1 signal is through PKC activation. A previous study showed that PKC was activated in damaged cartilage and mediated NF-κB activation in chondrocytes, consistent with our observations (45).

Excessive mechanical stress is a key factor for OA pathogenesis. PIEZO1 is a mechanosensitive cation channel and mediates extracellular calcium influx in response to mechanical stress (46). PIEZO1 expression is increased in OA cartilage, and IL-1 stimulation is one mechanism to increase the expression of PIEZO1 in chondrocytes (47). In this study, IL-1β increased *PIEZO1* gene expression, and cyproheptadine and HRH1 knockdown suppressed *PIEZO1*. In addition, we found that PIEZO1 activation by Yoda1 induced AKT phosphorylation. These results suggest that HRH1 inhibition may control sensitivity to mechanical stress promoted under inflammatory conditions and rescues the FOXO3 activity suppressed by mechanical stress in OA chondrocytes.

Osteophyte formation is one of main hallmarks of OA. Cyproheptadine prevented osteophyte formation in mice. Although additional experiments, including micro-CT analysis, are required to further evaluate the effects of cyproheptadine, we found some mechanisms of the inhibitory effects of cyproheptadine on osteophyte formation. In chondrocytes, IL-1β stimulation increased more than 100 ossification-related genes and cyproheptadine suppressed 56 genes, including *YAP1*, *LEF1*, *PTGS2*, *PTGER4*,and *BMP2,* which are involved in osteophyte formation. These genes were also suppressed by HRH1 knockdown. YAP1, LEF1, PTGS2, and BMP2 were also reported to be regulated by PIEZO1. Combined with recent findings that PIEZO1 is involved in osteogenesis (48) and osteophyte formation (49), our results suggest that cyproheptadine suppressed osteophyte formation by inhibiting inflammation- and mechanical stress–mediated ossification. In addition, we demonstrated that cyproheptadine affects MSCs, which are thought to be responsible for osteophyte formation (50). HRH1 gene expression was increased during osteogenesis in MSCs, and cyproheptadine suppressed osteogenesis induced by IL-1β in a dose-dependent manner. These results indicate that HRH1 constitutive activity contributes to osteophyte formation under inflammation.

In the mouse OA model, cyproheptadine suppressed pain behaviors. Notably, cyproheptadine suppressed pain behaviors even at a low dose and also suppressed mirror image pain on the sham side, suggesting that cyproheptadine may act directly on mechanisms of pain, independent of its effects on joint tissues and structural changes. Indeed, previous studies have reported analgesic effects of cyproheptadine in other pain models (51, 52). It is a possible that, in addition to HRH1, cyproheptadine acts on receptors that are involved in pain, such as serotonin and muscarinic acetylcholine receptors, which are expressed in neuronal tissues. However, we found that cyproheptadine suppressed many neurogenesis-related genes increased by IL-1β in chondrocytes. This included NGF, an important target for pain control in OA (53). We found that cyproheptadine, desloratadine, and HRH1 knockdown suppressed IL1β-induced *NGF* expression in chondrocytes, and cyproheptadine and HRH1 knockdown had a similar effect in synoviocytes. These observations, showing that, under inflammatory conditions, NGF expression could be controlled by HRH1 suppression, indicate that suppression of HRH1 in cells of the knee joint may be one mechanism mediating the analgesic effect of cyproheptadine.

Our studies on signaling mechanisms revealed that effects of cyproheptadine occurred also via the retention of calcium in the ER, in addition to the inhibition of cytoplasmic calcium signaling. Calcium depletion in the ER is a trigger of ER stress (36). We then focused on the relationship between cyproheptadine and ER stress in cholesterol metabolism because, in RNA-seq, the expression of genes related to cholesterol/lipid metabolism was most strongly altered by cyproheptadine treatment, and ER stress is known to enhance lipogenesis (37). Excessive intracellular lipid and cholesterol accumulation in chondrocytes has also been suggested to be involved in OA (54, 55). Our results showed that thapsigargin promoted intracellular lipid droplet formation and cholesterol biosynthesis and this was inhibited by cyproheptadine. Mechanistically, we found that cyproheptadine increased the expression of INSIG1, a major inhibitor of lipogenesis and cholesterol synthesis (38). Conversely, thapsigargin decreased INSIG1 expression, but cyproheptadine rescued it. Consistent with the in vitro results, we found that INSIG1 expression was downregulated in human and mouse OA cartilage, and cyproheptadine treatment prevented suppression of INSIG1 in the mouse OA model. Mice with cartilage-specific *Insig1* deletion spontaneously develop OA (56). Hence, we considered the retention of INSIG1 expression to be one of the important mechanisms of OA attenuation by cyproheptadine.

This study demonstrates diverse effects of cyproheptadine on chondrocytes, synoviocytes, and MSCs via inhibition of the HRH1 signaling and the potential of cyproheptadine as a DMOAD. Notably, a recent study reported that patients taking oral H1 antihistamines for more than 1 year had a lower prevalence of OA (57). Although no adverse behavioral changes were observed in mice, the first-generation cyproheptadine targets receptors other than HRH1 and is likely to cause off-target adverse effects, such as drowsiness, due to crossing the blood brain barrier, thus, second-generation H1 antihistamines are now commonly used. We confirmed that desloratadine is effective similar to cyproheptadine in vitro. Furthermore, HRH1 knockdown also demonstrated similar effects, suggesting that other antihistamines may also be promising. Many types of antihistamines are already widely and safely used in clinical practice. This is a major advantage for repurposing these drugs in their development as DMOADs. To establish clinical use of HRH1 inverse agonists for OA treatment, further studies are required. Treatment can be initiated in persons at risk for OA to prevent OA or in patients with established OA to slow progression. In this study, administration of cyproheptadine was started one day after DMM surgery, a design for prevention of OA. Further studies need to test whether HRH1 inverse agonists can prevent or slow progression of established OA. In addition, considering that OA is an age-related chronic disease, the effects of drugs in an aging mouse model should be investigated. Furthermore, the optimal dose of drugs in OA patients needs to be established, although we used the similar doses of cyproheptadine as previous studies both in our in vitro and in vivo experiments (17, 58, 59).

In summary, we identified cyproheptadine as a FOXO activator and showed that it increased the expression of protective genes and suppressed OA-promoting genes. Mechanistic analysis revealed that inhibition of the constitutive activity of HRH1 prevented calcium efflux from the ER to the cytoplasm and inhibited PKC pathway. We propose that the constitutive activity of HRH1 is a promising therapeutic target for OA and that histamine H1 receptor inverse agonists are highly attractive drug candidates for OA pain and structure modification based on their effects on multiple OA mechanisms and their established safety profile.

## Methods

### Sex as a biological variable.

Our study used human tissues and primary cells from both male and female donors. In a mouse OA model, male mice were used because males develop more severe OA than females and male mice are generally used in this model (60, 61).

Detailed procedures are provided in Supplemental Materials.

### Statistics.

All data are presented as mean ± SD. All data analyses were performed using GraphPad Prism version 10.2.2 (GraphPad Software). After checking the normality using the Shapiro-Wilk test, 2-tailed paired or unpaired Student’s *t* test or the Mann-Whitney test was used for 2-group comparisons. One-way ANOVA followed by the Dunnett’s or the Tukey’s multiple comparisons post hoc test were used to compare multiple groups. Statistical tests used are all described in each figure legend. *P* values less than 0.05 were considered significant.

### Study approval.

Human tissue collection was approved by the Scripps Human Subjects Committee (IRB #22-8069). All animal experiments were approved by the Institutional Animal Care and Use Committee at Scripps Research (Protocol #09-0130-5).

### Data availability.

All individual-level data are presented in the Supporting Data Values file. RNA-seq data are available in the Gene Expression Omnibus under accession number GSE291878.

## Author contributions

IK, YA, YN, and MKL designed the overall study. IK performed in vitro experiments. IK, MO, KM, and CK performed animal studies, histological analyses, and immunohistochemistry. IK and MO performed histological scoring. IK and HS performed bioinformatic analyses. IK and MKL analyzed data and wrote the manuscript. All authors discussed the results and approved the final version of the manuscript.

## Funding support

This work is the result of NIH funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

- NIH grants AG059418 and AG049617.
- The Uehara Memorial Foundation.
- The Japanese Society for the Promotion of Science (JSPS) Overseas Research Fellowships.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental video 1

Supplemental video 2

Supplemental video 3

Supplemental video 4

Supplemental video 5

Supplemental video 6

Supporting data values

## Figures and Tables

**Figure 1:**
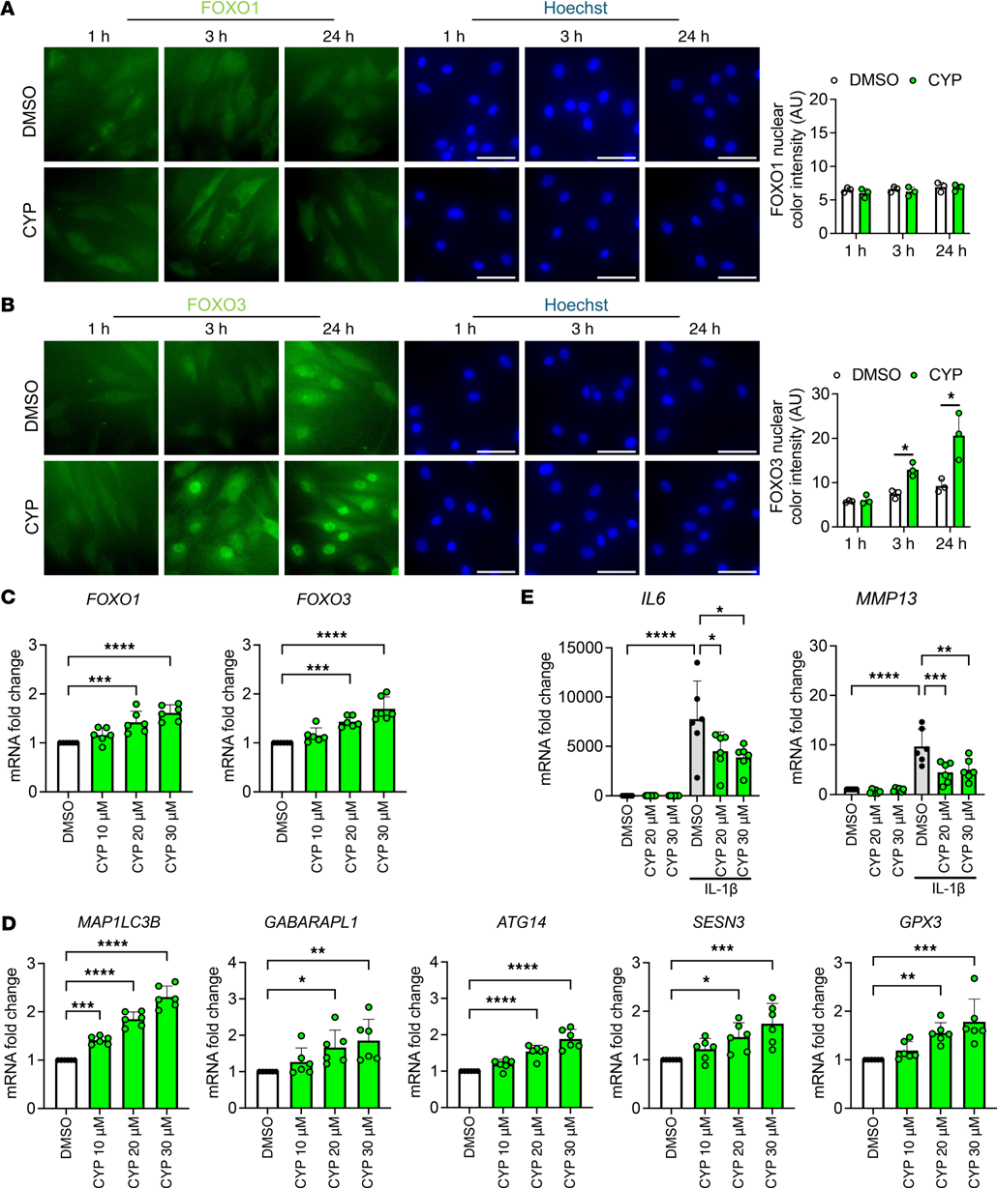
Effects of cyproheptadine in human chondrocytes. FOXO1 (**A**) and FOXO3 (**B**) localization in human chondrocytes (*n* = 3) 24 hours after treatment with DMSO or cyproheptadine (CYP) (30 μM) was analyzed by immunocytochemistry. Scale bar: 50 μm. Nuclear color intensity of FOXO1 and FOXO3 was quantified. Human chondrocytes (*n* = 6) were incubated with the indicated doses of CYP for 24 hours and RNA was isolated for qRT-PCR for *FOXO1* and *FOXO3* genes (**C**) and FOXO target genes (**D**). (**E**) Relative mRNA levels of *IL6* and *MMP13* in human chondrocytes (*n* = 6) incubated with IL-1β (1 ng/mL) for 6 hours after pretreatment with or without the indicated doses of CYP for 24 hours in qRT-PCR. Data are presented as means ± SD. Statistical analysis in **A** and **B** was performed using Student’s *t* test. Statistical analysis in **C** and **D** was performed using one-way ANOVA with the Dunnett’s post hoc test. Statistical analysis in **E** was performed using 1-way ANOVA with Tukey-Kramer post hoc test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 2:**
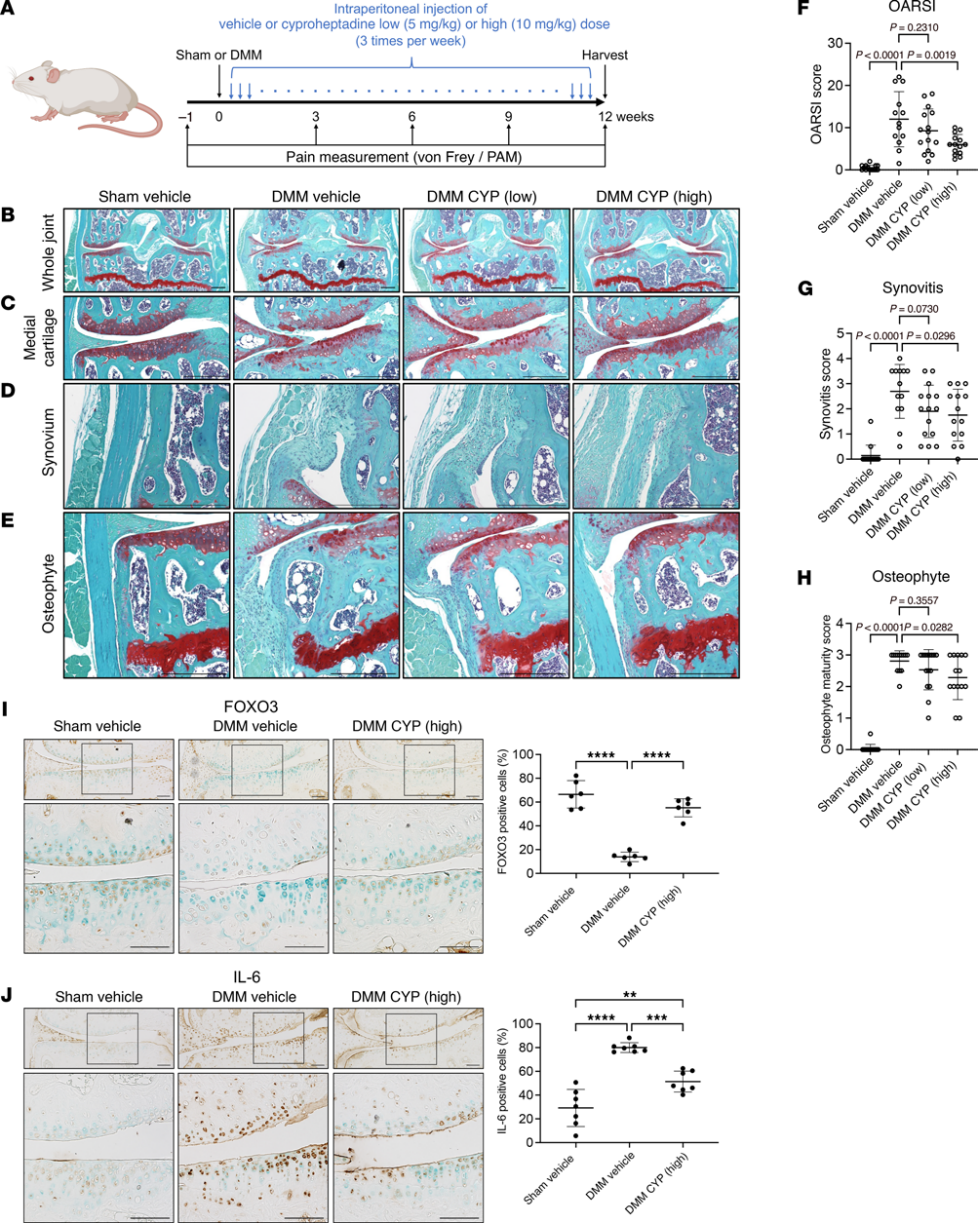
Effects of cyproheptadine on structural changes in mice with experimental OA. (**A**) Mice were treated with cyproheptadine (low dose: 5mg/kg, high dose: 10mg/kg) or control vehicle after DMM surgery. Representative Safranin-O staining images of whole joint (**B**), medial cartilage (**C**), synovium (**D**), and osteophyte (**E**). Scale bar: 300 μm. OARSI score of medial femoral condyle and tibial plateau (**F**), synovitis score (**G**), and osteophyte maturity score (**H**) following 12 weeks of cyproheptadine treatment. Sham vehicle (*n* = 14), DMM vehicle (*n* = 13), DMM CYP (low) (*n* = 15), and DMM CYP (high) (*n* = 14). Immunohistochemistry of FOXO3 (*n* = 6) (**I**) and IL-6 (*n* = 7) (**J**) in cartilage of mice with sham or DMM surgery treated with vehicle or CYP. Scale bar: 100 μm. Data are presented as means ± SD. Statistical analysis in **F**–**H** was performed using 1-way ANOVA with the Dunnett’s post hoc test. Statistical analysis in **I** and **J** was performed using 1-way ANOVA with the Tukey-Kramer post hoc test. **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 3:**
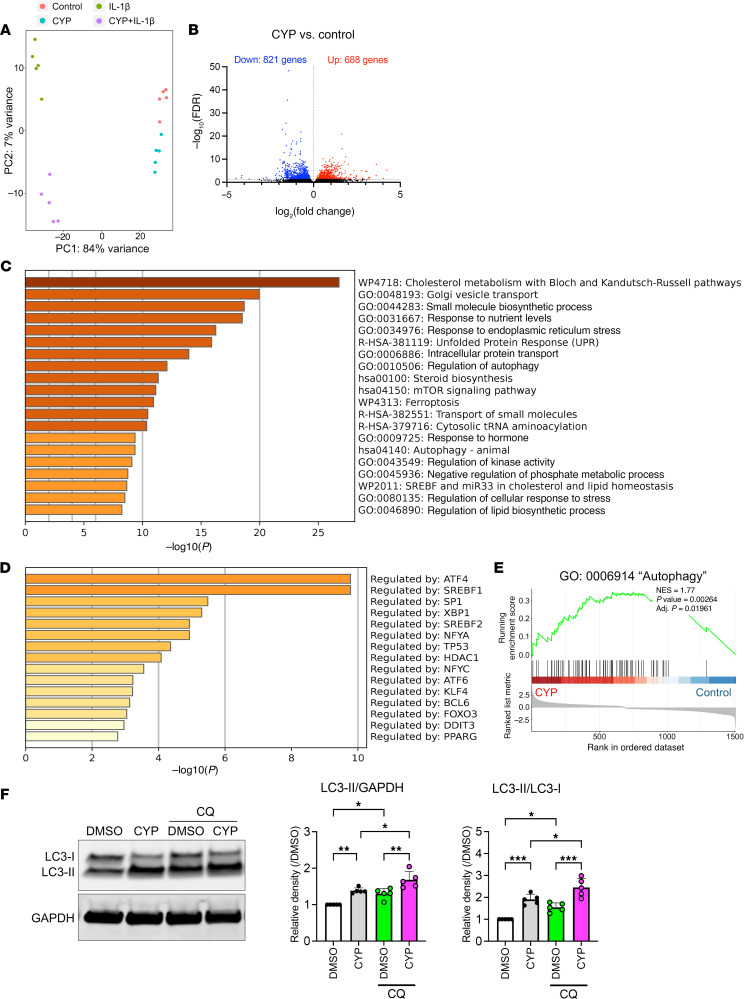
Transcriptomic changes induced by cyproheptadine in human chondrocytes. RNA-seq was performed on human chondrocytes (*n* = 5) treated with cyproheptadine (CYP) (30 μM) or control vehicle (DMSO) for 24 hours. For IL-1β stimulation, chondrocytes (n=5) were incubated with IL-1β (1 ng/mL) for 6 hours following the pretreatment with cyproheptadine (30 μM) for 24 hours. (**A**) Principal component analysis showing separation in 4 groups. (**B**) Volcano plot of the differentially expressed genes (DEGs) in CYP versus control. Metascape enrichment (**C**) and TRRUST (**D**) analysis using the upregulated genes after CYP treatment. (**E**) Gene set enrichment analysis (GSEA) showing enrichment of “autophagy” in chondrocytes treated with CYP. (**F**) Western blot analysis of LC3 in chondrocytes (*n* = 5) incubated with chloroquine (CQ) (25 μM) for 2 hours after pretreatment with or without CYP (30 μM) for 24 hours. Data are presented as means ± SD. Statistical analysis was performed using 1-way ANOVA with the Tukey-Kramer post hoc test. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 4:**
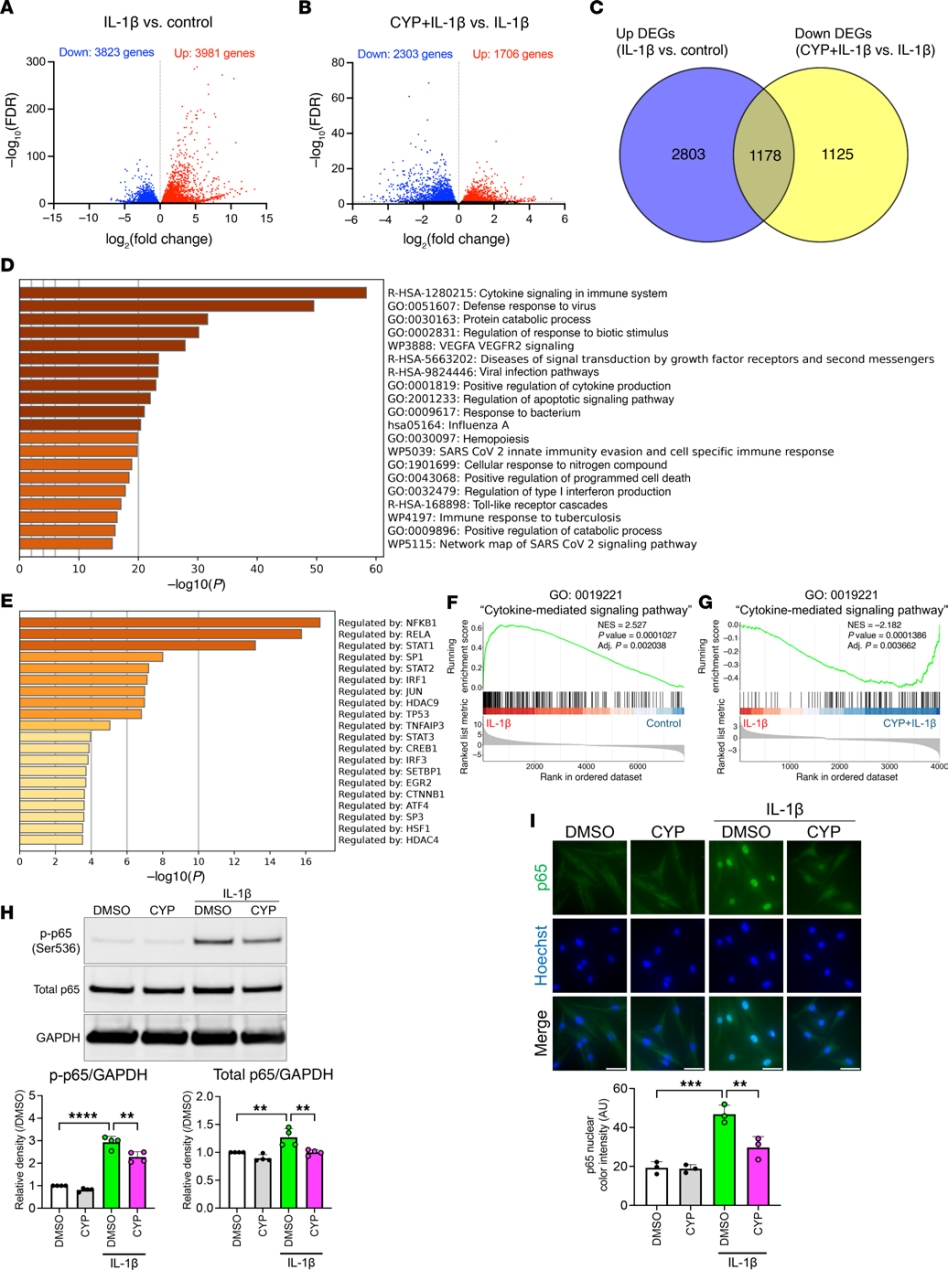
Antiinflammatory effects of cyproheptadine via NF-κB pathway. (**A**) Volcano plot of the DEGs in RNA-seq performed on human chondrocytes (*n* = 5) treated with IL-1β (1 ng/mL) for 6 hours. (**B**) Volcano plot of the DEGs in RNA-seq performed on human chondrocytes (*n* = 5) treated with IL-1β (1 ng/mL) for 6 hours after pretreatment with or without cyproheptadine (CYP) for 24 hours. (**C**) Venn diagram of the shared upregulated genes by IL-1β stimulation and the downregulated genes by CYP treatment under IL-1β stimulation. Metascape enrichment (**D**) and TRRUST (**E**) analysis using the shared genes in **C**. (**F**) GSEA showing induced “cytokine-mediated signaling pathway” in chondrocytes treated with IL-1β. (**G**) GSEA showing inhibited “cytokine-mediated signaling pathway” in chondrocytes treated with CYP under IL-1β stimulation. (**H**) Western blot analysis of total p65 and phosphorylated p65 at Ser536 (p-p65 (Ser536)) in chondrocytes (*n* = 4) incubated with IL-1β (1 ng/mL) for 20 minutes after pretreatment with or without CYP (30 μM) for 24 hours. (**I**) Immunocytochemistry of p65 in chondrocytes (*n* = 3) incubated with IL-1β (1 ng/mL) for 20 minutes after pretreatment with or without CYP (30 μM) for 24 hours. Scale bar: 50 μm. Data are presented as means ± SD. Statistical analysis was performed using 1-way ANOVA with the Tukey-Kramer post hoc test. **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 5:**
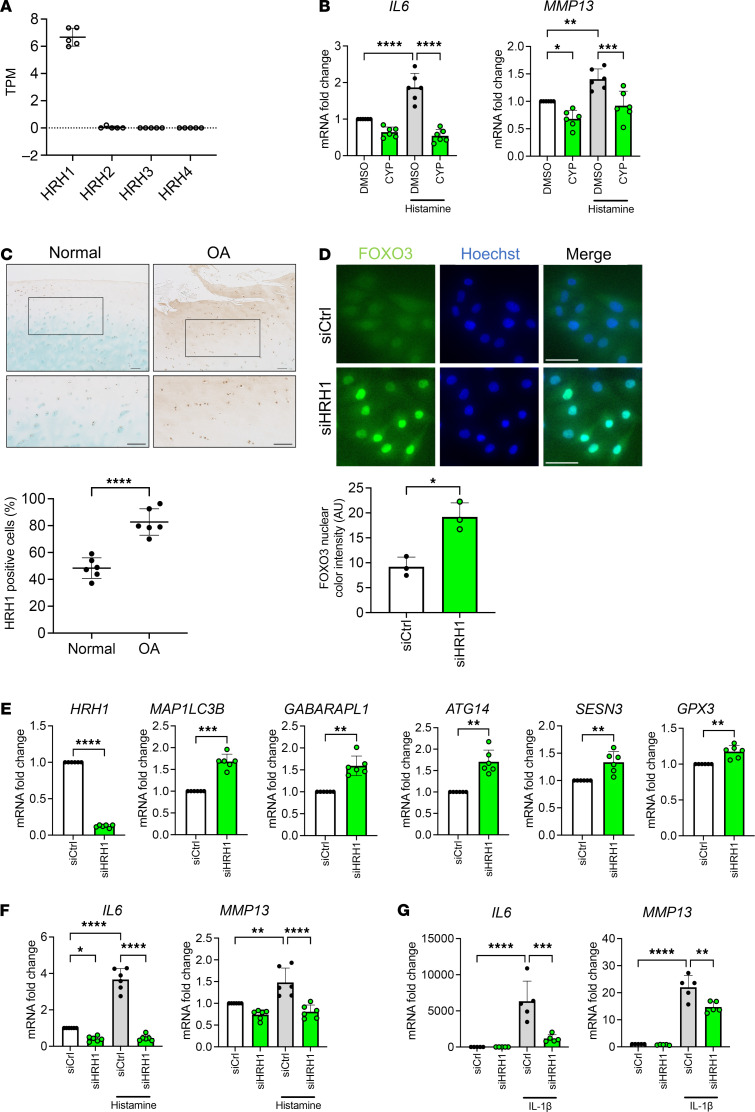
Cyproheptadine signaling via histamine H1 receptor. (**A**) Transcripts per kilobase million (TPM) in RNA-seq of human chondrocytes (*n* = 5) for histamine receptors. (**B**) Relative mRNA levels of *IL6* and *MMP13* in human chondrocytes (*n* = 6) incubated with histamine (10 μM) for 6 hours after pretreatment with cyproheptadine (CYP) (30 μM) for 24 hours. (**C**) IHC of HRH1 in human normal and OA cartilage. *n* = 6. Scale bar: 100 μm. (**D**) Immunocytochemistry of FOXO3 in human chondrocytes (*n* = 3) transfected with siCtrl or siHRH1. Scale bar: 50 μm. (**E**) Relative mRNA levels of *HRH1* and FOXO target genes in chondrocytes (*n* = 6) transfected with siCtrl or siHRH1. Human chondrocytes were incubated with histamine (10 μM) (*n* = 6) (**F**) or IL-1β (1 ng/mL) (*n* = 5) (**G**) for 6 hours after siRNA transfection, and RNA was isolated for qRT-PCR for *IL6* and *MMP13* genes. Data are presented as means ± SD. Statistical analysis in **B**, **F**, and **G** was performed using 1-way ANOVA with the Tukey-Kramer post hoc test. Statistical analysis in **C**–**E** was performed using Student’s *t* test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 6:**
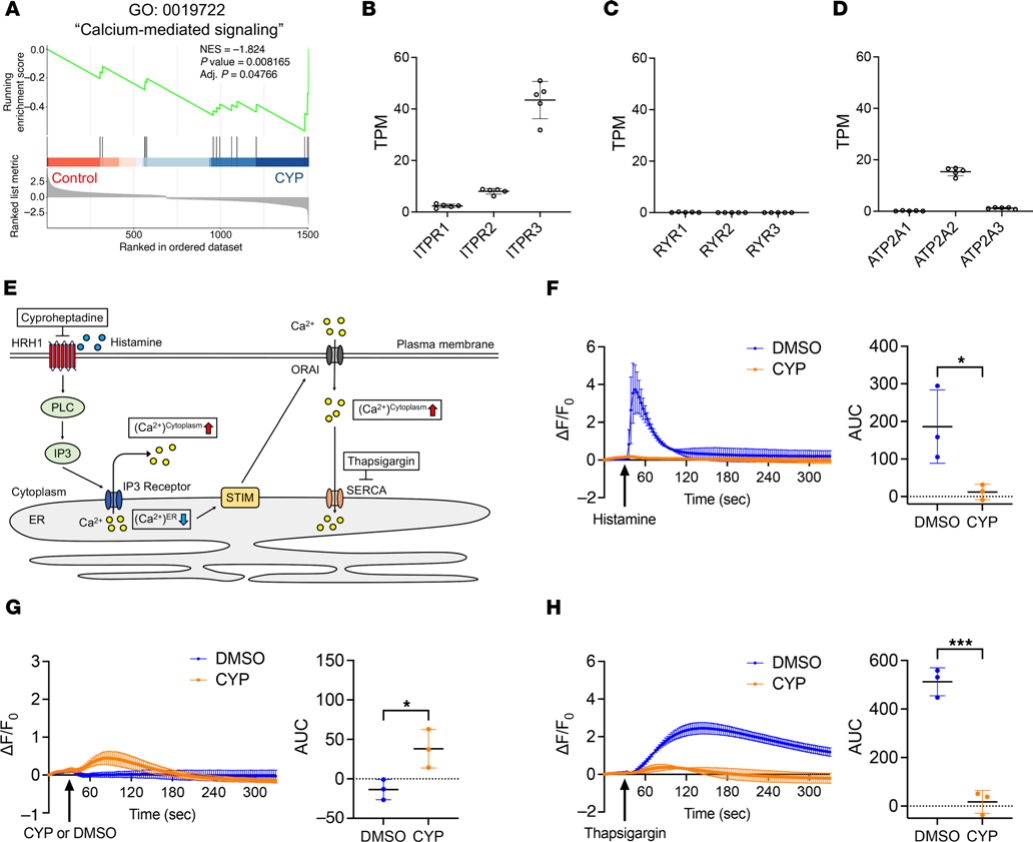
Cyproheptadine regulation of calcium signaling. (**A**) GSEA showing inhibited “calcium-mediated signaling” in chondrocytes treated with cyproheptadine (CYP). TPM in RNA-seq of human chondrocytes (*n* = 5) for ITPRs (**B**), RYRs (**C**), and ATP2As (**D**). (**E**) Overview of compound effects on intracellular calcium dynamics via HRH1 signaling. (**F**) Intracellular calcium levels in TC28 cells (*n* = 3) following histamine (10 μM) stimulation after pretreatment with DMSO or cyproheptadine (CYP) (30 μM) for 1 hour. (**G**) Intracellular calcium levels in TC28 cells (*n* = 3) with DMSO or CYP treatment. (**H**) Intracellular calcium levels in TC28 cells (*n* = 3) following thapsigargin (1 μM) stimulation after pretreatment with DMSO or CYP for 1 hour. Data are presented as means ± SD. Statistical analysis was performed using Student’s *t* test. *P < 0.05, ***P < 0.001.

**Figure 7:**
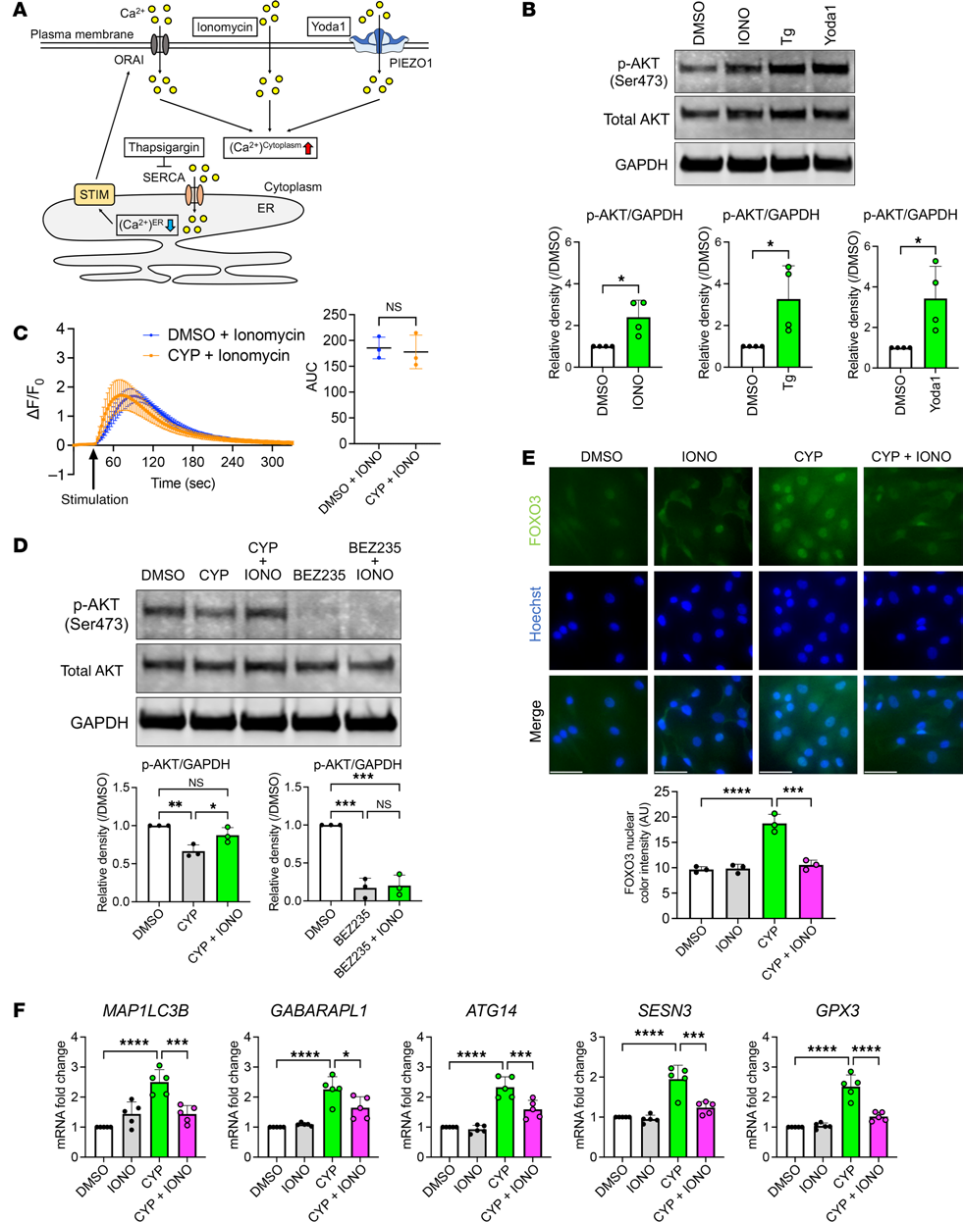
Mechanisms of cyproheptadine effects on the FOXO/autophagy axis via calcium signaling. (**A**) Overview of compound effects on intracellular calcium dynamics. (**B**) Western blot analysis of total AKT and phosphorylated AKT at Ser473 (p-AKT (Ser473)) in chondrocytes (*n* = 4) incubated with ionomycin (IONO) (0.2 μM), thapsigargin (Tg) (1 μM), or Yoda1 (10 μM) for 30 minutes. (**C**) Intracellular calcium levels in TC28 cells (*n* = 3) following IONO (0.2 μM) stimulation with DMSO or CYP (30 μM). (**D**) Western blot analysis of total AKT and p-AKT (Ser473) in human chondrocytes (*n* = 3) incubated with DMSO, CYP (30 μM), CYP and IONO (0.2 μM), BEZ235 (0.1 μM), or BEZ235 and IONO for 30 minutes. (**E**) Immunocytochemistry of FOXO3 in human chondrocytes (*n* = 3) 24 hours after treatment with CYP and IONO. Scale bar: 50 μm. (**F**) Relative mRNA levels of FOXO target genes in chondrocytes (*n* = 5) treated with CYP and IONO. Data are presented as means ± SD. Statistical analysis in **B** and **C** was performed using Student’s *t* test. Statistical analysis in **D**–**F** was performed using 1-way ANOVA with the Tukey-Kramer post hoc test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 8:**
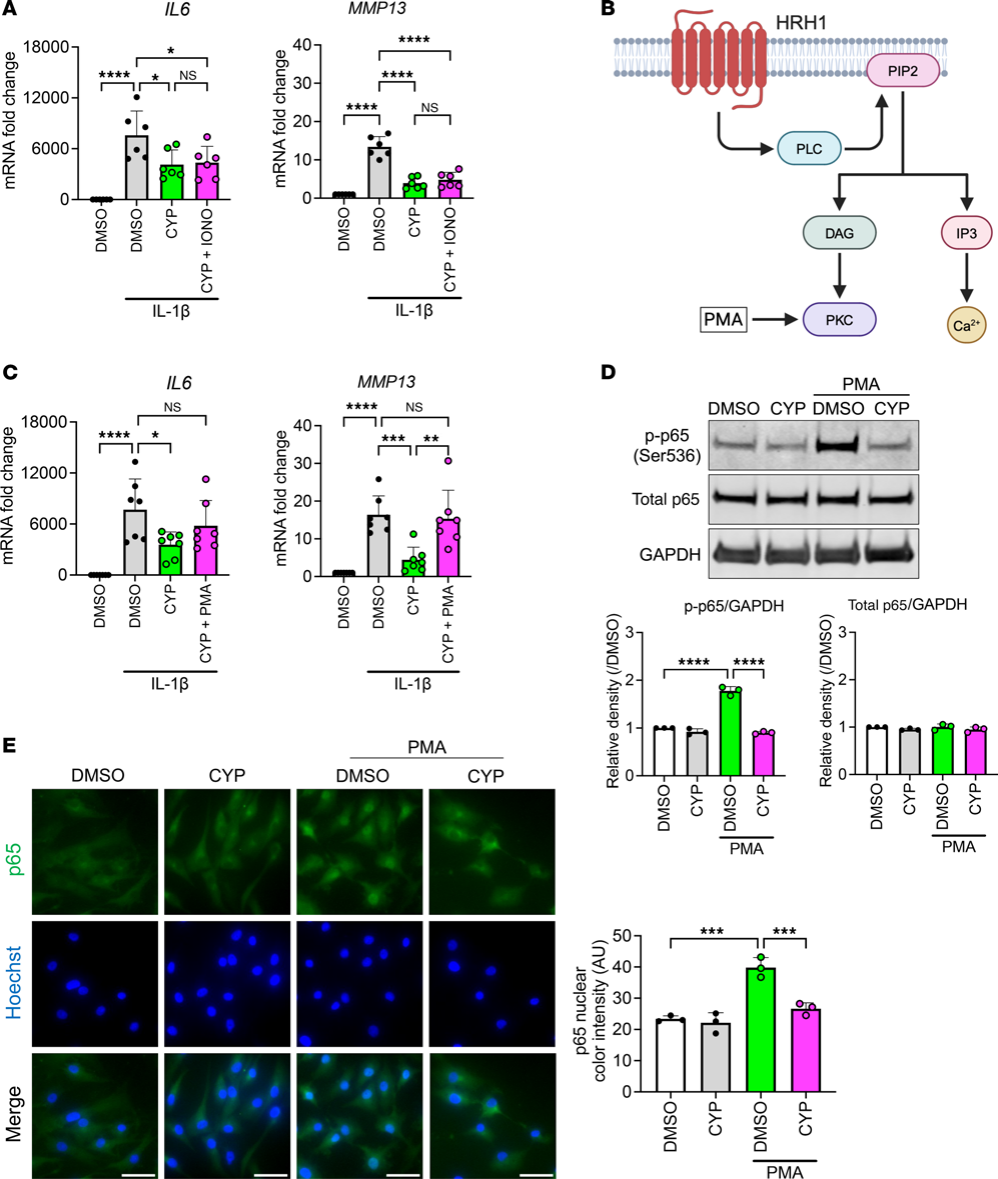
Mechanisms of cyproheptadine antiinflammatory effects via protein kinase C pathway. (**A**) Relative mRNA levels of *IL6* and *MMP13* in human chondrocytes (*n* = 6) incubated with IL-1β (1 ng/mL) for 6 hours after pretreatment with or without cyproheptadine (CYP) and ionomycin (IONO). (**B**) Diagram of HRH1 signaling pathway. (**C**) Relative mRNA levels of *IL6* and *MMP13* in human chondrocytes (*n* = 7) incubated with IL-1β (1 ng/mL) for 6 hours after pretreatment with or without CYP and phorbol 12-myristate 13-acetate (PMA) (20 nM). (**D**) Western blot analysis of total p65 and phosphorylated p65 at Ser536 (p-p65 (Ser536)) in chondrocytes (*n* = 3) incubated with PMA (20 nM) for 20 minutes after pretreatment with or without CYP (30 μM) for 24 hours. (**E**) Immunocytochemistry of p65 in chondrocytes (*n* = 3) incubated with PMA (20 nM) for 40 minutes after pretreatment with or without CYP (30 μM) for 24 hours. Scale bar: 50 μm. Data are presented as means ± SD. Statistical analysis was performed using 1-way ANOVA with the Tukey-Kramer post hoc test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 9:**
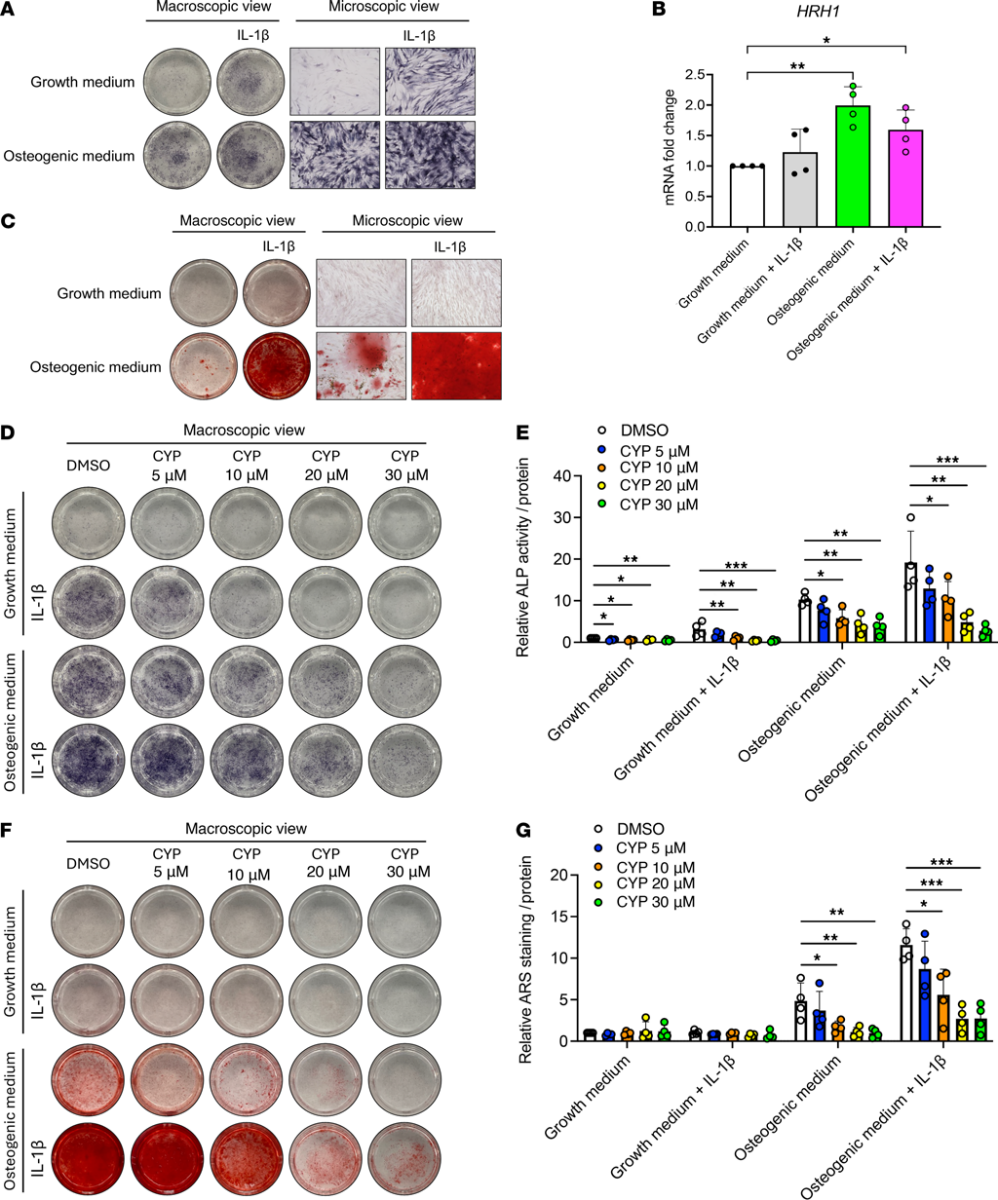
Effects of cyproheptadine on osteogenesis. (**A**) Alkaline phosphatase (ALP) staining in human mesenchymal stem cells (MSCs) incubated in growth medium or osteogenic medium in the presence or absence of IL-1β (1 ng/mL) for 7 days. (**B**) Relative mRNA levels of *HRH1* in MSCs (*n* = 4) incubated in growth medium or osteogenic medium in the presence or absence of IL-1β (1 ng/mL) for 7 days. (**C**) Alizarin red S staining in MSCs incubated in growth medium or osteogenic medium in the presence or absence of IL-1β (1 ng/mL) for 28 days. ALP staining (**D**) and relative ALP activity (**E**) in MSCs (*n* = 4) incubated in growth medium or osteogenic medium in the presence or absence of CYP (5, 10, 20, or 30 μM) and IL-1β (1 ng/mL) for 7 days. Alizarin red S (ARS) staining (**F**) and its relative quantification (**G**) in MSCs (*n* = 4) incubated in growth medium or osteogenic medium in the presence or absence of CYP (5, 10, 20 or 30 μM) and IL-1β (1 ng/mL) for 28 days. Data are presented as means ± SD. Statistical analysis was performed using 1-way ANOVA with the Dunnett’s post hoc test. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 10:**
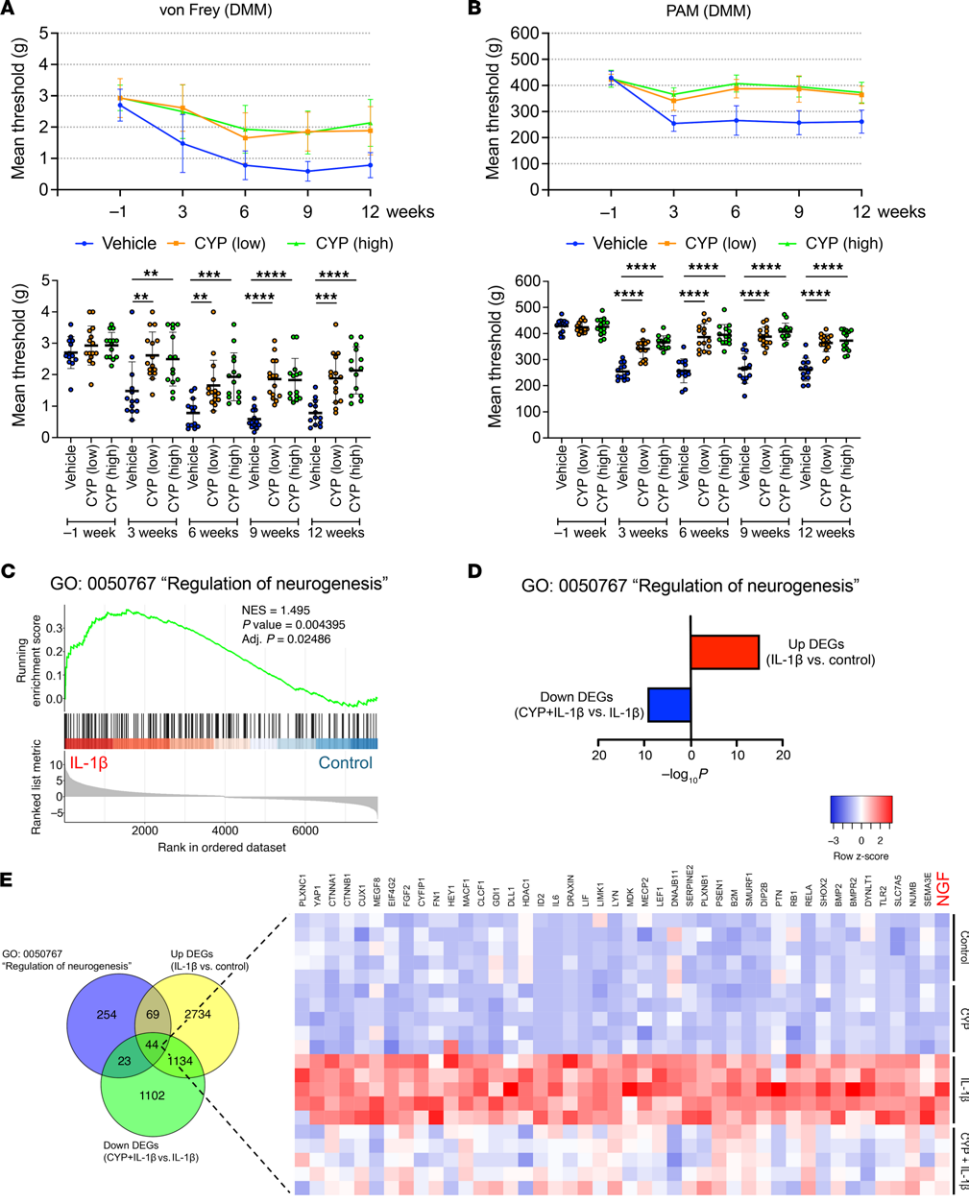
Effects of cyproheptadine on pain behaviors. Pain behaviors were evaluated by von Frey test (**A**) and pressure application measurement (PAM) (**B**) in mice treated with cyproheptadine (CYP) (low dose, 5 mg/kg; high dose, 10 mg/kg) or control vehicle after DMM surgery (Figure 2A). DMM vehicle (*n* = 13), DMM CYP (low) (*n* = 15), and DMM CYP (high) (*n* = 14). (**C**) GSEA showing induced “regulation of neurogenesis” in chondrocytes treated with IL-1β. (**D**) Enriched GO: 0050767 “regulation of neurogenesis” in the upregulated DEGs by IL-1β and the downregulated DEGs by CYP with IL-1β in RNA-seq. (**E**) Venn diagram and heat map of the shared genes in GO: 0050767 “regulation of neurogenesis”, the upregulated DEGs by IL-1β and the downregulated DEGs by CYP with IL-1β. Statistical analysis was performed using 1-way ANOVA with the Dunnett’s post hoc test. **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 11:**
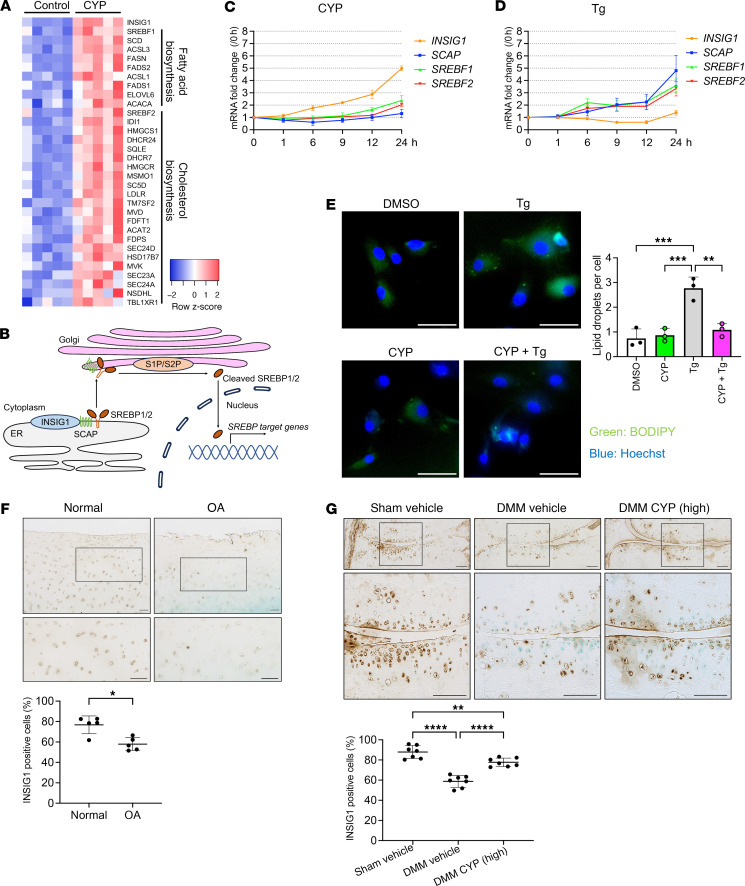
Cyproheptadine regulation of ER stress-induced lipid/cholesterol biosynthesis. (**A**) Heat map of fatty acid and cholesterol biosynthesis-related genes in RNA-seq in human chondrocytes 24 hours after treatment with cyproheptadine (CYP) (30 μM). (**B**) Diagram of 3 major regulators for lipid/cholesterol biosynthesis, SREBP1/2, SCAP, and INSIG1. Time courses of *INSIG1*, *SCAP*, *SREBF1,* and *SREBF2* in chondrocytes (*n* = 3) incubated with CYP (30 μM) (**C**) or thapsigargin (Tg) (1 μM) (**D**) for 24 hours in qRT-PCR. (**E**) BODIPY staining (*n* = 3) in chondrocytes incubated with CYP, Tg, or CYP and Tg for 24 hours. Scale bar: 50 μm. (**F**) IHC of INSIG1 in human normal and OA cartilage. *n* = 5. Scale bar: 100 μm. (**G**) IHC of INSIG1 in cartilage of mice with sham or DMM surgery treated with vehicle or CYP. *n* = 7. Scale bar: 100 μm. Data are presented as means ± SD. Statistical analysis in **E** and **G** was performed using 1-way ANOVA with the Tukey-Kramer post hoc test. Statistical analysis in **F** was performed using the Mann-Whitney test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

# Supplementary material for: Histamine H1 receptor inverse agonists improve structure and pain in an osteoarthritis mouse model
**Source:** J Clin Invest. 2025 Aug 28;135(21):e183588. doi: 10.1172/JCI183588
**Supplement:** Supplemental data

## **Supplemental Materials for**

### **Histamine H1 receptor inverse agonists improve structure and pain in an osteoarthritis mouse model**

Supplemental Methods

Supplemental Figure 1-21

Supplemental Table 1 and 2

Supplemental Video 1-6

Supplemental References

## **Supplemental Methods**

### **Human tissue collection and primary cell isolation**

Normal human knee joints were obtained from Lifesharing, San Diego. OA human knee cartilage and synovium were obtained from patients undergoing total knee arthroplasty. To isolate human primary chondrocytes and synoviocytes, cartilage and synovium were incubated with 2mg/ml collagenase II diluted in Dulbecco's Modified Eagle Medium (DMEM) at 37°C for 12 hours. After digestion, chondrocytes were cultured in DMEM with penicillin, streptomycin, and L-glutamine with 10% calf serum (CS). After having reached sub-confluence, the cells were used in experiments.

### **Cell culture**

To test FOXO activator candidates, primary chondrocytes were cultured with selinexor (S7252, Selleck Chemicals), BEZ235 (S1009, Selleck Chemicals), cyproheptadine (S4635, Selleck Chemicals), LOM612 (HY-101035, Medchem express) or psammaplysene A (AOB8551, Aobious). All chemicals were dissolved in dimethyl sulfoxide (DMSO), and control groups were incubated with an equivalent amount of DMSO. Cell viability was evaluated with CellTiter-Glo 2.0 assay (Promega).

Desloratadine (S4012, Selleck Chemicals), thapsigargin (T9033, Sigma-Aldrich), ionomycin (AB120116, Abcam), Yoda1 (S6678, Selleck Chemicals) and phorbol 12-myristate 13-acetate (PMA) (AB120297, Abcam) were used for mechanistic analyses.

To model an inflammatory response, human primary chondrocytes and synoviocytes were cultured with human recombinant IL-1 $\beta$  (200-01B, Peprotech) or histamine (H7250, Sigma-Aldrich).

### **Immunocytochemistry**

Human primary chondrocytes were seeded in 96-well plates at a density of  $1 \times 10^4$  cells/well. After 24 hours, the cells were incubated with small molecules for 24 hours. The cells were fixed with 4% paraformaldehyde (PFA) for 10 min at room temperature and then blocked with 5% goat serum and 0.3% Triton X-100 in PBS for 1 hour. Subsequently, the cells were incubated with primary antibodies against FOXO1 (1:100; #2880, Cell Signaling Technology), FOXO3 (1:200; #2497, Cell Signaling Technology), p65 (1:400; #8242, Cell Signaling Technology), INSIG1 (1:50; sc-390504, Santa Cruz Biotechnology) and SREBP1 (1:50; 14088-1-AP, Proteintech) overnight at 4°C. The cells were washed three times with PBS and incubated with Alexa Fluor 488 conjugate (1:500; A11034, Invitrogen) or Alexa Fluor 568 conjugate (1:500; A11036, Invitrogen) for 1 hour at room temperature. For nuclear staining, the cells were incubated with Hoechst (1:500; 33342, Invitrogen) for 15 min. Immunostaining was visualized by wide-field fluorescence microscope (BZ-X700, Keyence). ImageJ software was used to analyze signal intensity.

### **RNA isolation and qRT-PCR**

Total RNA was isolated with Direct-zol RNA MicroPrep kit (R2061, Zymo Research) and reverse transcribed to complementary DNA using PrimeScript RT reagent kit (RR037B, Takara Bio). Real-time qPCR was performed on a CFX384 Real-Time System (Bio-Rad) using Power SYBR Green PCR Master Mix (4367659, Applied Biosystems). The sequences of the primers are shown in Supplemental Table 2. Data were normalized against the corresponding levels of glyceraldehyde-3-phosphate dehydrogenase (GAPDH).

### **siRNA transfection**

Cells were seeded in 24-well plates at a density of  $5 \times 10^4$  cells/well. After 24 hours, the cells were transfected with siRNAs (20nM) for FOXO3 (s5261, Invitrogen), HRH1 (s223878, Invitrogen), and the negative control (4390843, Invitrogen) using Lipofectamine RNAiMAX (13778100, Life

Technologies) according to the manufacturer's instructions. After 48 hours, the cells were used in qRT-PCR and immunocytochemistry analyses.

### **Surgical induction of OA and treatment with cyproheptadine in mice**

The surgical OA model of destabilization of the medial meniscus (DMM) was induced in 15 weeks-old C57BL/6J male mice by transection of the medial meniscotibial ligament in the right knee as described (1). Sham surgery was performed in the left knee by opening skin and capsule and closing with surgical suture. All mice were anesthetized with using a 2% isoflurane-O<sub>2</sub> mixture and received one subcutaneous injection of buprenorphine (20 µL, 1mg/mL) during the surgery. Mice were randomly assigned into the three groups, DMSO vehicle-treated group, 5mg/kg (low dose) cyproheptadine, and 10mg/kg (high dose) cyproheptadine-treated groups. Cyproheptadine was first solubilized in DMSO as a stock solution and diluted in 5% dextrose at a final concentration of 0.5 mg/mL for the 5 mg/kg group and 1 mg/mL for the 10 mg/kg group. Cyproheptadine or DMSO vehicle were administrated intraperitoneally 3 times per week for 12 weeks, starting one day after surgery.

### **von Frey test**

To assess mechanical allodynia, the von Frey test was conducted in mice at 1 week before Sham or DMM surgery as baseline, and subsequently every 3 weeks at 3, 6, 9 and 12 weeks after the surgery. Mice were placed on a mesh metal platform and allowed 15 minutes of habituation before each test. The plantar surface of the hind paw was stimulated with using von Frey fibers and the up-down method (2). Each mouse was tested five times, and the average of the threshold was calculated. All tests were performed in a blinded manner.

### **Pressure application measurement (PAM)**

Knee hyperalgesia was evaluated using the pressure application measurement device (PAM; Ugo Basile) (3). Mice were restrained by left hand and the hind paw was held in slight flexion with right fingers. The PAM transducer was pressed against the medial side of knee. The amount of force was increased at a constant rate (30 gram force/s) under the guidance of the PAM software. Pressure was stopped and measured in any case of paw withdrawal, or when an audible noise was observed. Two measurements were performed per knee and the withdrawal force data were averaged. PAM test was conducted on mice at 1 week before Sham or DMM surgery as a control, then every 3 weeks at 3, 6, 9 and 12 weeks after the surgery in a blinded manner.

### **Histological analyses**

Mice were euthanized 12 weeks after surgery, and knee joints were harvested and fixed in Z-Fix (Anatech) for 2 days at room temperature. After decalcification in a formic acid solution (TBD-2, Shandon) for 2 days, the samples were embedded in paraffin and sectioned at 4  $\mu$ m thickness. Safranin-O and fast green staining was performed, and OA related changes were scored as previously described for articular cartilage degradation (summed OARSI score for femur and tibia) on a 0-48 scale (4), synovitis on a 0-9 scale (5), and osteophyte maturation on a 0-3 scale (6). All scorings were performed by two different individuals in a blinded manner.

### **Immunohistochemistry**

The sections from human cartilage and mouse knee joints were deparaffinized, rehydrated; antigen retrieval was performed by incubation with 10mM sodium citrate (pH6.0) at 70°C for 30 min. Endogenous peroxidase activity was blocked by incubation with Bloxall Solution (Vector Laboratories) for 10 min. After blocking with 2.5% normal horse serum for 1 hour, sections were incubated with primary antibodies against FOXO3 (1:50; #12829, Cell Signaling Technology), IL-6 (1:600; ab6672, Abcam), HRH1 (1:200; bs-6663R, Bioss) and INSIG1 (1:100; ab70784, Abcam)

overnight at 4°C. Rabbit IgG was used as a negative control. After washing with TBST, sections were incubated with ImmPRESS anti-rabbit IgG kit reagent (MP-7401, Vector Laboratories) at room temperature for 30 min. Antibody complexes were visualized by incubation with DAB and counterstained with methyl green. For quantification of positive cells, we observed fields in the medial femoral and tibial cartilage of mouse knees and fields within 1mm from the articular surface in human cartilage tissues. The percentage of positive cells was determined using the BZ-II Analyzer software (Keyence). The same signal threshold was applied for each group of comparable images.

### **RNA-seq analysis**

Human primary chondrocytes were incubated with cyproheptadine (30  $\mu$ M) or DMSO for 24 hours. For IL-1 $\beta$  stimulation, cells were incubated with IL-1 $\beta$  (1 ng/mL) for 6 hours following the pretreatment with cyproheptadine (30  $\mu$ M) for 24 hours. Total RNA was isolated with Direct-zol RNA MicroPrep kit. RNA quality was confirmed by measuring RNA integrity number (RIN) using Bioanalyzer (Agilent) and all samples had RIN > 9.4. cDNA libraries were generated and sequenced on Illumina NextSeq 2000 instrument (Illumina) at an estimated 5 million reads per sample. Quality control of the fastq files was performed using FastQC (v0.11.8). Illumina 3' small adapter sequences was trimmed using Trim Galore! (v0.6.4). Trimmed reads were aligned to the human genome (GRch38) using STAR (v2.6.1d). Genomic features were assigned using featureCounts (v1.6.4). Differential expression was determined using DESeq2 (v1.20.0). The resulting p values were adjusted using the Benjamini-Hochberg's approach for controlling the false discovery rates (FDR). Genes with an FDR <0.05 were considered statistically significant. Functional enrichment analyses and the TRRUST analyses with differentially expressed genes

(DEGs) were performed using Metascape (7). Gene set enrichment analysis (GSEA) was also performed.

### **Western blotting**

Whole-cell lysates were prepared from human chondrocytes using ice-cold RIPA buffer (89900, Thermo Scientific) with protease inhibitor (1862209, Thermo Scientific) and phosphatase inhibitor (1862495, Thermo Scientific). Total protein was quantified using BCA assay (23227, Thermo Scientific). Cell lysates were electrophoresed in 4-12% acrylamide gels (NW04122, Invitrogen) and the resolved proteins were transferred to nitrocellulose membrane. Membranes were blocked with blocking buffer, washed in TBST, and incubated with primary antibodies against LC3 (1:1000; #3868, Cell Signaling Technology), p65 (1:1000; #8242, Cell Signaling Technology), phosphorylated p65 (1:1000; #3033, Cell Signaling Technology), AKT (1:2000; #2920, Cell Signaling Technology), phosphorylated AKT (1:1000; #4060, Cell Signaling Technology) and GAPDH (1:2000; AM4300, Invitrogen) diluted in LI-COR antibody diluent overnight at 4°C. After incubating with secondary anti-rabbit antibody (1:5000; 926-32211, LI-COR) or anti-mouse antibody (1:20000; 926-68070, LI-COR) for 1 hour at room temperature, blots were visualized using LI-COR Odyssey imaging system. Band intensity values were analyzed using ImageJ software and normalized to those of GAPDH.

### **Live-cell intracellular calcium imaging**

TC28 cells were purchased from Sigma-Aldrich and cultured in DMEM with penicillin, streptomycin, and L-glutamine with 10% CS. After having reached sub-confluence, the cells were seeded in 96-well plates with black wall and clear bottom at a density of  $1 \times 10^4$  cells/well in 0.5% CS medium. After 24 hours, the cells were loaded with Fluo-8 (ab112129, Abcam) in Hank's buffer with Hepes (HHBS) for 30 min at 37°C in the presence or absence of cyproheptadine (30

$\mu\text{M}$ ) and then incubated at room temperature for another 30 min. Fluorescence was observed using Ti2-E widefield fluorescence microscope (Nikon). Calcium transients were induced by histamine (10  $\mu\text{M}$ ), cyproheptadine (30  $\mu\text{M}$ ), thapsigargin (1  $\mu\text{M}$ ) or ionomycin (0.2  $\mu\text{M}$ ). Signal intensity was recorded every 3 sec using NIS-Elements software (Nikon) for 30 sec as a baseline, and then for 5 min after each stimulation. Fluorescence was expressed as the ratio of the signal change to the initial intensity ( $\Delta F/F_0$ ). Representative videos are shown in the Supplemental Materials.

### **Osteogenesis in mesenchymal stem cells (MSCs)**

Normal human bone marrow derived MSCs were purchased from Lonza and seeded in growth medium containing mesenchymal cell growth supplement (MCGS), L-glutamine and GA-1000 (PT-3001, Lonza). To induce osteogenesis, cells were allowed to adhere for 24 hours and then incubated in osteogenic differentiation medium containing MCGS, dexamethasone, L-glutamine, ascorbate,  $\beta$ -glycerophosphate and penicillin/streptomycin (PT-3002, Lonza), with cyproheptadine and/or IL-1 $\beta$ . Growth medium was used as control medium. Medium was replaced every 3 days. MSCs were used by passage 5 in accordance with the manufacturer's protocol.

### **Alkaline phosphatase (ALP) assay**

ALP staining was performed by using TRACP and ALP double-stain Kit (MK300, Takara Bio) according to the manufacturer's protocol. Briefly, MSCs were seeded in 48 well plates at a density of 3,500 cells/well and cultured in osteogenic differentiation medium with cyproheptadine and/or IL-1 $\beta$  for 7 days. Fixed MSCs were incubated with substrate solution for ALP for 45 min at 37°C. After washing three times with distilled water to stop the reaction, wells were photographed using wide-field fluorescence microscope (BZ-X700, Keyence).

For quantification of ALP activity, TRACP and ALP Assay Kit (MK301, Takara Bio) was used. MSCs were seeded in 96 well plates at a density of 1,000 cells/well and cultured in osteogenic

differentiation medium with cyproheptadine and/or IL-1 $\beta$  for 7 days. ALP activity was measured based on the absorbance at 405 nm and was normalized to the total protein concentration determined by BCA assay.

### **Alizarin red staining**

After 28 days of culture in osteogenic induction, MSCs were fixed with 10% formalin for 10 min. After washing with distilled water, cells were stained with alizarin red S (A5533, Sigma-Aldrich) for 10 min. The stained cells were washed five times with distilled water and observed using wide-field fluorescence microscope (BZ-X700, Keyence). To quantify the staining, 10% cetylpyridinium chloride (C5460, Sigma-Aldrich) was added to each well and incubated for 15 min to extract the staining dye. The absorbance at 562 nm was measured and normalized to the total protein concentration determined by BCA assay.

### **Filipin staining**

Cellular cholesterol in human primary chondrocytes was stained using Cholesterol Cell-Based Detection Assay Kit (10009779, Cayman Chemical) according to the manufacturer's instructions. In brief, human primary chondrocytes were seeded in 96-well plates at a density of  $1 \times 10^4$  cells/well. After 24 hours, the cells were incubated with cyproheptadine (30  $\mu$ M) and/or thapsigargin (1  $\mu$ M) for 24 hours. The cells were fixed with Cell-Based Assay Fixative solution for 10 min at room temperature, washed three times, and then incubated with Filipin III Staining solution for 1 hour in the dark. After washing two times, fluorescence was observed using wide-field fluorescence microscope (BZ-X700, Keyence). ImageJ software was used to analyze signal intensity.

### **BODIPY staining**

Cellular lipid droplets in human primary chondrocytes were stained using BODIPY<sup>TM</sup> 493/503 (D3922, Invitrogen) according to the manufacturer's instructions. In brief, human primary

chondrocytes were seeded in 96-well plates at a density of  $1 \times 10^4$  cells/well. After 24 hours, the cells were incubated with cyproheptadine (30  $\mu\text{M}$ ) and/or thapsigargin (1  $\mu\text{M}$ ) for 24 hours. The cells were fixed with 4% PFA for 10 min at room temperature, washed three times, and then incubated with BODIPY solution (10  $\mu\text{M}$ ) for 15 min in the dark. After washing three times, for nuclear staining, the cells were incubated with Hoechst for 15 min. Fluorescence was observed by wide-field fluorescence microscope (BZ-X700, Keyence). ImageJ software was used to analyze fluorescence.

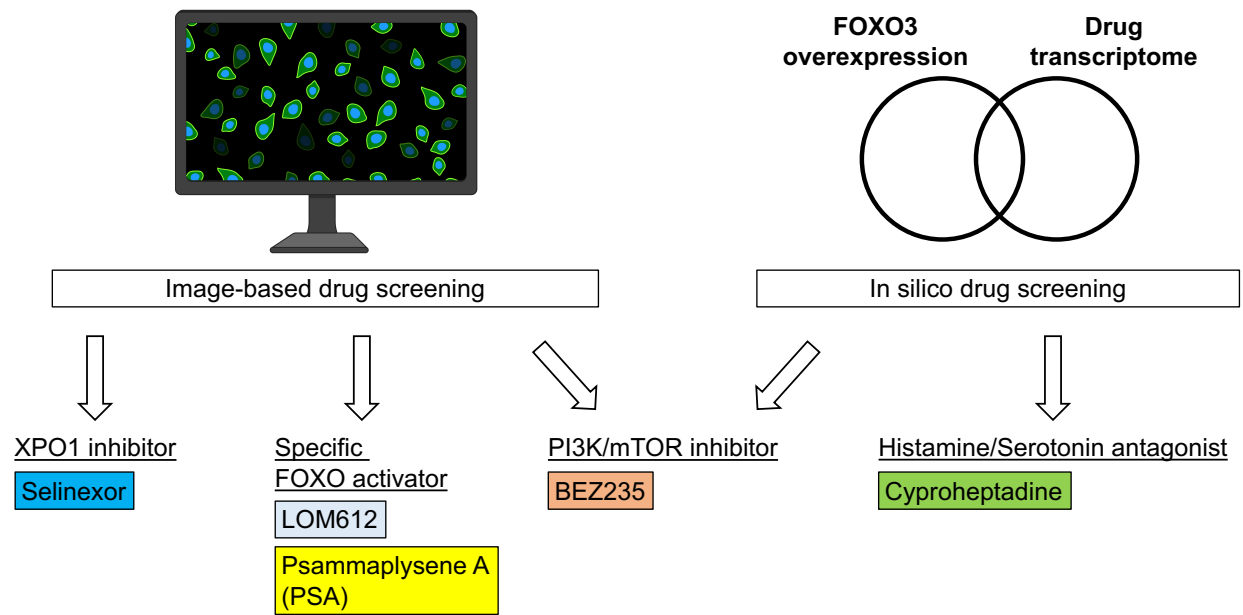

**Supplemental Figure 1. FOXO activator candidates selected in this study.**

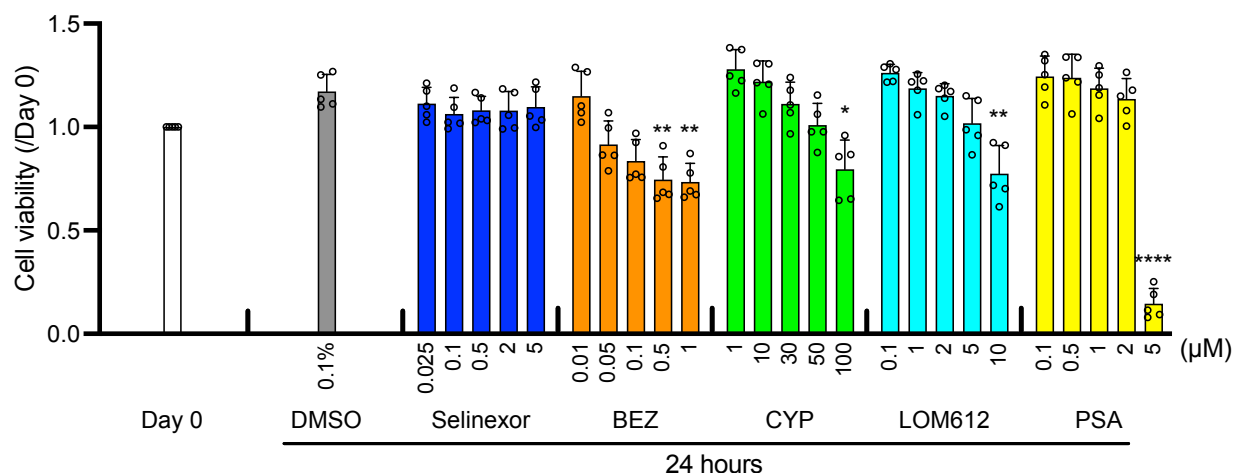

**Supplemental Figure 2. Cell viabilities of human chondrocytes after treatment with FOXO activator candidates.**

Cell viabilities of human chondrocytes (n = 5) were analyzed at 0 and 24 hours after treatment with DMSO (0.1%), selinexor (0.025, 0.1, 0.5, 2, 5 μM), BEZ235 (BEZ) (0.01, 0.05, 0.1, 0.5, 1 μM), cyproheptadine (CYP) (1, 10, 30, 50, 100 μM), LOM612 (0.1, 1, 2, 5, 10 μM) or psammaplysene A (PSA) (0.1, 0.5, 1, 2, 5 μM). Data are expressed as the percent luminescence of cells in each group relative to signals at Day 0. Data are presented as means ± SD. Statistical analysis was performed using one-way ANOVA with the Dunnett's post hoc test. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\*\* $P < 0.0001$ .

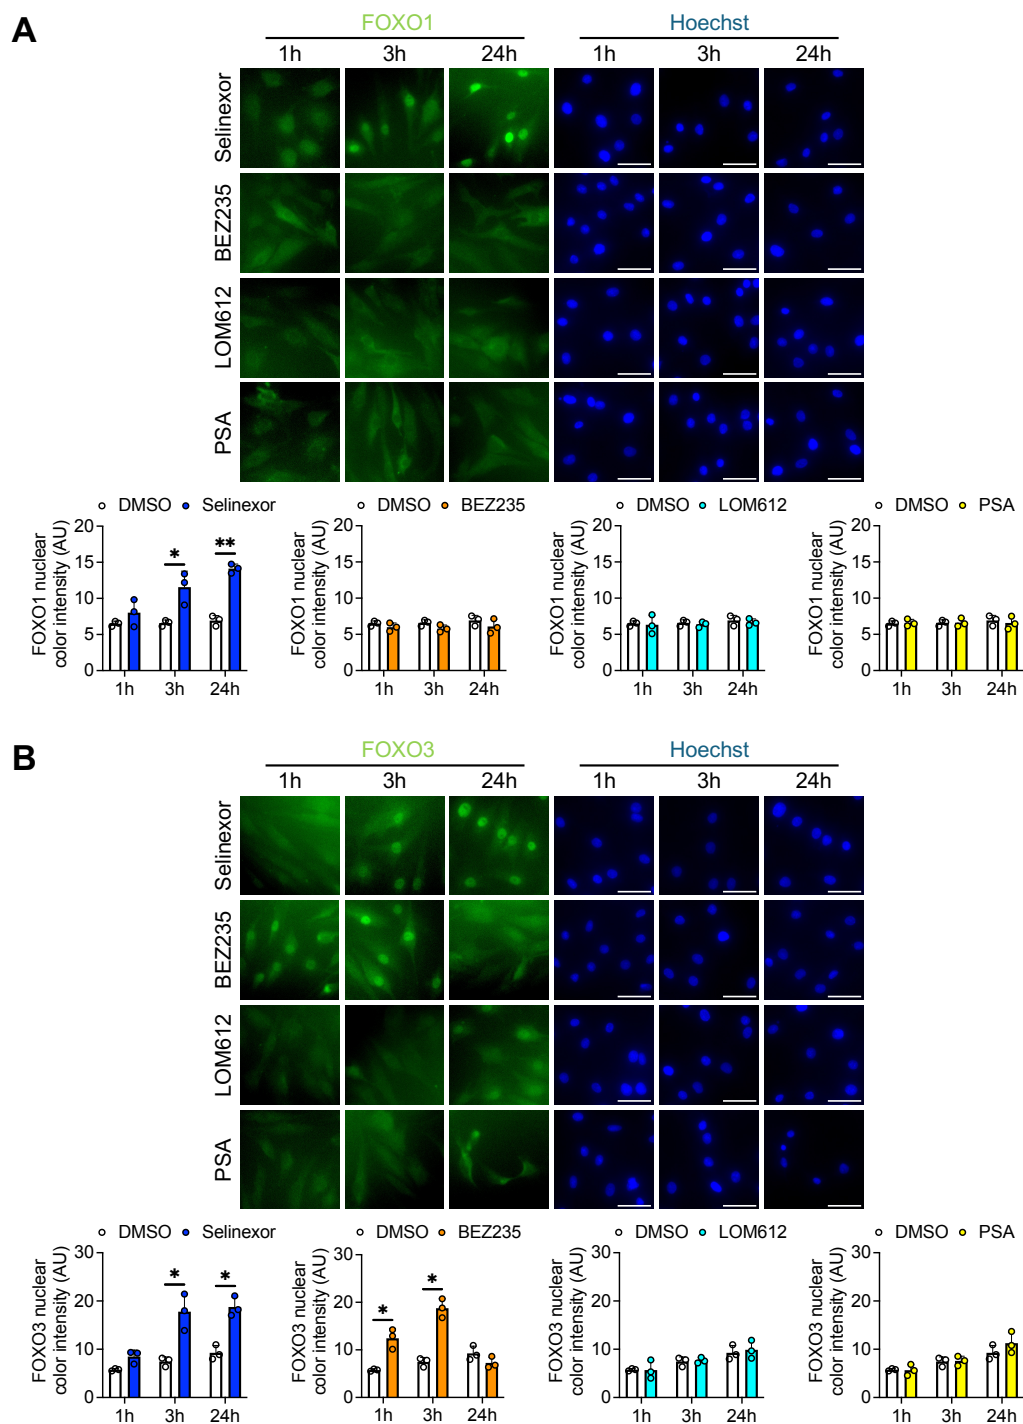

**Supplemental Figure 3. Effects of selinexor, BEZ235, LOM612 and psammaplysene A on FOXO localization.**

FOXO1 (**A**) and FOXO3 (**B**) localization in human chondrocytes ( $n = 3$ ) 24 hours after treatment with selinexor ( $2 \mu\text{M}$ ), BEZ235 ( $0.1 \mu\text{M}$ ), LOM612 ( $5 \mu\text{M}$ ) or psammaplysene A (PSA) ( $2 \mu\text{M}$ ) in immunocytochemistry. Scale bar,  $50 \mu\text{m}$ . Nuclear color intensity of FOXO1 and FOXO3 was quantified. Statistical analysis was performed using Student's  $t$ -test.  $*P < 0.05$ ,  $**P < 0.01$ .

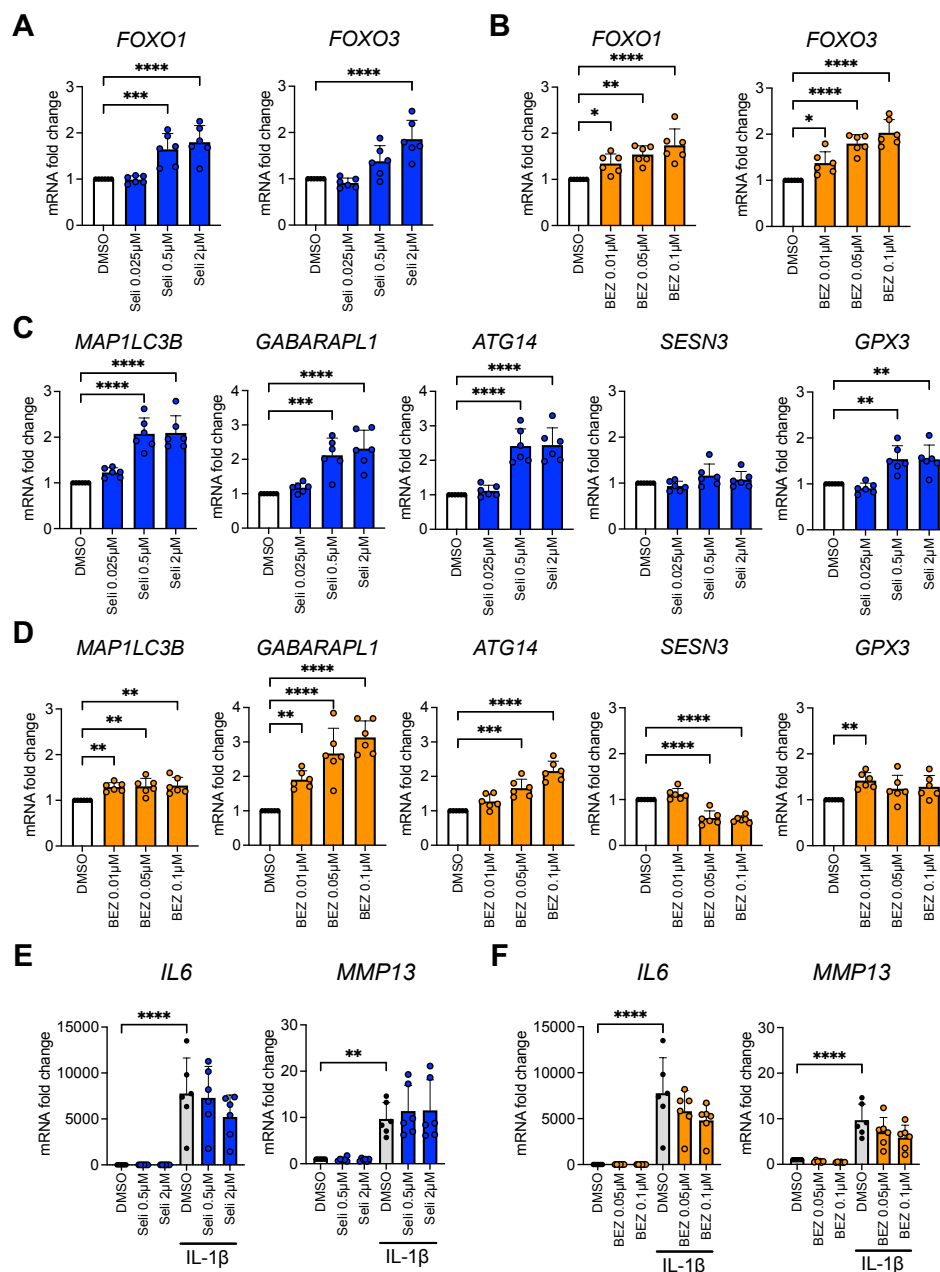

#### Supplemental Figure 4. Effects of selinexor and BEZ235 in human chondrocytes.

Human chondrocytes ( $n = 6$ ) were incubated with the indicated doses of selinexor (Seli) or BEZ235 (BEZ) for 24 hours. RNA was isolated for qRT-PCR for *FOXO1* and *FOXO3* genes after the incubation with Seli (**A**) and BEZ235 (**B**) and FOXO target genes after the incubation with Seli (**C**) and BEZ235 (**D**). Relative mRNA levels of *IL6* and *MMP13* in human chondrocytes ( $n = 6$ ) incubated with IL-1 $\beta$  (1 ng/mL) for 6 hours after pretreatment with or without the indicated doses of Seli (**E**) and BEZ235 (**F**) for 24 hours in qRT-PCR. Data are presented as means  $\pm$  SD. Statistical analysis in (A to D) was performed using one-way ANOVA with the Dunnett's post hoc test. Statistical analysis in (E) and (F) was performed using one-way ANOVA with Tukey-Kramer post hoc test. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ .

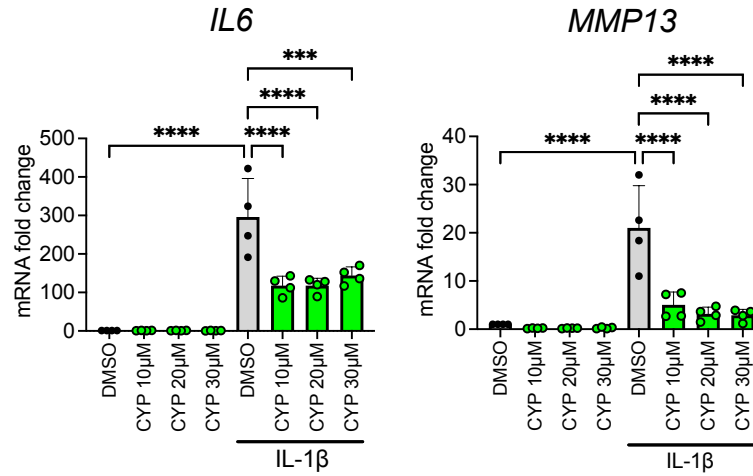

**Supplemental Figure 5. Anti-inflammatory effect of cyproheptadine in human synoviocytes.**

Human synoviocytes (n = 4) were incubated with IL-1 $\beta$  (1ng/mL) for 6 hours after pretreatment with or without the indicated doses of cyproheptadine (CYP) for 24 hours and RNA was isolated for qRT-PCR for *IL6* and *MMP13* genes. Statistical analysis was performed using one-way ANOVA with the Tukey-Kramer post hoc test. \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ .

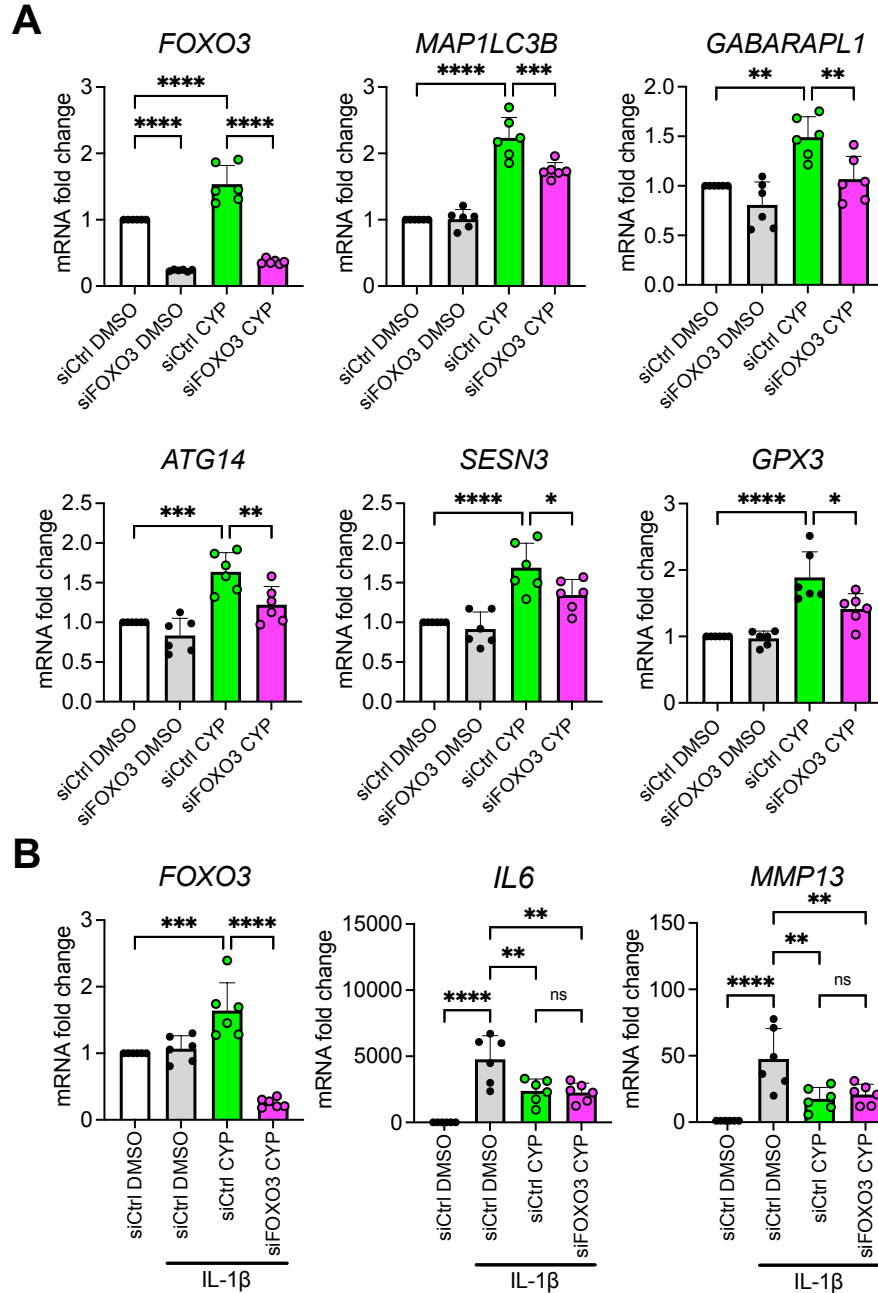

**Supplemental Figure 6. Effects of FOXO3 knockdown on the expression of autophagy and antioxidant genes induced by cyproheptadine treatment.**

(A) Human chondrocytes ( $n = 6$ ) were incubated with cyproheptadine (CYP) ( $30 \mu\text{M}$ ) for 24 hours after transfection with siCtrl or siFOXO3. Relative mRNA levels of autophagy genes and antioxidant genes were measured by qRT-PCR. (B) Human chondrocytes ( $n = 6$ ) were incubated with IL- $1\beta$  ( $1\text{ng/mL}$ ) for 6 hours after pretreatment with or without CYP ( $30 \mu\text{M}$ ) for 24 hours after transfection with siCtrl or siFOXO3 and RNA was isolated for qRT-PCR for *IL6* and *MMP13* genes. Statistical analysis was performed using one-way ANOVA with the Tukey-Kramer post hoc test. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ .

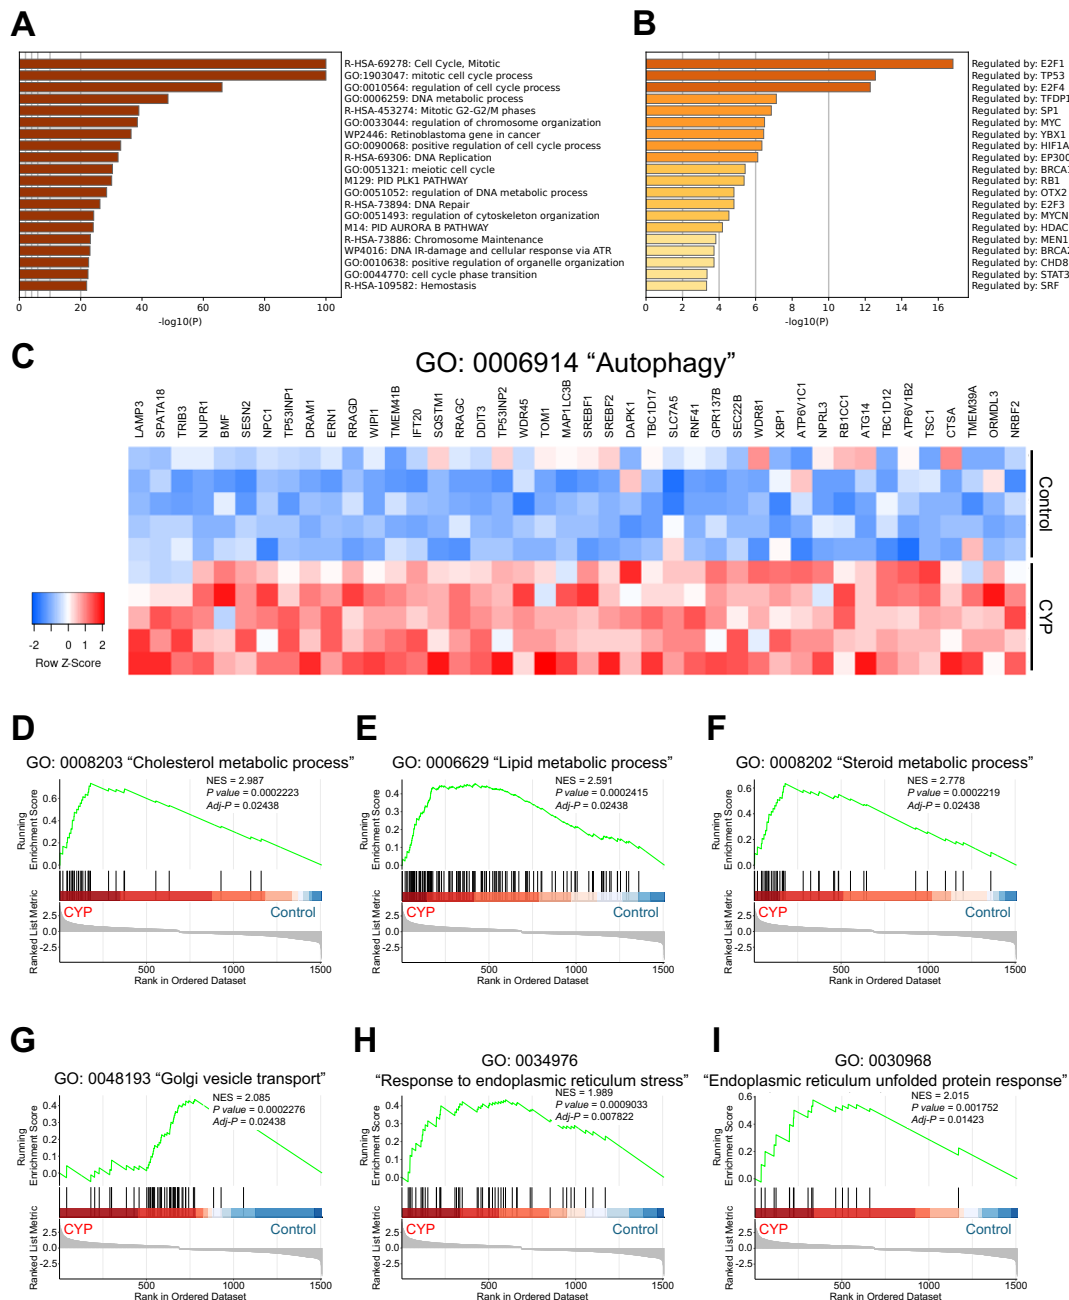

## Supplemental Figure 7. Transcriptomic changes induced by cyproheptadine in human chondrocytes.

RNA-seq was performed on human chondrocytes (n = 5) treated with cyproheptadine (30  $\mu$ M) for 24 hours. Metascape enrichment (A) and TRRUST (B) analysis using the downregulated genes after cyproheptadine treatment. (C) Heatmap of autophagy-related genes induced in chondrocytes treated with CYP. GSEA showing enrichment of "cholesterol metabolic process" (D), "lipid metabolic process" (E), "steroid metabolic process" (F), "golgi vesicle transport" (G), "response to endoplasmic reticulum stress" (H) and "endoplasmic reticulum unfolded protein response" (I) in chondrocytes treated with CYP.

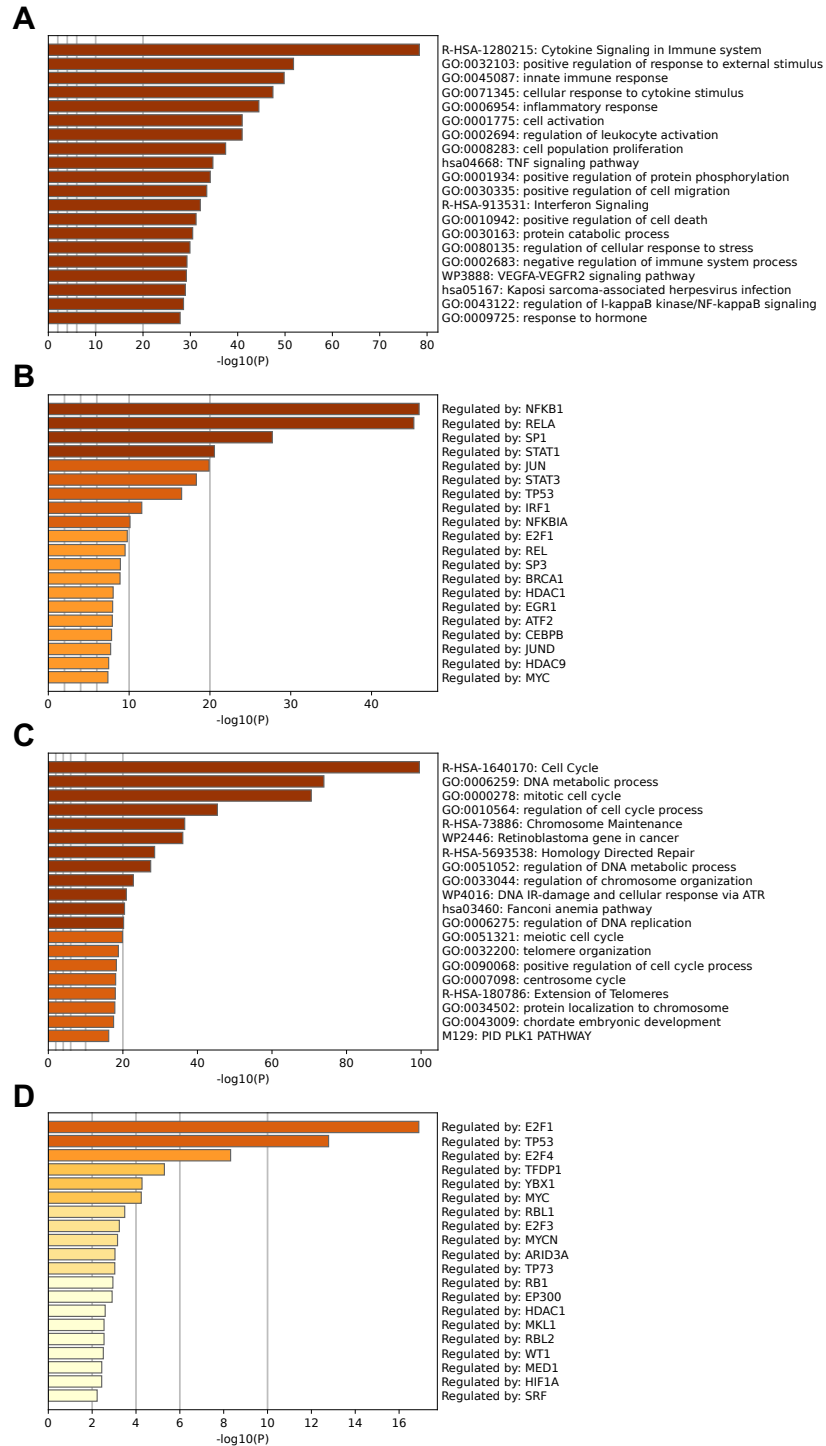

### Supplemental Figure 8. Enrichment analysis of the upregulated and downregulated genes by IL-1 $\beta$ stimulation.

RNA-seq was performed on human chondrocytes (n = 5) treated with IL-1 $\beta$  (1 ng/mL) for 6 hours. Metascape enrichment (A) and TRRUST (B) analysis using the upregulated genes after IL-1 $\beta$  stimulation. Metascape enrichment (C) and TRRUST (D) analysis using the downregulated genes after IL-1 $\beta$  stimulation.

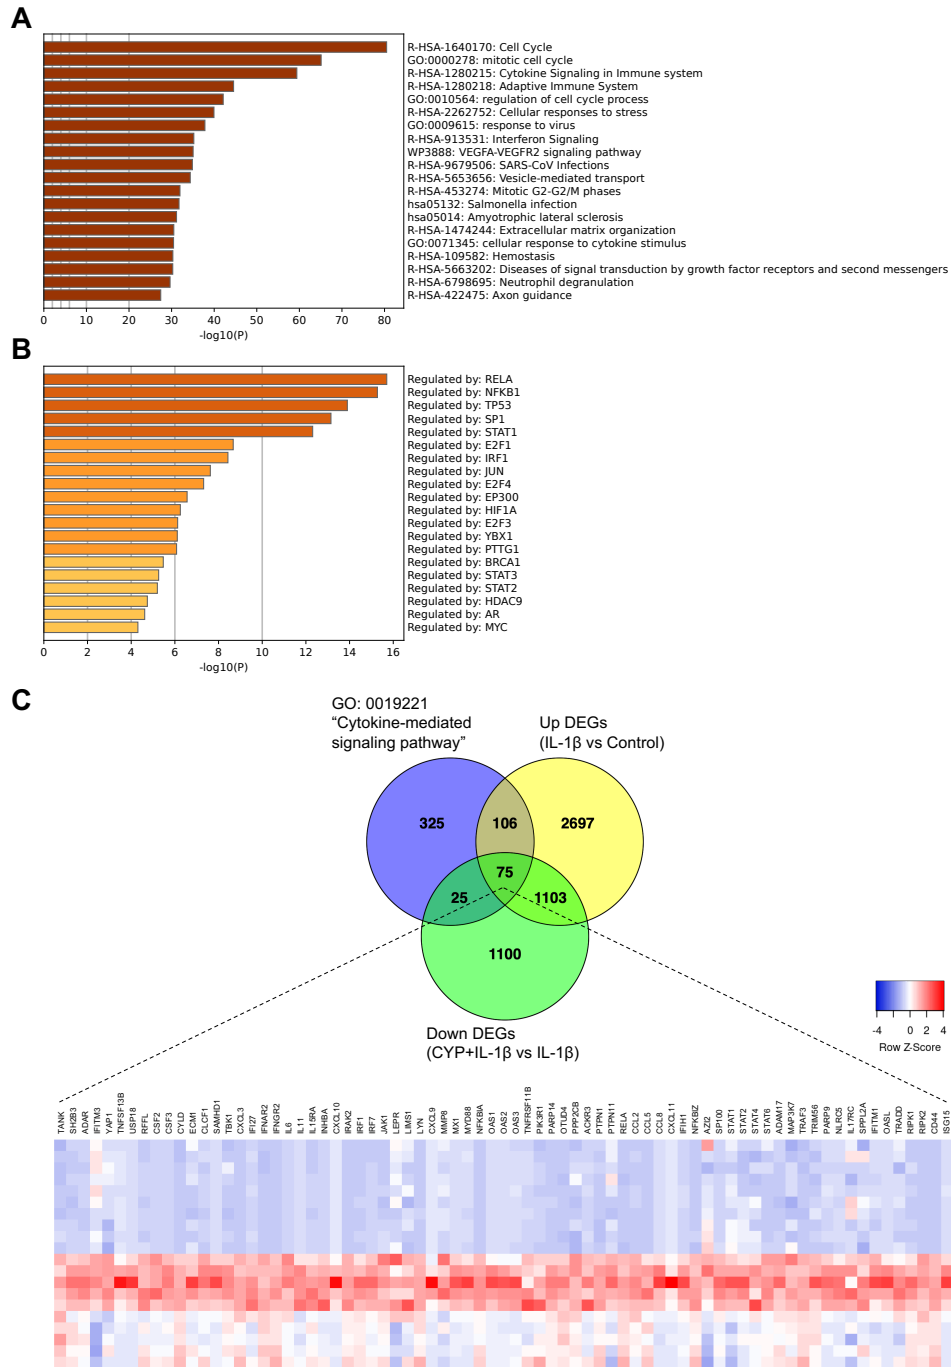

### Supplemental Figure 9. Enrichment analysis of the downregulated genes by cyproheptadine treatment under IL-1 $\beta$ stimulation.

RNA-seq was performed on human chondrocytes ( $n = 5$ ) treated with IL-1 $\beta$  (1 ng/mL) for 6 hours after pretreatment with or without cyproheptadine (CYP) for 24 hours. Metascape enrichment (**A**) and TRRUST (**B**) analysis using the downregulated genes by CYP treatment under IL-1 $\beta$  stimulation. (**C**) Venn diagram and heat map of the shared genes in GO: 0019221 "cytokine-mediated signaling pathway", the upregulated DEGs by IL-1 $\beta$  and the downregulated DEGs by CYP with IL-1 $\beta$ .

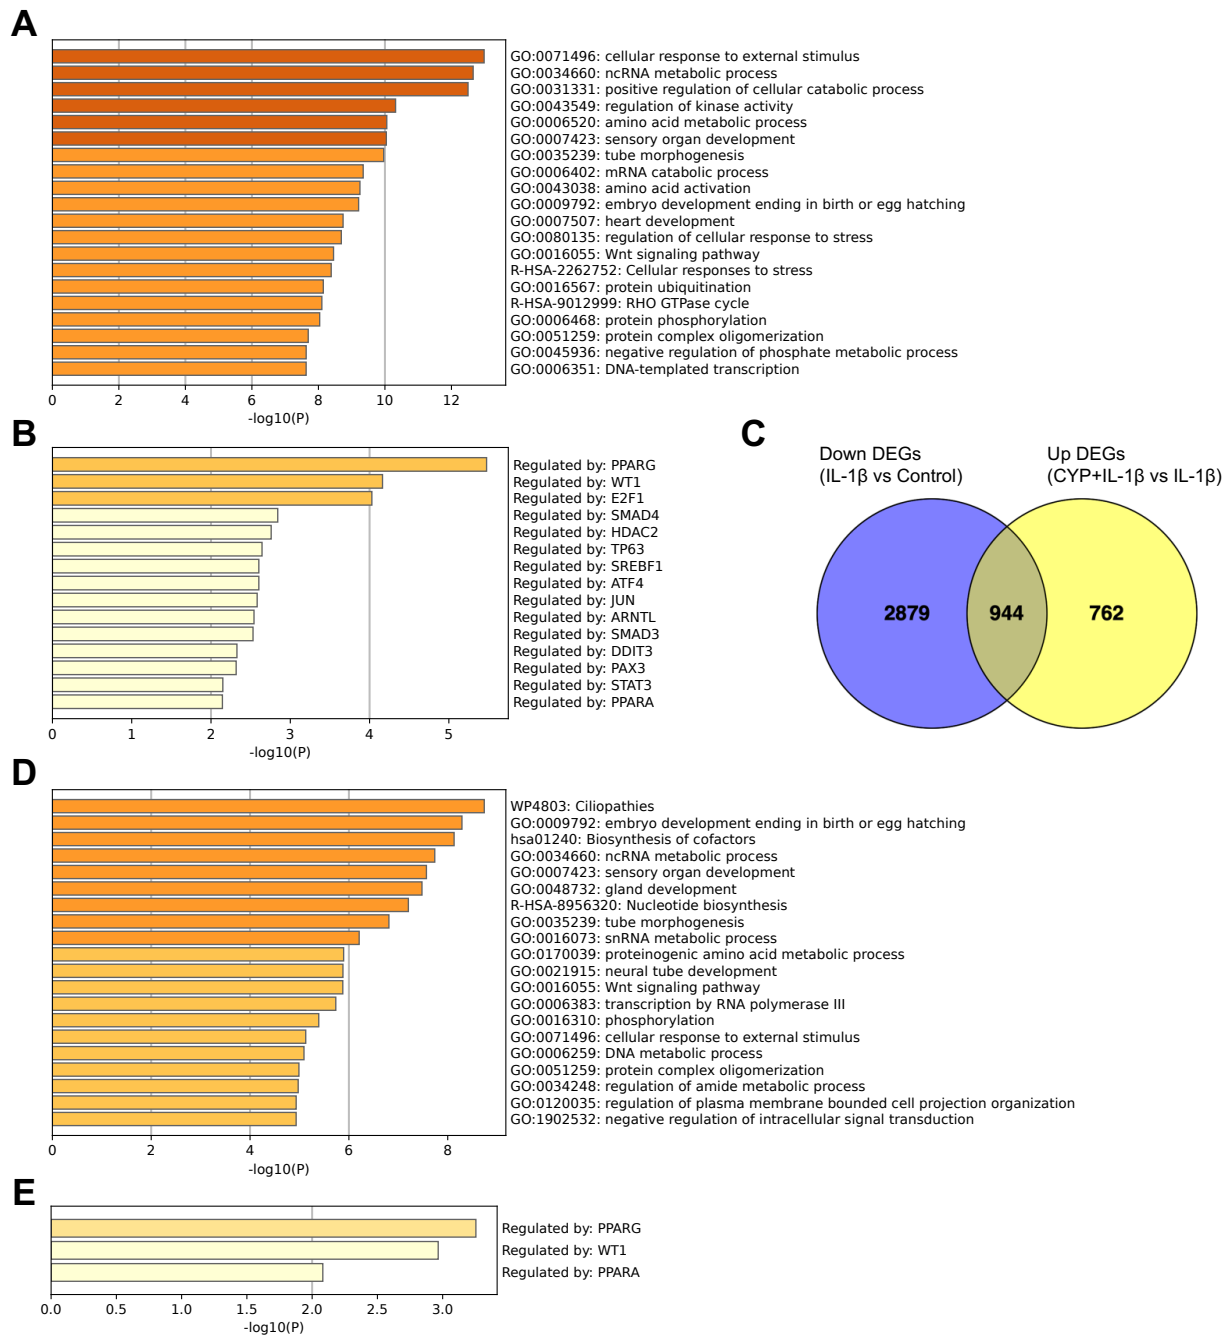

### Supplemental Figure 10. Enrichment analysis of the upregulated genes by cyproheptadine treatment under IL-1 $\beta$ stimulation.

RNA-seq of human chondrocytes ( $n = 5$ ) treated with IL-1 $\beta$  (1 ng/mL) for 6 hours after pretreatment with or without cyproheptadine (CYP) (30  $\mu$ M) for 24 hours was performed. Metascape enrichment (A) and TRRUST (B) analysis using the upregulated genes by CYP treatment under IL-1 $\beta$  stimulation. (C) Venn diagram of the shared genes in the downregulated genes by IL-1 $\beta$  and the upregulated genes by CYP with IL-1 $\beta$ . Metascape enrichment (D) and TRRUST (E) analysis using the shared genes in (C).

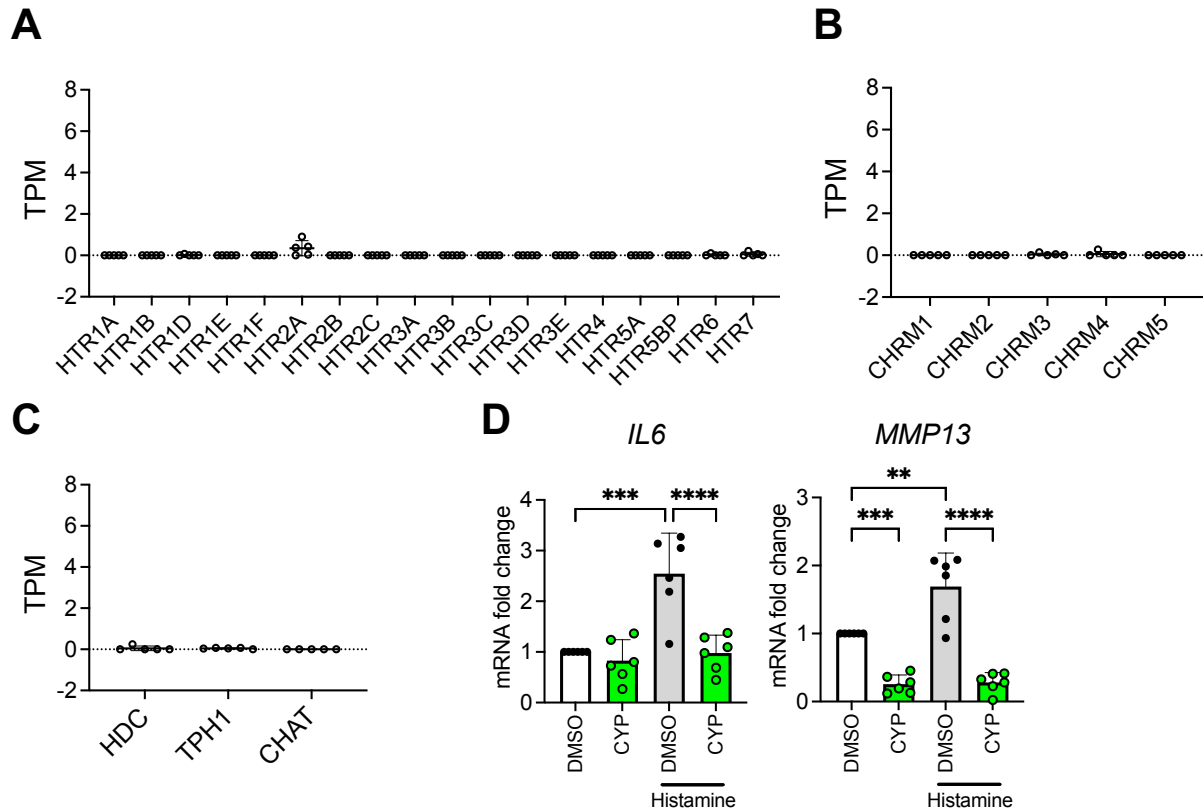

**Supplemental Figure 11. Cyproheptadine signaling via histamine H1 receptor.**

Transcripts per kilobase million (TPM) in RNA-seq of human chondrocytes (n = 5) for serotonin receptors (**A**), muscarinic acetylcholine receptors (**B**), and HDC, TPH1 and CHAT (**C**). (**D**) Relative mRNA levels of *IL6* and *MMP13* in human synoviocytes (n = 6) incubated with histamine (10  $\mu$ M) for 6 hours after pretreatment with cyproheptadine (CYP) (30  $\mu$ M) for 24 hours. Data are presented as means  $\pm$  SD. Statistical analysis was performed using one-way ANOVA with the Tukey-Kramer post hoc test. \*\* $P$  < 0.01, \*\*\* $P$  < 0.001, \*\*\*\* $P$  < 0.0001.

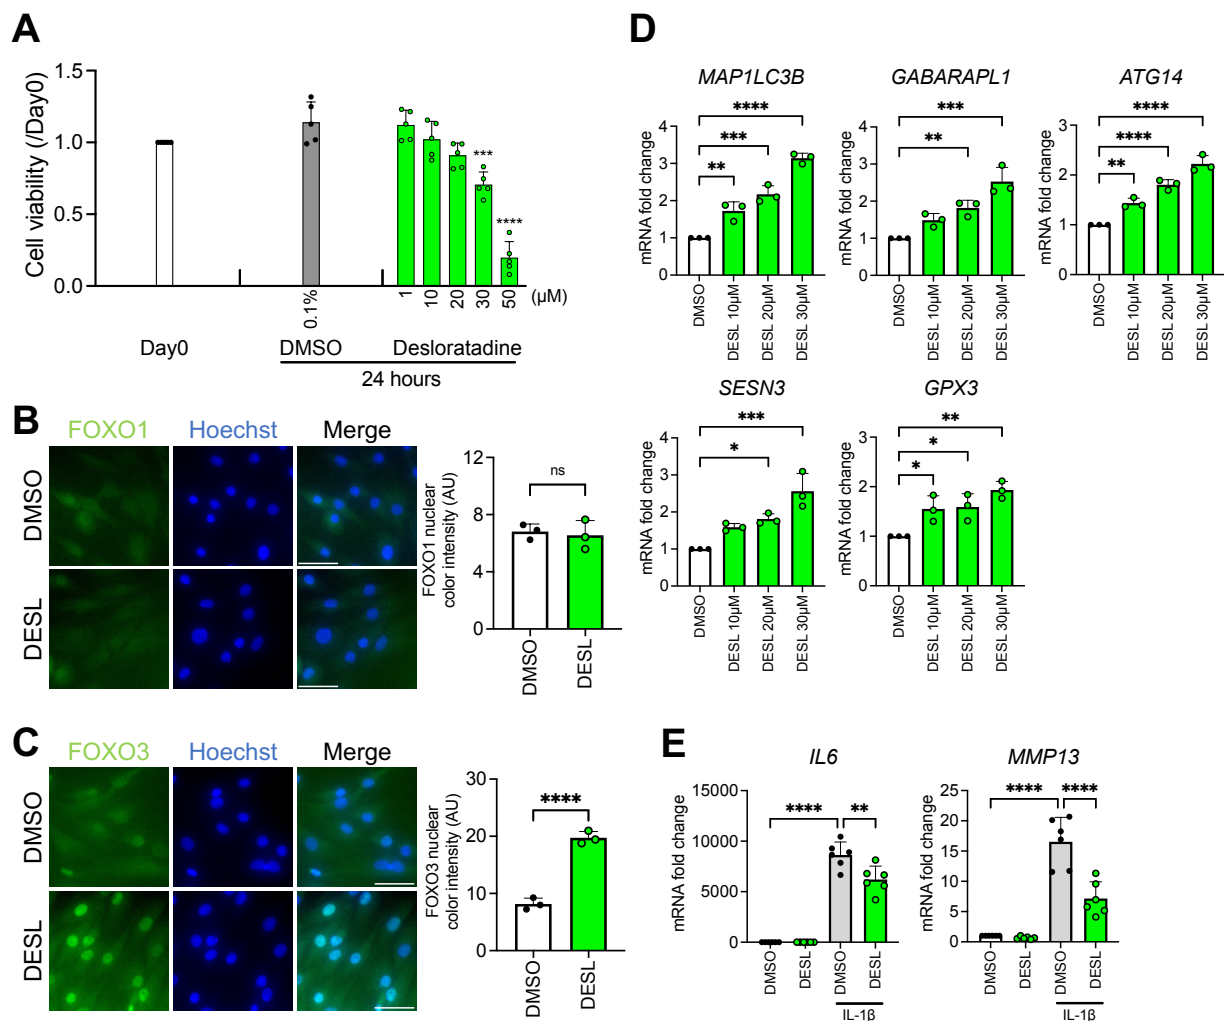

### Supplemental Figure 12. Effects of desloratadine in human chondrocytes.

(A) Cell viabilities of human chondrocytes ( $n = 5$ ) were analyzed at 0 and 24 hours after treatment with DMSO (0.1%) or desloratadine (1, 10, 20, 30, 50 μM). Data are expressed as the percent luminescence of cells in each group relative to signals at Day 0. Immunocytochemistry of FOXO1 (B) and FOXO3 (C) in human chondrocytes ( $n = 3$ ) 24 hours after treatment with DMSO or desloratadine (DESL) (20 μM). Scale bar, 50 μm. (D) Human chondrocytes ( $n = 3$ ) were incubated with the indicated doses of DESL for 24 hours and RNA was isolated for qRT-PCR for FOXO target genes. (E) Relative mRNA levels of *IL6* and *MMP13* in human chondrocytes ( $n = 6$ ) incubated with IL-1β (1 ng/mL) for 6 hours after pretreatment with or without DESL (20 μM) for 24 hours in qRT-PCR. Data are presented as means ± SD. Statistical analysis in (A) and (D) was performed using one-way ANOVA with the Dunnett's post hoc test. Statistical analysis in (B) and (C) was performed using Student's t-test. Statistical analysis in (E) was performed using one-way ANOVA with the Tukey-Kramer post hoc test. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ .

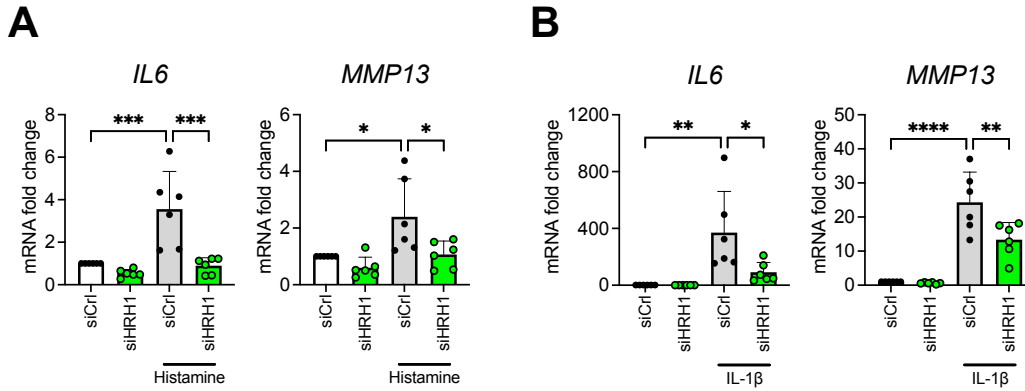

**Supplemental Figure 13. Anti-inflammatory effects of HRH1 knockdown in human synoviocytes.** Human synoviocytes (n = 6) were incubated with histamine (10  $\mu$ M) (**A**) or IL-1 $\beta$  (1 ng/mL) (**B**) for 6 hours after siRNA transfection. *IL6* and *MMP13* were measured by qRT-PCR. Data are presented as means  $\pm$  SD. Statistical analysis was performed using one-way ANOVA with the Tukey-Kramer post hoc test. \* $P$  < 0.05, \*\* $P$  < 0.01, \*\*\* $P$  < 0.001, \*\*\*\* $P$  < 0.0001.

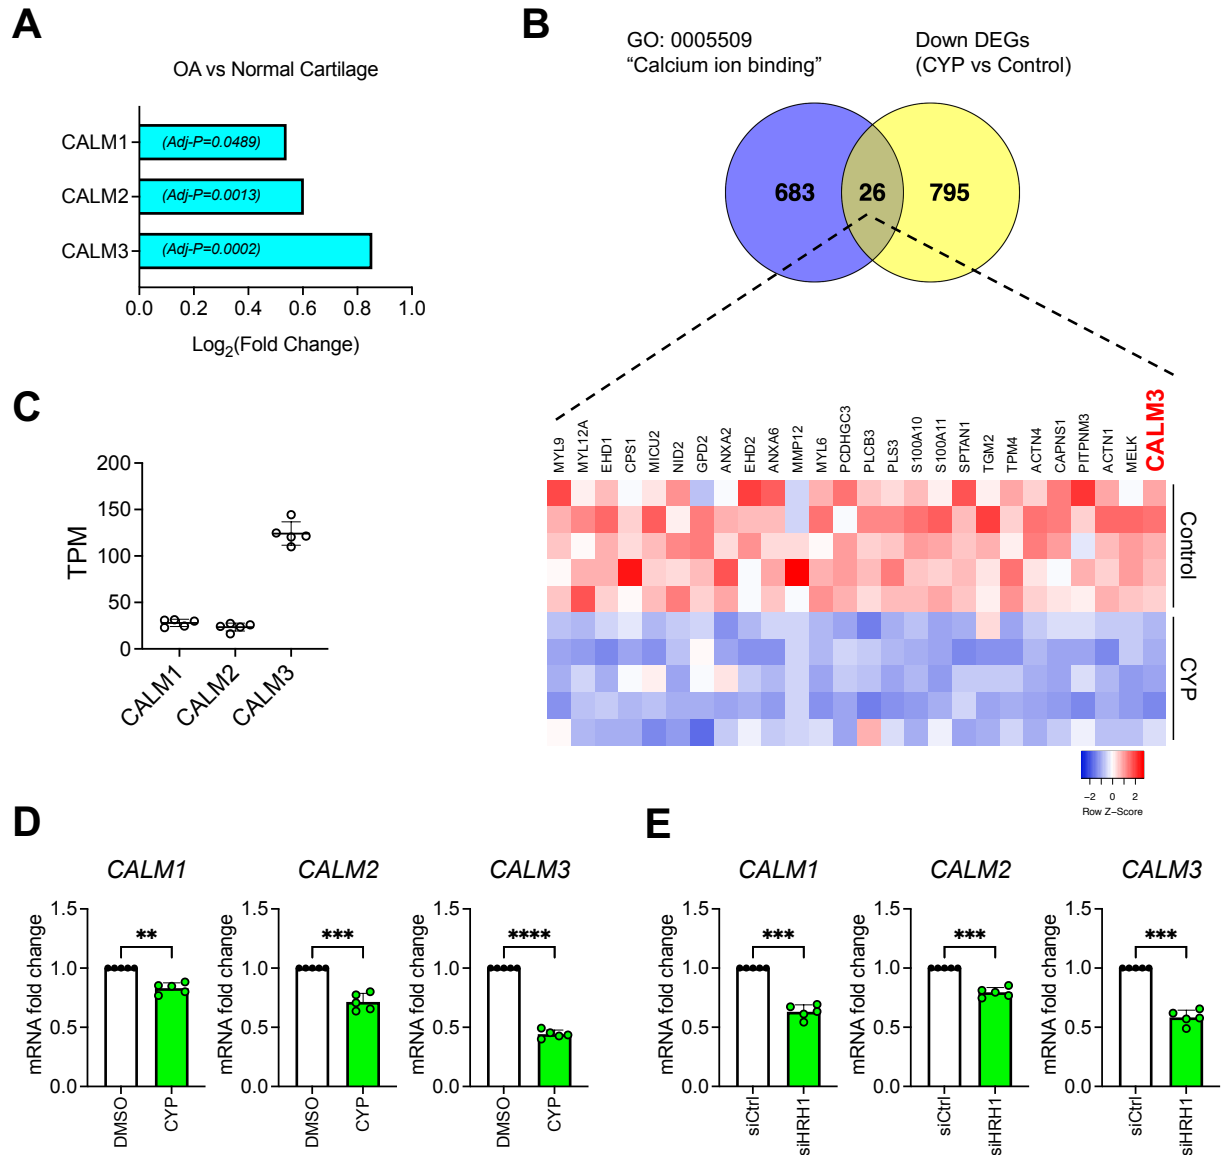

**Supplemental Figure 14. Effects of cyproheptadine on calmodulin gene expression.** (A) Enhanced CALMs gene expression in OA cartilage compared to normal cartilage (Fisch et al., 2018 (31)). (B) Venn diagram and heat map of the shared genes in GO: 0005509 "calcium ion binding" and the downregulated DEGs in chondrocytes treated with CYP. (C) TPM in RNA-seq of chondrocytes ( $n = 5$ ) for CALMs. Relative mRNA levels of *CALM1*, *CALM2* and *CALM3* in human chondrocytes ( $n = 5$ ) treated with CYP (D) or transfected with siCtrl or siHRH1 (E) in qRT-PCR. Data are presented as means  $\pm$  SD. Statistical analysis was performed using Student's t-test. \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ .

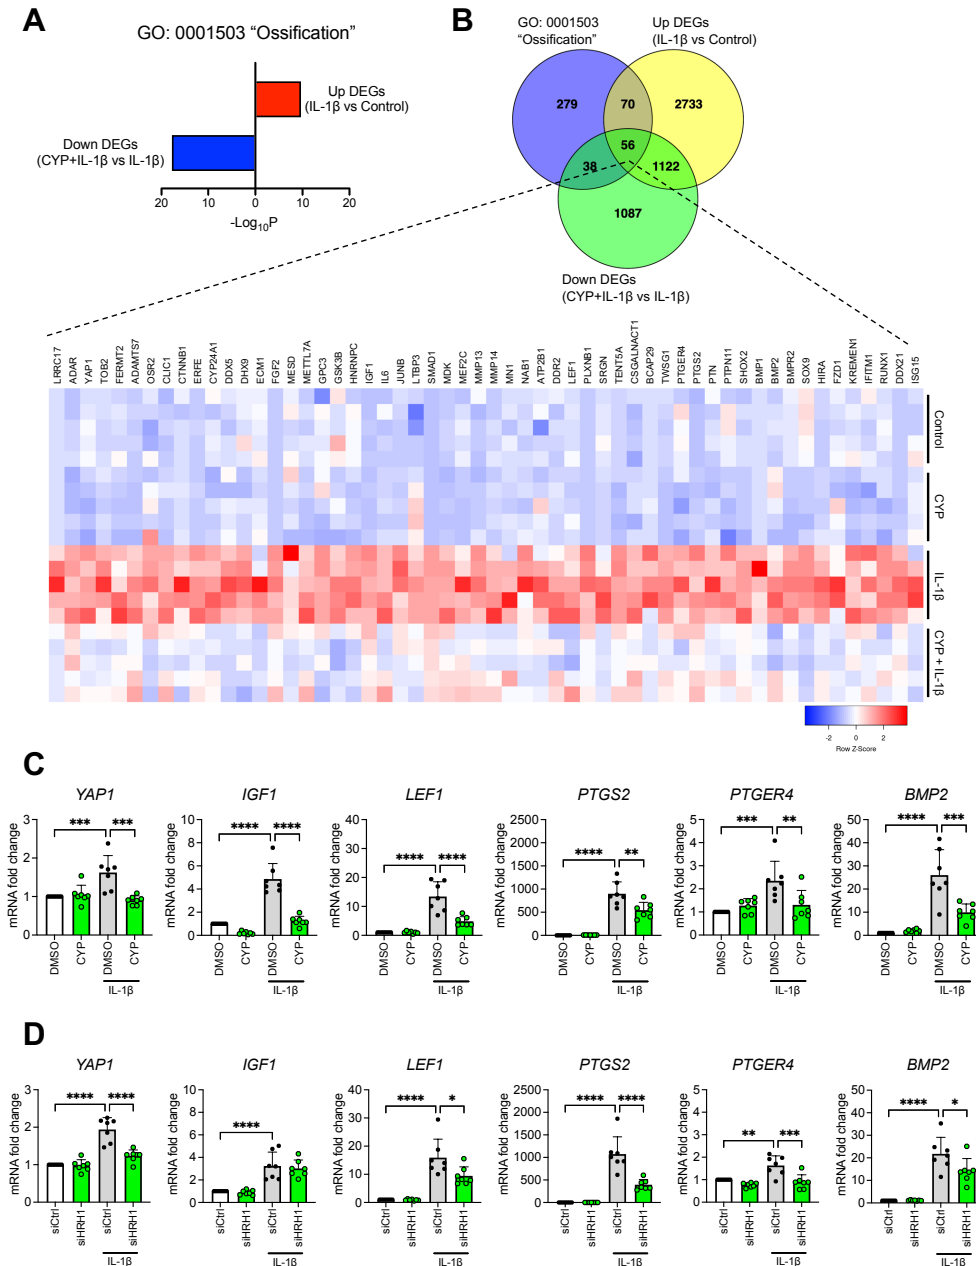

### Supplemental Figure 16. Effects of HRH1 signaling on the expression of ossification-related genes.

(A) Enriched GO: 0001503 "ossification" in the upregulated DEGs by IL-1 $\beta$  and the downregulated DEGs by cyproheptadine (CYP) with IL-1 $\beta$  in RNA-seq. (B) Venn diagram and heat map of the shared genes in GO: 0001503 "ossification", the upregulated DEGs by IL-1 $\beta$  and the downregulated DEGs by CYP with IL-1 $\beta$ . Relative mRNA levels of ossification-related genes in chondrocytes ( $n = 7$ ) incubated with IL-1 $\beta$  (1 ng/mL) for 6 hours after pretreatment with or without cyproheptadine (CYP) (30  $\mu$ M) for 24 hours (C) or siHRH1 transfection (D) in qRT-PCR. Data are presented as means  $\pm$  SD. Statistical analysis was performed using one-way ANOVA with the Tukey-Kramer post hoc test. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ .

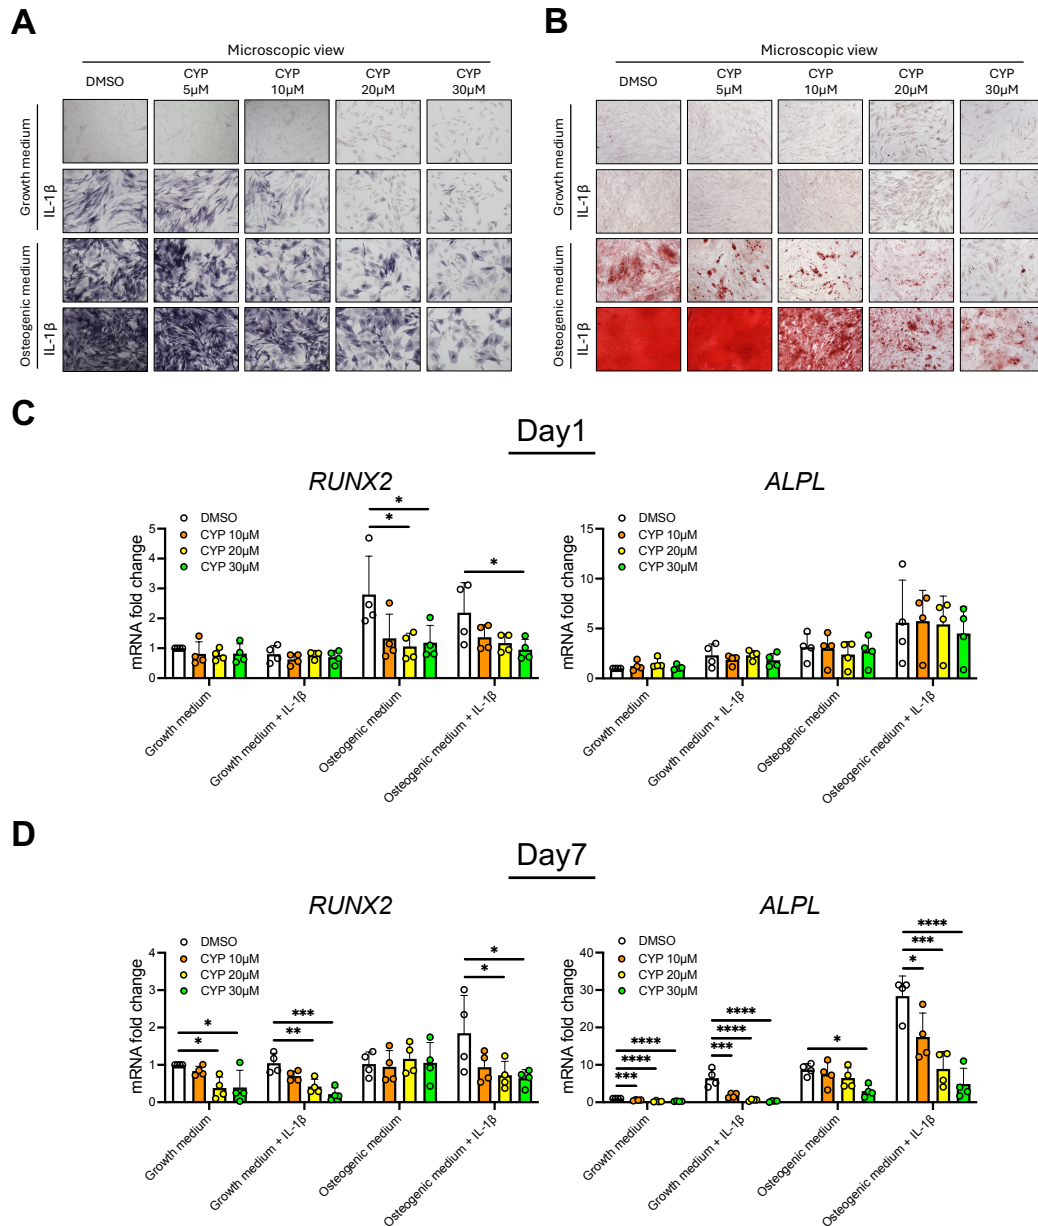

### Supplemental Figure 17. Effects of cyproheptadine on osteogenesis.

(A) Microscopic view of ALP staining in human mesenchymal stem cells (MSCs) ( $n = 4$ ) incubated in growth medium or osteogenic medium in the presence or absence of CYP (5, 10, 20 or 30  $\mu\text{M}$ ) and IL-1 $\beta$  (1 ng/mL) for 7 days. (B) Microscopic view of Alizarin red S (ARS) staining in MSCs ( $n = 4$ ) incubated in growth medium or osteogenic medium in the presence or absence of CYP (5, 10, 20 or 30  $\mu\text{M}$ ) and IL-1 $\beta$  (1 ng/mL) for 28 days. Relative mRNA levels of *RUNX2* and *ALPL* in human mesenchymal stem cells (MSCs) ( $n = 4$ ) incubated in growth medium or osteogenic medium in the presence or absence of cyproheptadine (CYP) (10, 20 or 30  $\mu\text{M}$ ) and IL-1 $\beta$  (1 ng/mL) for 1 day (C) or 7 days (D) in qRT-PCR. Data are presented as means  $\pm$  SD. Statistical analysis was performed using one-way ANOVA with the Dunnett's post hoc test. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ .

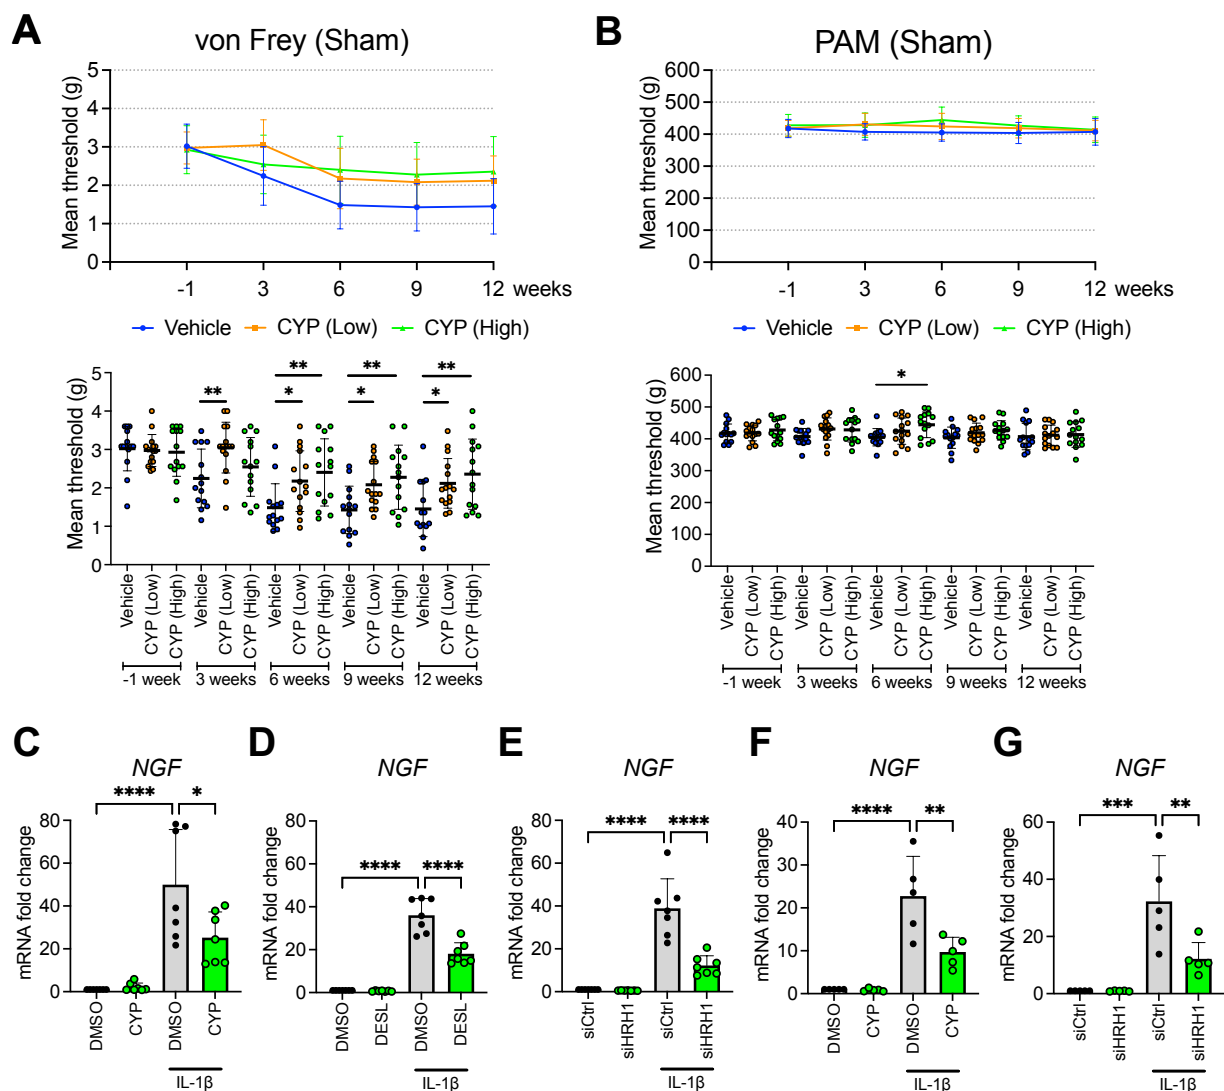

### Supplemental Figure 18. Effects of cyproheptadine on pain behaviors.

Pain behaviors were evaluated by von Frey test (**A**) and pressure application measurement (PAM) (**B**) in mice treated with cyproheptadine (CYP) (low dose: 5mg/kg, high dose: 10mg/kg) or control vehicle after Sham surgery (Figure 2A). Sham vehicle (n = 14), Sham CYP (Low) (n = 15), Sham CYP (High) (n = 14). Relative mRNA levels of *NGF* in chondrocytes (n = 7) incubated with IL-1 $\beta$  (1 ng/mL) for 6 hours after pretreatment with CYP (**C**), desloratadine (DESL) (**D**) or siHRH1 transfection (**E**). Relative mRNA levels of *NGF* in synoviocytes (n = 5) incubated with IL-1 $\beta$  (1 ng/mL) for 6 hours after pretreatment with CYP (**F**) or siHRH1 transfection (**G**). Statistical analysis in (A) and (B) was performed using one-way ANOVA with the Dunnett's post hoc test. Statistical analysis in (C to G) was performed using one-way ANOVA with the Tukey-Kramer post hoc test. \* $P$  < 0.05, \*\* $P$  < 0.01, \*\*\* $P$  < 0.001, \*\*\*\* $P$  < 0.0001.

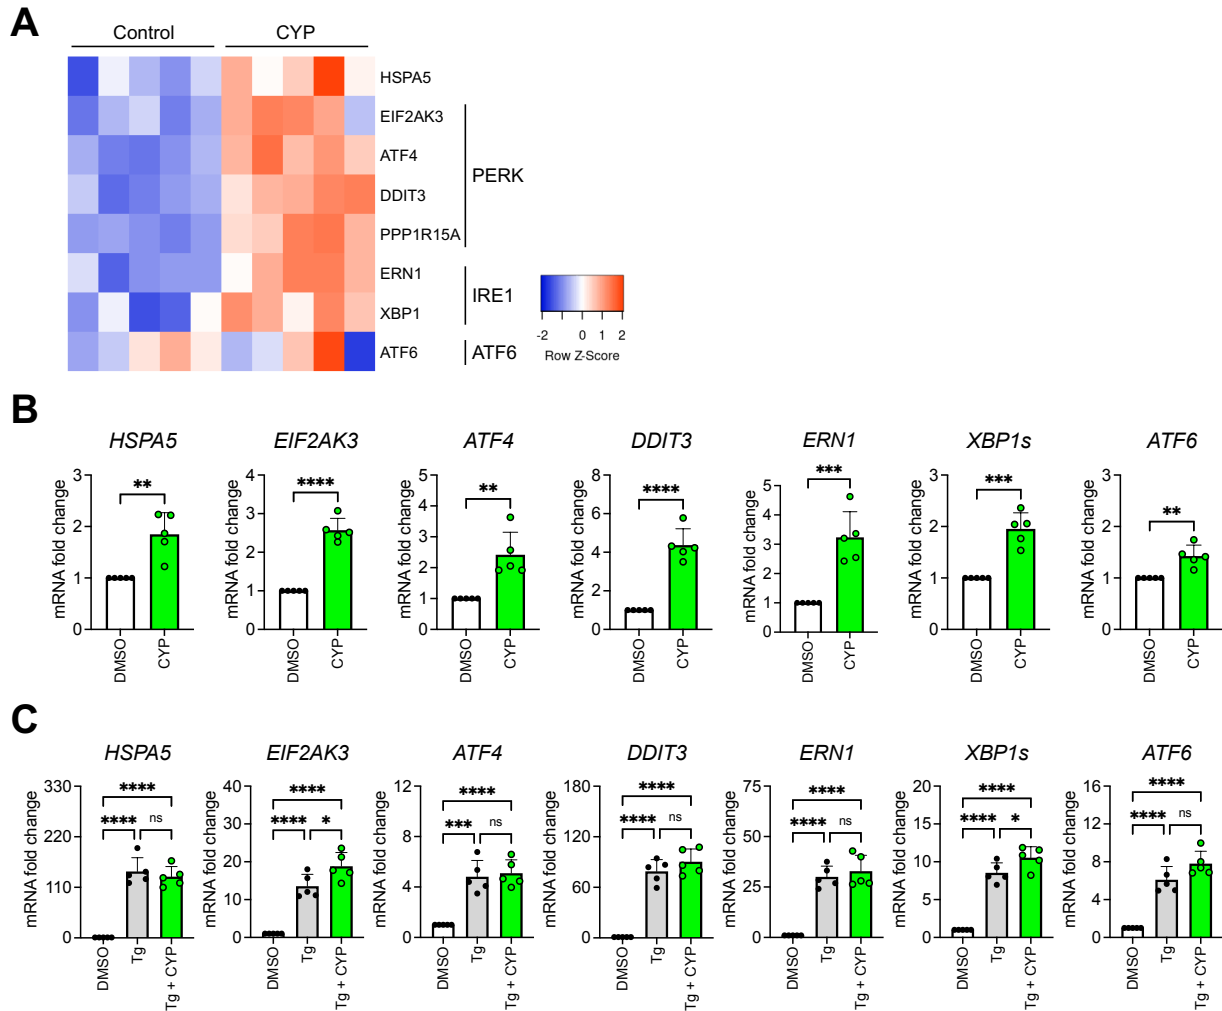

**Supplemental Figure 19. Effects of cyproheptadine on the expression of UPR-related genes.**

(A) Heatmap of UPR-related genes in RNA-seq in human chondrocytes ( $n = 5$ ) treated with cyproheptadine (CYP) ( $30 \mu\text{M}$ ). (B) Relative mRNA of UPR-related genes in human chondrocytes ( $n = 5$ ) treated with CYP in qRT-PCR. (C) Relative mRNA of UPR-related genes in human chondrocytes ( $n = 5$ ) treated with thapsigargin (Tg) with or without CYP in qRT-PCR. Data are presented as means  $\pm$  SD. Statistical analysis in (B) was performed using Student's t-test. Statistical analysis in (C) was performed using one-way ANOVA with the Tukey-Kramer post hoc test.  $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.001$ ,  $****P < 0.0001$ .

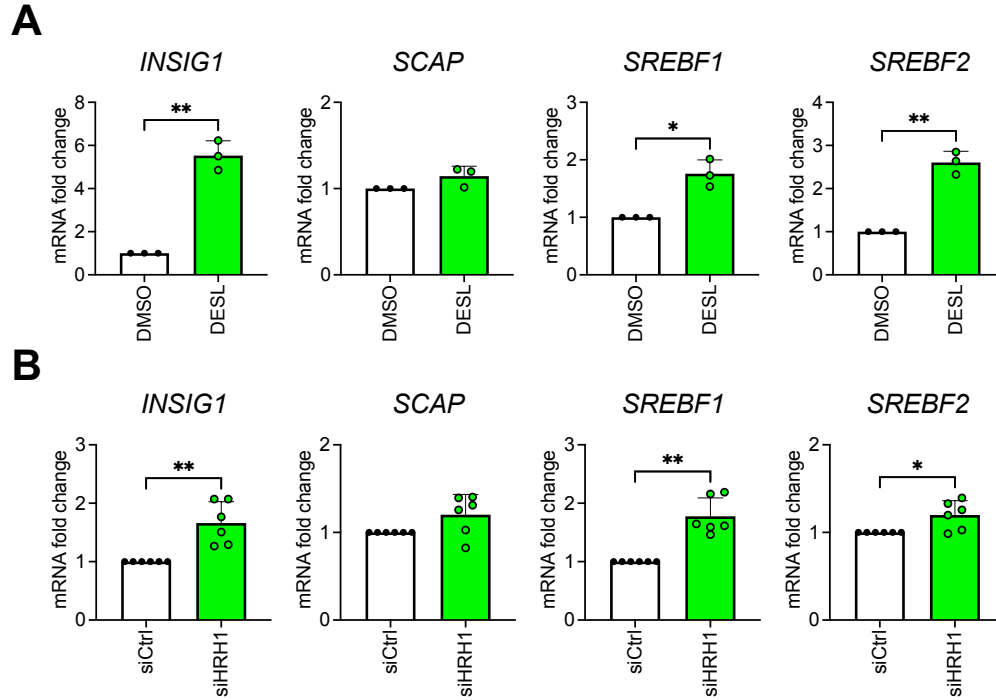

**Supplemental Figure 20. Effects of HRH1 signaling on the expression of lipid and cholesterol biosynthesis-related genes.**

(A) Relative mRNA levels of *INSIG1*, *SCAP*, *SREBF1* and *SREBF2* in human chondrocytes (n = 3) incubated with desloratadine (DESL) (20  $\mu$ M) for 24 hours in qRT-PCR. (B) Relative mRNA levels of *INSIG1*, *SCAP*, *SREBF1* and *SREBF2* in human chondrocytes (n = 6) transfected with siCtrl or siHRH1 in qRT-PCR. Data are presented as means  $\pm$  SD. Statistical analysis was performed using Student's t-test. \* $P$  < 0.05, \*\* $P$  < 0.01.

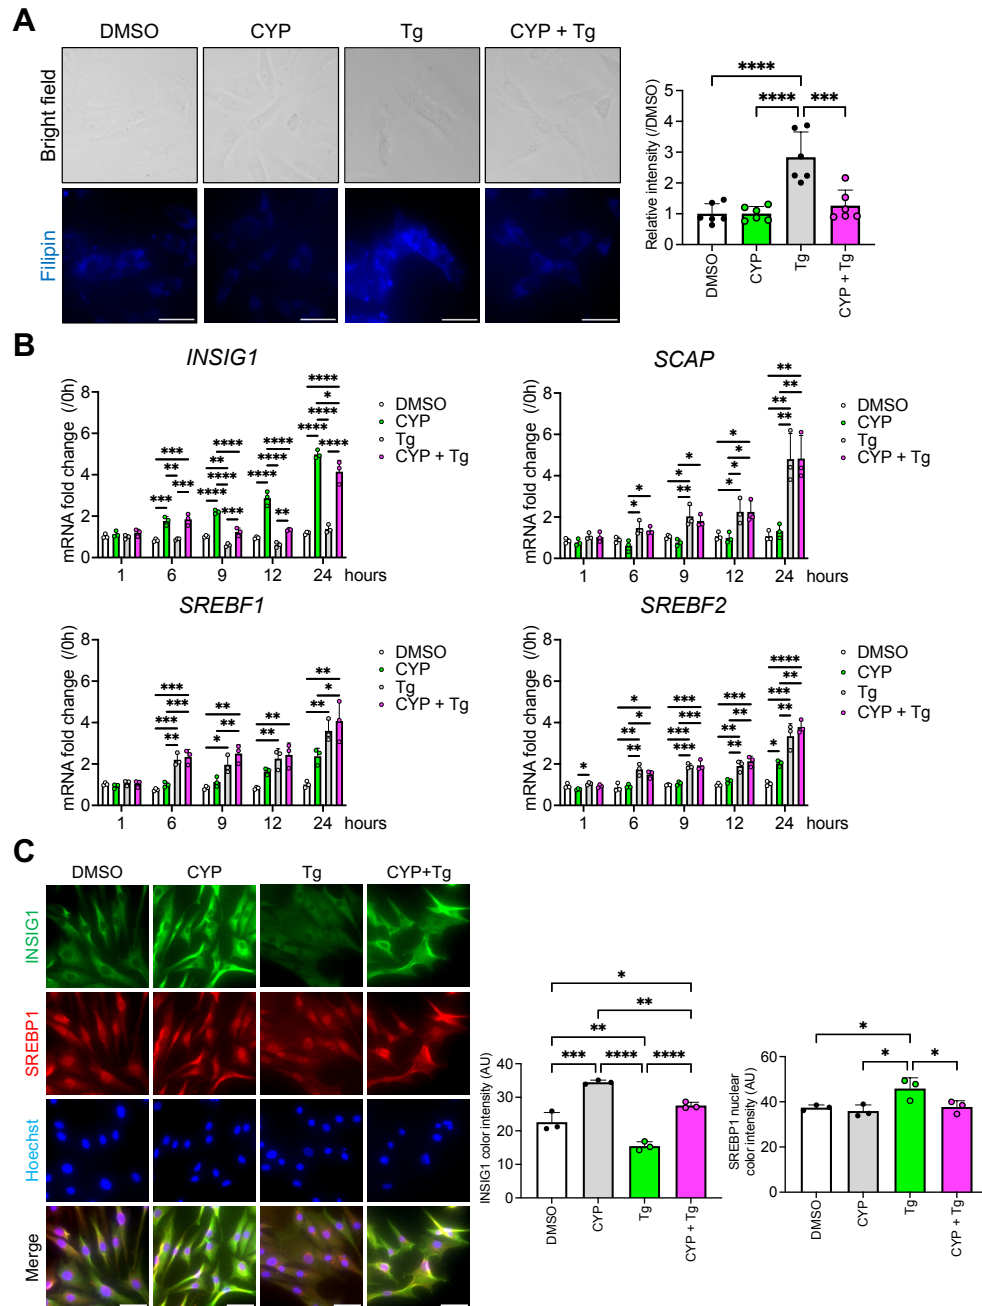

### Supplemental Figure 21. Cyproheptadine regulation of ER stress-induced lipid/cholesterol biosynthesis.

(A) Filipin staining ( $n = 6$ ) in chondrocytes incubated with CYP, Tg or CYP and Tg for 24 hours. Scale bar, 50  $\mu\text{m}$ . (B) Relative mRNA levels of *INSIG1*, *SCAP*, *SREBF1* and *SREBF2* in chondrocytes ( $n = 3$ ) incubated with CYP, Tg or CYP and Tg for 24 hours in qRT-PCR. (C) Immunocytochemistry of *INSIG1* (green) and *SREBP1* (red) in human chondrocytes ( $n = 3$ ) incubated with CYP, Tg or CYP and Tg for 24 hours. Scale bar, 50  $\mu\text{m}$ . Data are presented as means  $\pm$  SD. Statistical analysis was performed using one-way ANOVA with the Tukey-Kramer post hoc test. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ .

**Supplemental Table 1. Summary of drugs which have similar effects with FOXO3 overexpression in the in-silico screening.**

| Target                | # of Hits | Compound                                                                                                                          |
|-----------------------|-----------|-----------------------------------------------------------------------------------------------------------------------------------|
| PI3K/AKT              | 12        | TGX-221, BEZ235, PI-103, Wortmannin, PI-828, KU-0060648, AKT-inhibitor-1-2, PIK-90, MK-2206, ZSTK-474, AZD-6482, AKT-inhibitor-IV |
| mTOR                  | 9         | AZD-8055, Rapamycin, BEZ235, WYE-354, KU-0063794, Temsirolimus, WYE-125132, OSI-027, Torin-1                                      |
| Serotonin receptor    | 6         | Cyproheptadine, Anpirtoline, Spiramide, Ondansetron, Thioridazine, Perphenazine                                                   |
| Histamine receptor    | 4         | Cyproheptadine, lodophenpropit, Perphenazine, Carbinoxamine                                                                       |
| HDAC                  | 4         | Apicidin, ISOX, Panobinostat, Tubastatin A                                                                                        |
| IGF1/Insulin receptor | 3         | BMS-754807, BMS-536924, Linsitinib                                                                                                |
| Actin polymerization  | 3         | Cytochalasin B, Latrunculin B, Cytochalasin D                                                                                     |

**Supplemental Table 2. Sequences of primers for qRT-PCR.**

| Gene                   | Forward (5'-3')           | Reverse (5'-3')           |
|------------------------|---------------------------|---------------------------|
| Human <i>GAPDH</i>     | AGCCACATCGCTCAGACAC       | GCCCAATACGACCAAATCC       |
| Human <i>FOXO1</i>     | AAGAGCGTGCCCTACTTCAA      | CTGTTGTTGTCCATGGATGC      |
| Human <i>FOXO3</i>     | GCAAGCACAGAGTTGGATGA      | CAGGTCGTCCATGAGGTTTT      |
| Human <i>MAP1LC3B</i>  | GAGAAGACCTTCAAGCAGCG      | AAGCTGCTTCTCACCCCTTGT     |
| Human <i>GABARAPL1</i> | TCCGGAAGAGAATCCACCTG      | GTCTTCCTCATGATTGTCCTCATAC |
| Human <i>ATG14</i>     | GGACTCCGTGGACGATGC        | CTTGTCGATAAACCTCTCCCG     |
| Human <i>SESN3</i>     | CGGTCGTCTGGACAACATCA      | GATGTCTAGCTGCAGCCATTATT   |
| Human <i>GPX3</i>      | AGAAGTCGAAGATGGACTGCC     | TGGTCGGACATACTTGAGGGT     |
| Human <i>IL6</i>       | GGTACATCCTCGACGGCATCT     | GTGCCTCTTTGCTGCTTTTAC     |
| Human <i>MMP13</i>     | GTCTCTCTATGGTCCAGGAGATGAA | AGGCGCCAGAAGAATCTGT       |
| Human <i>CALM1</i>     | ATCAGCTGACCGAAGAACAGA     | AGTGACCTCATGACAGTTCCAA    |
| Human <i>CALM2</i>     | GGCTGACCAACTGACTGAAGA     | GTGCCATTACCATCAGCATCTAC   |
| Human <i>CALM3</i>     | TAGGCTGACCAGCTGACTGA      | CCAACCTCCTTGGTGGTGATAGT   |
| Human <i>PIEZO1</i>    | GCCGTCCTGAGAGGATGTTT      | TGGAAGAGGAAGAGGTTGAGATGA  |
| Human <i>PIEZO2</i>    | TGACAGTATCTCCAGCTGCTAC    | GAGGAGGACATATCCATGCTGAG   |
| Human <i>TRPV2</i>     | GGCCAAGAAGATGGCTCTGA      | GAAGAGCCGATCTCGGTCAA      |
| Human <i>TRPV4</i>     | CCTGTTCTTCTTACCAACATCAA   | TGAGACGATCACCAGGACAGA     |
| Human <i>YAP1</i>      | GTGGATGAGATGGATACAGGTGATA | TCCTGCAGACTTGGCATCAG      |
| Human <i>IGF1</i>      | TGTGACATTGCTCTCAACATCTC   | TGGTGTGCATCTTACCTTCA      |
| Human <i>LEF1</i>      | CCAAGAATGACAGCTGCCTACA    | AACAAGCTTCCATCTCCAGAAGAG  |
| Human <i>PTGS2</i>     | CTGGTGCCTGGTCTGATGA       | GCCACTCAAGTGTTGCACATA     |
| Human <i>PTGER4</i>    | CCAGATGGTCATCTTACTCATTGC  | AACTTGGCTGATATAACTGGTTGAC |
| Human <i>BMP2</i>      | CGCAGCTTCCACCATGAAG       | CTGAAGCTCTGCTGAGGTGATA    |
| Human <i>RUNX2</i>     | CCGGAATGCCTCTGCTGTTA      | AGCTTCTGTCTGTGCCTTCTG     |
| Human <i>ALPL</i>      | CCTCGTTGACACCTGGAAGAG     | TCCGTCACGTTGTTCTCTGTT     |
| Human <i>NGF</i>       | GGCCACACTGAGGTGCATAG      | AGGGCAGTGTCAAGGGAATG      |
| Human <i>HSPA5</i>     | GGAACCATCCCGTGGCATAA      | TGGTAGGCACCACTGTGTTC      |
| Human <i>EIF2AK3</i>   | GCCTTAGCCAAGCTTGAACAC     | GGCCAGTCTGTGCTTTTCATC     |
| Human <i>ATF4</i>      | TGTGGATGGGTTGGTCAGTC      | ACAGGGCATCCAAGTCGAAC      |
| Human <i>DDIT3</i>     | GGAGCTGGAAGCCTGGTATG      | GCAGGGTCAAGAGTGGTGAA      |
| Human <i>ERN1</i>      | ACCAGCGTGGTGATAGTTGG      | CTCACGGTCTGCGAAGCTAA      |
| Human <i>XBP1s</i>     | AGGCGCTGAGGAGGAAACT       | CCCAAGCGCTGTCTTAACTC      |
| Human <i>ATF6</i>      | AGTATCAGGAAGCTCAGGGAGTG   | GTAGCTGGTAACAGCAGGTGA     |
| Human <i>INSIG1</i>    | CTCGTGCTCTTCTCGGTTGG      | CGAGGTGACTGTCGATACAGG     |
| Human <i>SCAP</i>      | TGCATCTTAGCCTGCTGCTAC     | CACTCAGGCTGCTCAGTAGG      |
| Human <i>SREBF1</i>    | GCTGACCGACATCGAAGACAT     | GGCTTCAAGAGAGGAGCTCAA     |
| Human <i>SREBF2</i>    | GCTGGCTTCTCTCCCTACTC      | GAAGAATCCGTGAGCGGTCTA     |

## **Supplemental Videos**

### **Supplemental Video 1. Intracellular calcium level after histamine treatment.**

Response to histamine (10  $\mu$ M) stimulation in TC28 cells pretreated with DMSO for 1 hour. Green fluorescence indicates the change of intracellular calcium levels. 50x speed.

### **Supplemental Video 2. Intracellular calcium level after histamine treatment following cyproheptadine pretreatment.**

Response to histamine (10  $\mu$ M) stimulation in TC28 cells pretreated with cyproheptadine (30  $\mu$ M) for 1 hour. Green fluorescence indicates the change of intracellular calcium levels. 50x speed.

### **Supplemental Video 3. Intracellular calcium level after DMSO treatment.**

Response to DMSO in TC28 cells. Green fluorescence indicates the change of intracellular calcium levels. 50x speed.

### **Supplemental Video 4. Intracellular calcium level after cyproheptadine treatment.**

Response to cyproheptadine (30  $\mu$ M) in TC28 cells. Green fluorescence indicates the change of intracellular calcium levels. 50x speed.

### **Supplemental Video 5. Intracellular calcium level after thapsigargin treatment.**

Response to thapsigargin (1  $\mu$ M) stimulation in TC28 cells pretreated with DMSO for 1 hour. Green fluorescence indicates the change of intracellular calcium levels. 50x speed.

### **Supplemental Video 6. Intracellular calcium level after thapsigargin treatment following cyproheptadine pretreatment.**

Response to thapsigargin (1  $\mu$ M) stimulation in TC28 cells pretreated with cyproheptadine (30  $\mu$ M) for 1 hour. Green fluorescence indicates the change of intracellular calcium levels. 50x speed.

## Supplemental References

1. Glasson SS, et al. The surgical destabilization of the medial meniscus (DMM) model of osteoarthritis in the 129/SvEv mouse. *Osteoarthritis Cartilage*. 2007;15(9):1061-1069.
2. Chaplan SR, et al. Quantitative assessment of tactile allodynia in the rat paw. *J Neurosci Methods*. 1994;53(1):55-63.
3. Courties A, et al. Human-specific duplicate CHRFAM7A gene is associated with more severe osteoarthritis and amplifies pain behaviours. *Ann Rheum Dis*. 2023;82(5):710-718.
4. Pritzker KPH, et al. Osteoarthritis cartilage histopathology: grading and staging. *Osteoarthritis Cartilage*. 2006;14(1):13-29.
5. Krenn V, et al. Grading of chronic synovitis -- a histopathological grading system for molecular and diagnostic pathology. *Pathol Res Pract*. 2002;198(5):317-325.
6. Nagira K, et al. Histological scoring system for subchondral bone changes in murine models of joint aging and osteoarthritis. *Sci Rep*. 2020;10(1):10077.
7. Zhou Y, et al. Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. *Nat Commun*. 2019;10(1):1523.

How the deposited data were processed for this re-analysis (not part of the article)

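RNA-seq was analysed for 20 cultures of human primary chondrocytes in 4 groups of 5, which received DMSO, cyproheptadine, IL-1β after DMSO, or IL-1β after cyproheptadine. The authors made the libraries with random primers and removed ribosomal RNA fragments with CRISPRclean after PCR. They checked the reads with FastQC, trimmed adapters with Trim Galore!, aligned reads to GRCh38 with STAR and counted them per gene with featureCounts. The authors deposited one table of these raw read counts per gene, with no normalization, with a column for each library and no pooling of replicates. The paper's text names neither the annotation version nor the strand setting nor the treatment of reads that map to several places, so values of overlapping, antisense and near-identical genes are uncertain. Fragments were not marked with molecular identifiers as far as the text and protocols state, and intervals or detection floors therefore cover counting error only. The table has 60623 genes, of which 60295 (99.5%, holding 99.6% of the counts) were found in the GENCODE v44 annotation by Ensembl identifier. SOD2 was among those not found and is given without a position. Gene symbols are those of the table. There was no line in the table without a gene. Coordinates are those of GENCODE v44 on GRCh38.

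The total count was between 2487791 and 6469691 per library, with a median of 5063759. Protein-coding genes held between 95.1% and 96.4% of the counts, the 10 most abundant genes between 8.75% and 14.1%, and ribosomal RNA genes between 0.087% and 0.20%. In 40 pairs of libraries within groups, a chi-square statistic per degree of freedom over genes with enough counts was between 7.25 and 28.6, so no library was a copy of another. Genes with a sum of 3 counts or fewer over the 5 libraries of a group were called not detected.

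The computation started from the deposited counts. edgeR 4.0.16 in R 4.3.3 filtered genes on low counts with filterByExpr by group, which kept 13635 genes, and normalized with TMM. A quasi-likelihood model with a term for each group was fitted to all 20 libraries, since the groups came from one experiment and share one estimate of the spread. The contrasts were cyproheptadine against DMSO, IL-1β against DMSO, IL-1β with cyproheptadine against IL-1β, and the interaction, which is the difference between the effects of cyproheptadine with and without IL-1β. P-values were adjusted with the Benjamini-Hochberg method, and genes with an adjusted p-value under 0.05 were called, as in the authors' methods, with no limit on the fold change. The authors used DESeq2, and their text does not say whether the groups were fitted together or whether the donor was a term. The standard error of a log2 fold change was taken as its size divided by the square root of the quasi-likelihood F statistic. Principal components used log2 CPM with a prior count of 2 over the 500 most variable genes tested. TPM values divided counts by the length of merged exons in GENCODE v44.

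Gene sets of Metascape, TRRUST and Gene Ontology were not used here. In their place, 15 lists were tested. They were FOXO3 targets, core autophagy machinery, lysosomal genes, ATF4 targets, ATF6 and XBP1 targets, cholesterol synthesis enzymes, COPI and COPII coat genes, cytosolic tRNA synthetases, NF-κB targets, interferon-stimulated genes, PPAR-γ targets, calcium signaling mediators, chondrocyte matrix genes and replication-dependent histone genes, written from general knowledge, and the cell cycle genes of Seurat 5.3.0. Each was tested against all other genes with camera of limma 3.58.1 with an inter-gene correlation of 0.01 and adjusted across lists. The genes of the study's heat maps were read from its figures and only counted, because the study selected them on these libraries. A further 5 lists were written after the most changed genes were seen. These were tubulin genes, SRF and MRTF targets, NRF2 targets, mitochondrially encoded mRNAs and nuclear respiratory chain genes.

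The genes named in the text were chosen by a rule. It takes every gene that the study names in its RNA-seq results or shows in an RNA-seq expression panel. For each comparison it adds the 5 increased and 5 decreased genes with the smallest adjusted p-values among genes called whose 5 treated libraries all lay on one side of the 5 comparison libraries. Results for some genes that the rule takes are not reported here. The sample groups, the design, the lists, the rule and the alternatives were set before the data were examined, apart from those stated as chosen later. The alternatives were DESeq2 1.42.0 on all 20 libraries, DESeq2 and edgeR on the 10 libraries of each comparison, the donor as a block with all 20 libraries or with the 12 libraries of the 3 donors present in all groups, RLE normalization, no filter on low counts, at least 10 counts in every library, and each library left out in turn. For the lists they were an estimated inter-gene correlation, fry and the donor block, and for the principal components all genes tested or variance-stabilized counts. Thinning all libraries to the smallest total, RPKM in place of TPM, and DESeq2 with its filtering tuned to an adjusted p of 0.05 were chosen after the data were seen.

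The donors were read from the library names, and replicate numbers alone do not mark them in all groups. Libraries of one donor deviated from their group means together. The correlation of these deviations across genes was between 0.36 and 0.48 for the 5 pairs of DMSO and cyproheptadine libraries, against -0.27 to 0.14 between different donors. It was between 0.17 and 0.38 for the 5 pairs under IL-1β and between 0.17 and 0.22 for the 3 pairs of DMSO and IL-1β libraries. The authors' methods name no donor term, so the main values have none.

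The scripts were tested on simulated counts with 200 changed genes in each of 2 comparisons. Of the simulated genes, edgeR tested 13402 and DESeq2 tested 17324 in these comparisons. edgeR recovered 196 and 191 of the 200 genes with 3 and 4 false calls. The donor block recovered 196 and 190 with 5 and 6 false calls, and DESeq2 recovered 197 and 191 with 4 and 9 false calls. Of 20 lists without simulated change, 0 had a camera p-value under 0.05. Simulated genes were drawn independently of each other. These lists therefore could not test camera where the genes of a list vary together. Reads, splicing and sequence variants of the donors were not analysed here, nor were the study's qPCR, Western blot, imaging and mouse data.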

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

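The regroupings of libraries in the 3 pairwise comparisons were set up as tests before their results were seen. The interaction contrast, the tests of named genes and the list tests on lists fixed beforehand belonged to the design set before the data were examined. So did the fits with the donor as a block and those without a library. The regrouping for the interaction and the remaining tests in this part were chosen after the results were seen. Of 100 splits of the libraries drawn from 126 for cyproheptadine against DMSO, only the real split, 1 of 100, gave as many as 1160 genes with an adjusted p-value under 0.05, and the highest other split gave 41. In the comparison of IL-1β with cyproheptadine against IL-1β it was also 1 of 100, with 3800 genes against at most 889. Among the splits that part all 5 donor pairs, the highest other number was 0 for cyproheptadine alone and 193 under IL-1β.

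In groups of 5 libraries, 1 library stood apart from the other four, by a gap above 0.71 of the group's range, for 16 of 197 reported values, where chance gives 9.85. The excess is small, and chance cannot be told apart from an effect of single cultures, because each group holds 5 libraries and the values of 1 library are not independent. IL-1β replicate 5 stood apart on 4 of these values, and DMSO replicate 5 and cyproheptadine replicate 5, which came from one donor, on 3 each.

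IL-1β replicate 3 had the lowest total, 2487791 counts against 5122614 to 6144633 in the rest of its group, and the fewest genes detected, 16331 against 18332 to 19101. A lower sequencing depth of this library could lower the number of genes called or create calls among low genes. With every library thinned to its total, 3220 genes were called between IL-1β with cyproheptadine and IL-1β, and 1292 of the 1594 increased and 1675 of the 2206 decreased genes were among them, so a difference in library size is not the source of most of the 3800 calls. Lower depth may explain the fewer genes detected, but detected genes were not counted again after thinning. No biological explanation was tested for this library.

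DMSO replicate 5 had the highest PC2 value of its group, -0.513 against -9.33 to -7.57, which is nearer to the cyproheptadine libraries. It also had the highest SREBF2 level (195 CPM against 114 to 125) and the lowest CALM2 level (112 CPM against 159 to 177), both in the direction of the cyproheptadine effect. Its PC2 value was still below those of the cyproheptadine libraries (0.81 to 11.4). A property of the donor or of this culture may explain this. Cyproheptadine replicate 5, from the same donor, was also highest in its group for PC2 (11.4) and SREBF2 (271 CPM against 189 to 219). It was lowest for CALM2 (107.5 CPM against 121.5 to 134.3), which goes with a property of the donor. With IL-1β alone, the highest PC2 and SREBF2 values came from replicate 5, which is another donor, so the question stays open. Without DMSO replicate 5, 637 genes were increased by cyproheptadine in place of 559, and CALM2 was called decreased (adjusted p = 0.0096, with 0.0096 to 0.22 over the libraries left out), as ATG14 was called increased (0.011, with 0.011 to 0.17). The increase of PTGER4 by IL-1β was no longer called without it (0.051).

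Cyproheptadine replicate 5, from the same donor, was highest for SCAP (79.6 CPM against 55.6 to 60.7) and ATG14 (38.6 CPM against 29.2 to 29.5) and lowest for EIF2AK3 (42.3 CPM against 62.4 to 70.3). Cyproheptadine replicate 4 was highest for TUBB (580 CPM against 427 to 443) and lowest for KLHL24 (53.7 CPM against 67.1 to 72.1), which in both genes is a smaller response. IL-1β replicate 5 was highest for SREBF1 (179 CPM against 100.1 to 116), MAP1LC3B (265 CPM against 167 to 190), KLF7 (16.9 CPM against 9.62 to 11.1) and PTGER4 (78.4 CPM against 27.6 to 37.5). IL-1β replicate 2 was highest for SKI (119 CPM against 102 to 104), and IL-1β replicate 1 was highest for NID2 (197 CPM against 138 to 151). Differences between donors may underlie such values, and since 16 values of this kind were found where chance gives 9.85, no cause was assigned. Without IL-1β replicate 5, both calls of PTGER4 were lost (adjusted p = 0.24 for IL-1β, with 0.013 to 0.24 over the libraries left out, and 0.18 for cyproheptadine under IL-1β, with 0.015 to 0.18), and the increase of MAP1LC3B by cyproheptadine under IL-1β was called (0.0092, with 0.0092 to 0.13).

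The effect of cyproheptadine differed with IL-1β in 882 genes by the interaction test, 270 with a more positive and 612 with a more negative effect under IL-1β. Of 50 groupings of the donor pairs drawn from 126, in a model with the pair as a block, only the real one, 1 of 50, gave as many genes (2206), and the highest other grouping gave 75. The cultures with IL-1β were also kept for 6 hours longer, and they shared only 3 of 5 donors with the cultures without it. A difference between donors is a candidate explanation, but with the 3 donors present in all groups as a block, 906 genes still differed. The longer culture was not separated from IL-1β by the design.

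Genes with a larger effect under IL-1β than without it were HELZ2 (log2 fold change -0.14 alone and -2.28 under IL-1β, difference -2.14, adjusted p = 6.5e-05), SKI (difference 1.16, adjusted p = 8.7e-05), NID2 (difference -1.83, adjusted p = 9.6e-05), SIX4 (difference 1.46, adjusted p = 0.00083), KLF7 (difference 1.28, adjusted p = 0.0013), PYCR1 (difference 1.24, adjusted p = 0.0020), APBB2 (difference 0.80, adjusted p = 0.0031), TUBB2A (difference -1.07, adjusted p = 0.0077), VLDLR (difference 0.85, adjusted p = 0.011), NFKB1 (difference -0.59, adjusted p = 0.019), ATP2A2 (difference -0.54, adjusted p = 0.025) and ZFP36L2 (difference 0.72, adjusted p = 0.047). PARP14, ATP2B1, GPX3, BMP2 and PTGS2 had a positive log2 fold change alone and a negative one under IL-1β, with differences of -1.29, -0.97, -0.95, -1.85 and -1.53 (adjusted p = 0.00026, 0.00038, 0.011, 0.022 and 0.042). MTSS2 had log2 fold changes of -0.45 alone and 0.44 under IL-1β (difference 0.90, adjusted p = 0.0046), and NREP of -0.88 and -0.097 (difference 0.79, adjusted p = 0.031).

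Genes of lipid regulation and ER stress rose with cyproheptadine alone, and under IL-1β they rose less or fell. INSIG1 had log2 fold changes of 1.65 alone and 0.052 under IL-1β (difference -1.60, adjusted p = 0.0012), and SREBF2 had 0.67 and -0.18 (difference -0.86, adjusted p = 0.0087). HSPA5, XBP1, PPP1R15A and DDIT3 had differences of -1.11, -0.76, -0.83 and -1.56 (adjusted p = 0.0042, 0.0048, 0.0060 and 0.0080). IL-1β alone increased INSIG1 by 2.65 and SREBF2 by 1.46, and whether a level already raised limits a further rise was not tested. The sign of the INSIG1 value under IL-1β changed without IL-1β replicate 1 or 4 (-0.067 to 0.22 over all libraries left out).

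Among the gene lists, the median difference was -0.82 for ATF6 and XBP1 targets (14 of 20 genes called, camera, adjusted p = 1.6e-16), -0.95 for cholesterol synthesis (9 of 20, 1.6e-09), -0.87 for chondrocyte matrix genes (0 of 15, 5 at an unadjusted p under 0.05, 0.0042), -1.42 for histone genes (2 of 7, 0.027), -1.88 for interferon-stimulated genes (19 of 38, 1.6e-16), -0.50 for lysosomal genes (11 of 43, 4.5e-11), -0.36 for NF-κB targets (6 of 40, 0.0021), -0.21 for core autophagy genes (4 of 40, 0.015) and -0.19 for vesicle coat genes (4 of 22, 0.0011). With an estimated inter-gene correlation 0 of these lists passed an adjusted p of 0.05, and with fry 6 passed, which left out the matrix, histone and NF-κB lists. GC content, gene length or expression level could shift a whole list. Among 10000 random lists matched on these properties, 0 had as large a median difference for the ATF6 and XBP1, cholesterol synthesis, matrix, interferon and lysosomal lists, 16 for the histone list, 39 for the NF-κB list and 74 for the core autophagy list. These properties therefore do not account for those medians, whereas 2455 matched lists were as extreme as the vesicle coat list, whose difference they may explain. Different donors with and without IL-1β could also give such differences. Within the 3 donors present in all groups, the list mean changed more negatively under IL-1β in 3 of 3 donors for 8 of the 9 lists, where the difference nearest to 0 was -0.383 for ATF6 and XBP1 targets, -0.29 for cholesterol synthesis, -0.516 for matrix genes, -0.32 for histone genes, -1.59 for interferon-stimulated genes, -0.383 for lysosomal genes, -0.0954 for core autophagy genes and -0.208 for vesicle coat genes, so different donors are not the whole source there. For NF-κB targets it did so in 2 of 3 (-0.70 to 0.113), and different donors cannot be told apart from an effect of IL-1β for that list, because the 3 donors go both ways. An effect that depends on IL-1β remains a hypothesis for the lists other than the vesicle coat and NF-κB lists, and the longer culture stays open.

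Interferon-stimulated genes, which the paper does not discuss, fell with cyproheptadine under IL-1β by a median log2 fold change of -2.23, in 38 of 38 tested genes (37 called decreased, or 38 adjusted over the list alone) and in 5 of 5 donor pairs (list means from -2.97 to -0.77). The size of the IL-1β induction could set the size of the fall, but of 10000 lists of IL-1β-increased genes matched on induction, expression, length and GC content, 0 had as low a median. A loss of the interferon response is a hypothesis, and estimated inter-gene correlation left the camera test at an adjusted p of 0.14.

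The 13 mitochondrially encoded mRNAs fell by a median log2 fold change of -1 with cyproheptadine under IL-1β. Of them 12 were called, and the list mean was lower in 5 of 5 donor pairs. Without IL-1β they also fell with cyproheptadine, by a median of -0.37 (4 called, 9 adjusted over the list alone, camera, adjusted p = 8.3e-06, estimated correlation 0.10), and in 5 of 5 donor pairs (-0.39 to -0.25). Normalization could produce such a shift, but the size factor of a library moves all its genes alike, and a loss of respiratory chain expression in general would lower nuclear respiratory chain genes alike. The mitochondrial list fell further than the nuclear list in 5 of 5 donor pairs, by at least 0.485 (differences from -0.99 to -0.485), so neither is the whole source of the fall, whereas a part in it stays open for both. These mRNAs have nuclear copies with similar sequence, and reads shared with them were not tested. An effect of cyproheptadine on mitochondrial RNA is a hypothesis that stays open beside those reads.

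Tubulin genes fell with cyproheptadine by a median log2 fold change of -1.34 without IL-1β and -1.68 with it, with 9 of 12 decreased and 1 increased in each. Targets of the actin-regulated factors SRF and MRTF had medians of -0.66 (15 of 23 decreased) and -0.50 (15 decreased and 3 increased). Of 10000 lists matched on expression, length and GC content, 0 had as low a median as the tubulin list and 0 as the SRF and MRTF list without IL-1β, so these properties are not likely to be the source of either. With IL-1β, 64 lists were as low as the SRF and MRTF list. Reads shared between tubulin paralogs could shift counts between the genes, but the summed CPM of all tubulin genes also fell, by a log2 ratio between -1.66 and -1.29 (highest -1.289) over 5 donor pairs. Fewer cycling cells may lower tubulin, since tubulin is made in dividing cells. The summed tubulin level fell further than the cell cycle genes in 5 of 5 donor pairs without IL-1β (differences from -0.61 to -0.25), although the mean of the tubulin genes did so in only 3 of 5 (-0.27 to 0.091). With IL-1β alone, which lowered cell cycle genes more, tubulin fell less than they did in 3 of 3 donor pairs (0.61 to 0.79). These values cannot exclude a loss of cycling cells as the only source. A summed level and a mean over genes are different measures, and the means of both lists, compared alike, went both ways. The comparison with IL-1β cannot decide it either, since IL-1β was given for a shorter time than cyproheptadine. In addition, 1 tubulin gene is also on the cell cycle list. An effect on the cytoskeleton is a hypothesis for further study that stays open beside a loss of cycling cells.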

How the results depend on the processing

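Thinning, DESeq2 tuned to an adjusted p of 0.05, RPKM and the further lists were tests chosen after the data were seen. The 3 pairwise comparisons kept the order of their total counts of genes called under all alternatives run. The number of genes increased and decreased by cyproheptadine was 559 and 601, with 477 and 549 without a filter on low counts, 561 and 559 with at least 10 counts in every library, 531 and 647 with RLE, 608 and 721 with edgeR on 10 libraries, 762 and 854 with DESeq2 on 10 libraries and 441 and 618 after thinning. For IL-1β it was 3683 and 3651, with 2737 and 2729 at the lowest (at least 10 counts, where fewer genes were tested) and 3997 and 3844 with tuned DESeq2 at the highest. For cyproheptadine under IL-1β it was 1594 and 2206, with the lowest values, apart from fits without a library, at 1323 (3 donors as a block, fewer libraries) and 1667 (no filter), and the highest at 2053 and 2850 with the donor block. Apart from the donor block and fits without a library, the interaction had between 706 (thinned) and 1216 (tuned DESeq2) genes. The overlap of genes increased by IL-1β and decreased by cyproheptadine had between 845 (no filter) and 1541 (donor block) genes, and that of the opposite directions between 654 (3 donors as a block) and 1085 (donor block). The default DESeq2 fit included all 559 genes increased and 600 of the 601 genes decreased by cyproheptadine. PC1 held 57.6% of the variance with all genes tested and 85.1% with variance-stabilized counts, against 82.1%.

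The donor block changed the counts by more than 1.5 times in several results, because it removes the variation between donors that the paired libraries share. It gave 1142 increased and 1120 decreased genes for cyproheptadine alone, 1948 genes in place of 882 for the interaction, 26 NF-κB targets decreased by cyproheptadine under IL-1β in place of 16, and 10 FOXO3 targets increased in place of 6. Among named genes it added the calls of CALM2 and ATG14 for cyproheptadine alone, PIEZO2 and TRPV2 for IL-1β, and HRH1 and MAP1LC3B for cyproheptadine under IL-1β. Among the lists it took vesicle coat genes under IL-1β from an adjusted p of 0.047 to 0.10. The block changed no other call of a named gene or a list test. Fits to the 10 libraries of a comparison cannot give the interaction and have no value for it.

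Requiring at least 10 counts in every library lowered the number of decreased cell cycle genes to 36 for cyproheptadine (from 65) and to 46 for IL-1β (from 92), that of NF-κB targets increased by IL-1β to 25 (from 40) and that of interferon-stimulated genes decreased by cyproheptadine under IL-1β to 22 (from 37). This follows from fewer genes tested, since genes near 0 in a group leave the test. With an inter-gene correlation estimated from the libraries, the number of lists past an adjusted p of 0.05 was 8 for cyproheptadine alone (from 11), 1 for IL-1β (from 9), 0 for cyproheptadine under IL-1β (from 9) and 0 for the interaction (from 9). With fry these were 10, 12, 10 and 6.

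Leaving out each library of a comparison in turn gave from 338 to 637 genes increased and from 402 to 665 decreased by cyproheptadine. The lowest, 338, came without cyproheptadine replicate 2, and the cause was not tested. The range was from 3430 to 3681 increased and from 3429 to 3690 decreased genes for IL-1β, from 1309 to 1527 and from 1842 to 2172 for cyproheptadine under IL-1β, from 667 to 998 for the interaction, and from 962 to 1201 and from 746 to 955 for the overlaps of opposite direction. Among the list counts, autophagy heat map genes ranged from 25 to 37, calcium ion binding genes from 12 to 20, FOXO3 targets from 5 to 7 and cell cycle genes with cyproheptadine from 50 to 69.

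Of the named genes, 4 changed direction in some fit, each with a value near 0. ATF6 with cyproheptadine alone was at -0.0014, with 0.0328 in the 3 donors as a block and from -0.119 to 0.092 with libraries left out, above 0 without DMSO replicate 2 or 3 or cyproheptadine replicate 3, 4 or 5. SCAP ranged from -0.0825 to 0.0689 for cyproheptadine alone, below 0 without DMSO replicate 2 or 4 or cyproheptadine replicate 2 or 5. FOXO3 ranged from -0.0262 to 0.22, below 0 without cyproheptadine replicate 4. INSIG1 ranged from -0.0671 to 0.223 for cyproheptadine under IL-1β, below 0 without IL-1β replicate 1 or 4. The cause was not tested. Over all values of named genes with libraries left out, 980 kept direction and call, 42 lost the call, 6 gained it and 12 changed sign. The default DESeq2 fit kept 102 of these results and added 2 calls, RLE kept 103 and lost 1, and thinning lost 6 and added 1. DESeq2 on the 10 libraries of a comparison lost 1 and added 1, edgeR on them lost 2 and added 1, no filter lost 1 and added 1, at least 10 counts lost 1 and added 3, and the 3 donors as a block lost 4 and added 3.

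For cyproheptadine alone, the call of HSPA5 was lost without DMSO replicate 1, 2, 3 or 5 or cyproheptadine replicate 1, 2 or 4 (adjusted p up to 0.13), and that of PIEZO1 without DMSO replicate 4 or cyproheptadine replicate 1 or 5 (up to 0.058). The call of PTGER4 for IL-1β was lost without DMSO replicate 2, 3 or 5 or IL-1β replicate 5 (up to 0.24). For cyproheptadine under IL-1β, a call was lost without a replicate of IL-1β alone in MMP13 (replicate 1), PTGS2 (3), PIEZO2 (3 or 4), ATG14 (2, 3 or 4), PTGER4 (5) and FOXO1 (1, 2 or 3). It was lost without a replicate of IL-1β with cyproheptadine in MMP13 (3 or 5), PTGS2 (2, 3 or 4), PIEZO2 (1, 2 or 5), ATG14 (1 or 3), PTGER4 (2, 3 or 4) and FOXO1 (2, 3, 4 or 5). The highest adjusted p-values of these genes were 0.057, 0.067, 0.11, 0.082, 0.18 and 0.25 in that order. With all libraries and the donor as a block, each of the calls lost here was made (adjusted p between 9.7e-09 for MMP13 and 0.023 for ATG14). No fit both left out a library and had the block. The increase of HRH1 in this comparison was called without IL-1β replicate 1 (0.016) and without replicate 2 (0.042) or 4 (0.048) of IL-1β with cyproheptadine, against 0.064 with all libraries.

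Depth limits the genes with few counts. Receptors and ligand enzymes with a handful of counts over 5 libraries could not be ranked, and the level of HTR2A (43 counts) was between 0.89 (without DMSO replicate 5) and 1.86 TPM with libraries left out. LEF1 and IGF1 had 59 and 98 counts in the 5 DMSO libraries together, which limits the precision of their fold changes. Thinned to the smallest library, the decrease of IGF1 by cyproheptadine alone was no longer called (adjusted p = 0.086), and the calls of PIEZO2, PTGER4, FOXO1, GABARAPL1 and ATG14 for cyproheptadine under IL-1β were lost.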

Differences from the paper's values

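With edgeR on all 20 libraries and no donor term, no count of genes differed from the paper's by more than 1.5 times. It did so in some alternatives, among them the donor block, with 1142 genes increased by cyproheptadine against the paper's 688, and fits without 1 library, with as few as 338 increased and 402 decreased against the paper's 688 and 821. The calcium ion binding genes were 14 without a filter on low counts and with 3 donors as a block, and from 12 to 20 without 1 library, against the paper's 26. The autophagy genes were as few as 25 without 1 library, against the paper's 42. The counts at the claims come from edgeR, and the paper's counts come from DESeq2 as its methods state. With its default settings on all 20 libraries DESeq2, an alternative set before the data were examined, gave the paper's own numbers, which are 688 increased and 821 decreased genes for cyproheptadine, 3981 and 3823 for IL-1β, 1706 and 2303 for cyproheptadine under IL-1β and 944 genes restored. Its number of IL-1β-increased genes decreased by cyproheptadine was 1178, where the figure shows about 1200 (Fig. 4C, read by eye). It also called 42 autophagy genes, 26 calcium ion binding genes, 75 cytokine signaling genes, 56 ossification genes and 44 neurogenesis genes, which are the paper's numbers, and 32 genes of the lipid heat map. A DESeq2 fit with filtering tuned to an adjusted p of 0.05, which was chosen after the values were seen and was run first, gave 691 and 834 genes for cyproheptadine.

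The expression levels in the paper are named TPM. On the TPM scale used here, HRH1 was at 28.8, ITPR3 at 189, ATP2A2 at 66.8 and CALM3 at 538, whereas the figures show about 6.7 (Fig. 5A), about 43 (Fig. 6B), about 15 (Fig. 6D) and about 120 (Supplemental Fig. 14C), all read by eye. As counts per kb of exon scaled to library size (RPKM), a scale chosen after the values were seen, they were 6.63, 43.5, 15.4 and 124. On that scale the values do not differ.

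Some statements of the paper were not met by these values. The paper's heat map of the unfolded protein response (Supplemental Fig. 19A) shows ATF6 among genes increased by cyproheptadine. Here the ATF6 mRNA had a log2 fold change of -0.0014 (adjusted p = 1.0, higher in 1 of 5 donor pairs), and none of the alternatives run called it. The paper reports CALM2 as decreased in qPCR. In the RNA-seq data CALM2 had a log2 fold change of -0.31 (adjusted p = 0.089), and it was called under the donor block (0.0485), under DESeq2 tuned to an adjusted p of 0.05 (0.047), which was chosen after the values were seen, and without DMSO replicate 5 (0.0096). The paper states that calcium-mediated signaling was suppressed, and a list of 33 calcium signaling mediators had a median log2 fold change of -0.033 (camera, adjusted p = 0.90) and a list mean that was slightly higher in 5 of 5 donor pairs (0.0079 to 0.12). This list is not the study's gene set.

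The paper states that target genes of PPAR-γ were induced by cyproheptadine under IL-1β. The list used here, which is not the study's, had a camera adjusted p of 0.13, and it passed only with fry (0.012). The paper states that only ATP2A2 was expressed among SERCA genes and that receptors other than HRH1 had very low levels. Here ATP2A3 was at 5.22 TPM (1.2 RPKM, 195 counts in 5 libraries), and HTR2A was at 1.49 TPM, or 0.35 on the RPKM scale, which is under the limit the paper gives.

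Some genes of the study's heat maps were not called with edgeR, and they are named because they were the exceptions. They were BMF, DAPK1, NPRL3, ATG14 and CTSA of the autophagy list, ACACA and TBL1XR1 of the lipid list, MYL9, CPS1, GPD2, ANXA2, EHD2, PLS3 and TGM2 of the calcium ion binding list, and CXCL3 and MAP3K7 of the cytokine list. The genes MMP12, LRRC17, GPC3, HEY1 and CXCL9 were not tested because of their low counts. The default DESeq2 fit of all 20 libraries called every gene of these lists.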

Other observations

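Tests of named genes, and camera and fry tests on the lists fixed beforehand, followed the design set before the data were examined. The test for different donors and the regrouping of libraries for IL-1β were also set before their results were seen. All other tests in this part, among them those on the further lists and on thinned libraries, were chosen after the results were seen. For IL-1β against DMSO, only the real split, 1 of 100, gave as many as 7334 genes, and the highest other split gave 1464. Different donors in the 2 groups could add genes to this comparison. Within the 3 donors present in both groups, 100% of the 7310 called genes that could be tested had the same sign, and 6018 (82.3%) were also called.

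The overlap of 1151 genes increased by IL-1β and decreased by cyproheptadine uses the same IL-1β libraries in both comparisons, which could create it. In 20 simulations with cyproheptadine unchanged from IL-1β, the correlation of the log2 fold changes was between -0.144 and -0.11, against -0.33 observed, so the shared libraries alone do not give the observed correlation. The overlap was not informative there, because almost no gene was called. Where the cyproheptadine effects were made unrelated to the IL-1β effects, as in 20 simulations with reassigned effects, the overlap was between 793 and 867 genes. The observed overlap was larger, and a reversal of part of the IL-1β response is a hypothesis in line with that.

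The genes measured by qPCR in Fig. 1 were also in the RNA-seq data, at a dose and times that the figure includes. The paper reports all of those named here as increased with cyproheptadine alone. In the RNA-seq data with cyproheptadine alone, MAP1LC3B was called increased (0.64, adjusted p = 0.0082), and FOXO3 and ATG14 had log2 fold changes of 0.11 and 0.44 (adjusted p = 0.79 and 0.059). The values for FOXO1, GABARAPL1, SESN3 and GPX3 were 0.26, 0.22, 0.29 and 0.17 (adjusted p = 0.62, 0.51, 0.43 and 0.58). FOXO1, GABARAPL1, GPX3 and ATG14 were higher in 5 of 5 donor pairs, FOXO3 in 4 and SESN3 in 3, which is the direction the paper reports, and apart from ATG14 none of these 6 genes was called in any alternative run. Under IL-1β, cyproheptadine increased SESN3 (0.72, adjusted p = 0.0088, higher in 5 of 5 donor pairs) and ATG14 (0.44, adjusted p = 0.027) and decreased GPX3 (-0.78, adjusted p = 0.00078), GABARAPL1 (-0.55, adjusted p = 0.015) and FOXO1 (-0.68, adjusted p = 0.048), each lower in 5 of 5 donor pairs. The FOXO1 call was lost without IL-1β replicate 1 (log2 fold change -0.36, adjusted p = 0.25, with 0.013 to 0.25 over the libraries left out) and without 6 other libraries. It was also lost with DESeq2 or edgeR on 10 libraries, RLE, at least 10 counts in every library and thinning (adjusted p up to 0.11). With all libraries and the donor as a block, the adjusted p of FOXO1 was 0.00082. FOXO3 and MAP1LC3B had log2 fold changes of 0.14 and 0.39 with cyproheptadine under IL-1β (adjusted p = 0.58 and 0.053).

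HRH1 fell from 34.5 ± 3.7 CPM with DMSO to 24 ± 5.75 CPM with IL-1β (log2 fold change -0.50, adjusted p = 0.012, lower in 3 of 3 donor pairs). Cyproheptadine did not change it in cells without IL-1β (0.11, adjusted p = 0.75). Under IL-1β it was at 32.3 ± 7.5 CPM with cyproheptadine (0.41, adjusted p = 0.064, higher in 5 of 5 donor pairs).

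IL-1β increased cholesterol synthesis and stress genes by itself. Of the 20 cholesterol synthesis enzymes 17 were increased (median log2 fold change 1.61, camera, adjusted p = 1.4e-06), and SREBF1 and INSIG1 rose by 0.57 and 2.65 (adjusted p = 0.0022 and 1.6e-10), whereas SCAP fell by 0.56 (adjusted p = 0.00042). IL-1β also increased 14 of 20 ATF6 and XBP1 targets (median 0.64, adjusted p = 4.1e-05), 33 of 43 lysosomal genes (0.64, 6.7e-08), 20 of 40 core autophagy genes (0.38, 0.0015) and 10 of 22 vesicle coat genes (0.15, 0.047). It increased 38 of 38 interferon-stimulated genes (median 4.91, or 4.83 with genes near 0 counts at their bound, adjusted p = 7.6e-21). Lists that camera did not call for IL-1β were ATF4 targets (0.76), FOXO3 targets (0.59), matrix genes (0.56), tRNA synthetases (0.24), PPAR-γ targets (0.46) and calcium signaling mediators (0.30), although fry called the FOXO3, PPAR-γ and calcium lists (2.4e-05, 0.010 and 0.0084). PPARG itself rose with IL-1β by 2.30 (adjusted p = 5.0e-07).

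With cyproheptadine alone, PPAR-γ targets had 3 of 12 genes increased (median 0.33, camera, adjusted p = 0.014). Histone genes had 0 of 7 called and 4 decreased at an unadjusted p under 0.05 (3 adjusted over the list alone, median -0.68, adjusted p = 0.00046). Camera did not call matrix genes (0.45), interferon-stimulated genes (0.79) or NF-κB targets (0.90) for cyproheptadine alone. Under IL-1β, cyproheptadine increased 12 of 20 tRNA synthetase genes (median 0.36, adjusted p = 1.2e-05), and it decreased 56 of 96 cell cycle genes (-1.19, 8.4e-09), 18 of 43 lysosomal genes (-0.32, 0.0047), 5 of 7 histone genes (-2.10, 0.0087) and 6 of 15 matrix genes (-0.996, 0.0024), the last with a lower list mean in 5 of 5 donor pairs (-1.04 to -0.80). FOXO3 targets (0.097), core autophagy (0.74), vesicle coats (0.68), cholesterol synthesis (0.070) and calcium signaling mediators (0.13) were not called there, although the list means of FOXO3 targets and calcium signaling mediators were higher in 5 of 5 donor pairs (0.082 to 0.45 and 0.13 to 0.24) and that of vesicle coats was lower in 5 of 5 (-0.092 to -0.0074).

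The branches of the unfolded protein response moved apart. Under IL-1β, cyproheptadine increased 16 of 25 ATF4 targets (median 0.86, camera, adjusted p = 4.5e-10) and decreased 16 of 20 ATF6 and XBP1 targets (-0.61, adjusted p = 4.4e-09). The mean of the ATF6 and XBP1 targets was below that of the ATF4 targets in 5 of 5 donor pairs, by between -2.20 and -1.36, and also without IL-1β, by between -1.41 and -0.57 (exact sign-flip test, two-sided, p = 0.0625 in each, the smallest that 5 pairs allow). Without IL-1β the ATF6 and XBP1 targets did not fall. GC content, gene length or expression level could not give the change of the ATF6 and XBP1 list with IL-1β, since 0 of 10000 matched lists differed as much. A selective ATF4 response is a hypothesis, and no protein was measured here.

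Interferon-stimulated genes fell more than NF-κB targets with cyproheptadine under IL-1β, in 5 of 5 donor pairs, by between -2.20 and -0.32 (exact sign-flip test, two-sided, p = 0.0625, the smallest that 5 pairs allow). A stronger induction by IL-1β, or expression level, length or GC content, might explain a larger fall. Of 10000 lists of IL-1β-increased genes matched on these, 0 had as low a median as the interferon-stimulated genes, with medians between -1.05 and -0.051. NF-κB targets had a median of -0.52 against -0.77 in the middle of their matched lists, and 324 of those lists had as high a median. The 2 lists share 0 genes. Of the genes in the study's cytokine heat map, 16 were on the interferon list and 8 on the NF-κB list. A hypothesis is that cyproheptadine acts on the interferon response that follows IL-1β more than on direct NF-κB targets, within the limit that only 1 time point was measured.

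Among the further lists, nuclear respiratory chain genes fell under IL-1β with cyproheptadine in 13 of 31 genes (median -0.32, adjusted p = 4.2e-05), and without IL-1β in 3 (-0.17, 8.1e-05). NRF2 targets had 1 of 18 genes increased by cyproheptadine alone (0.17, camera, adjusted p = 0.012, fry 0.14), although GCLC, a gene on that list, was among the genes with the smallest adjusted p-values. The list mean was higher in 5 of 5 donor pairs (0.11 to 0.46), and camera with the donor block gave 0.00095, whereas the estimated correlation gave 0.43, so the call of this list depends on the test. Tubulin genes were also lower with IL-1β alone (9 of 12, median -1.01, adjusted p = 9.7e-05), as were SRF and MRTF targets (16 of 23, -0.68, 3.1e-07). With the estimated correlation the tubulin and the SRF and MRTF lists kept an adjusted p under 0.05 for cyproheptadine alone (0.0011 and 0.0015).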
